# Differential gene expression analysis tools exhibit substandard performance for long non-coding RNA-sequencing data

**DOI:** 10.1186/s13059-018-1466-5

**Published:** 2018-07-24

**Authors:** Alemu Takele Assefa, Katrijn De Paepe, Celine Everaert, Pieter Mestdagh, Olivier Thas, Jo Vandesompele

**Keywords:** RNA-seq, mRNA, lncRNA, Differential gene expression

## Abstract

**Background:**

Long non-coding RNAs (lncRNAs) are typically expressed at low levels and are inherently highly variable. This is a fundamental challenge for differential expression (DE) analysis. In this study, the performance of 25 pipelines for testing DE in RNA-seq data is comprehensively evaluated, with a particular focus on lncRNAs and low-abundance mRNAs. Fifteen performance metrics are used to evaluate DE tools and normalization methods using simulations and analyses of six diverse RNA-seq datasets.

**Results:**

Gene expression data are simulated using non-parametric procedures in such a way that realistic levels of expression and variability are preserved in the simulated data. Throughout the assessment, results for mRNA and lncRNA were tracked separately. All the pipelines exhibit inferior performance for lncRNAs compared to mRNAs across all simulated scenarios and benchmark RNA-seq datasets. The substandard performance of DE tools for lncRNAs applies also to low-abundance mRNAs. No single tool uniformly outperformed the others. Variability, number of samples, and fraction of DE genes markedly influenced DE tool performance.

**Conclusions:**

Overall, linear modeling with empirical Bayes moderation (limma) and a non-parametric approach (SAMSeq) showed good control of the false discovery rate and reasonable sensitivity. Of note, for achieving a sensitivity of at least 50%, more than 80 samples are required when studying expression levels in realistic settings such as in clinical cancer research. About half of the methods showed a substantial excess of false discoveries, making these methods unreliable for DE analysis and jeopardizing reproducible science. The detailed results of our study can be consulted through a user-friendly web application, giving guidance on selection of the optimal DE tool (http://statapps.ugent.be/tools/AppDGE/).

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1466-5) contains supplementary material, which is available to authorized users.

## Background

Messenger RNA (mRNA) has been the primary target of transcriptome studies. However, RNA sequencing technology has revealed that the human genome is pervasively transcribed, resulting in thousands of novel non-coding RNA genes. Hence, attention is expanding to one of the most poorly understood, yet most common RNA species: long non-coding RNAs (lncRNAs) [1, 2]. These lncRNAs form a large and diverse class of transcribed RNA molecules, constituting up to 70% of the transcriptome with a defined length of 200 nucleotides. While they do not encode proteins, lncRNAs are strong regulators of gene expression [3]. The discovery and study of lncRNAs are of major relevance to human health and disease because they represent an extensive, largely unexplored, and functional component of the genome [3–5]. In contrast to mRNAs, lncRNAs are generally expressed in low amounts, typically an order of magnitude lower than mRNA expression levels [2, 6, 7]. Furthermore, several studies [7–9] demonstrated that lncRNA expression levels are very noisy, which is a characteristic shared with low count data from massively parallel RNA sequencing.

Following the advent of RNA-sequencing (RNA-seq) technologies, several statistical tools for differential gene expression (DGE) analysis have been introduced. However, low and noisy read counts, such as those coming from lncRNAs, are potentially challenging for the tools [10, 11]. For example, it is commonly observed that low count genes show large variability of the fold-change estimates and thus exhibit inherently noisier inferential behavior. The majority of the methods suggest removal of low expressed genes before the start of data analysis, but this procedure essentially blocks researchers from studying lncRNAs. In our study, no such severe filtering was applied, leaving almost all lncRNAs in the dataset. To our knowledge, no statistical method has been specifically developed for the analysis of lncRNA-seq data and therefore transcriptome studies make use of statistical methods that assume sufficient expression levels. In this paper, we evaluated and compared the performance of many popular statistical methods (Table 1) developed for testing DGE of RNA-seq data (hereafter referred to as “DE tools”), with special emphasis on lncRNAs and low-abundance mRNAs. All tools considered in this study are popular (in terms of number of citations), available as R software packages [12], and use gene or transcript level read counts as input. Our conclusions are based on six RNA-seq datasets and many realistic simulations, representing various typical gene expression experiments.

**Table 1:** List of DE tools and pipelines along with their reference and number of citations

Tool (package version)	Pipelines	Reference	Citations^a^
edgeR (3.14.0)	(1) Exact test based on NB distribution, (2) GLM with NB family, (3) QL, (4–7) robust GLM with four different prior DF	[32]	5406
DESeq (1.24.0)	(1) Default, exact test based on NB distribution	[45]	4655
DESeq2(1.12.4)	Fits GLM with NB family. (1) Default, (2) independent filtering disabled (setting1), (3) independent filtering disabled and outlier-detection off (setting2)	[10]	1364
limma (3.25.21)	Fits linear models on log-transformed counts. (1) Voom, (2) voom (robust), (3) trended, (4) trended (robust), (5) voom+QW, (6) limmaVST, (7) limmaQN	[33]	1828
NOISeq (2.12.1)	(1) Default, data-adaptive and non-parametric method	[53]	524
baySeq (2.6.0)	(1) Default, Bayesian methods with empirical prior distributions	[52]	315
SAMSeq (samr, 2.0)	(1) Default, non-parametric method based on Wilcoxon rank sum statistic	[19]	140
PoissonSeq (1.1.2)	(1) Default, uses poisson log-linear model	[46]	92
QuasiSeq (1.0.8)	Fits GLM with NB family. (1) QL, (2) QLShrink, (3) QLSPline	[34]	57

^a^As reported by Web of Science (http://www.webofknowledge.com/; April 25, 2018). Further description about the pipelines can be found in the “Methods” section.

*Abbreviations*: *DF*=degrees of freedom, *GLM*=generalized linear models, *NB*=negative binomial, *QL*=quasi-likelihood, *QN*=quantile normalization, *QW*=quality weight, *VST*=variance stabilizing transformation

Previous comparative studies of DE tools [11, 13–18] focused on mRNA and some of these concluded that DE tools show inferior performance for genes or transcripts with low counts. We extend previous studies by including lncRNAs and low expressed mRNAs separately. Further, our results are based on diverse types of RNA-seq datasets that vary with respect to their biological and technical features, such as species (human, mouse, rat), experimental design (control versus treatment, diseased versus non-diseased, and tissue comparisons), and level of biological variability. We assess the degree of concordance among results returned from the DE tools, and we study important statistical properties of DE tools, such as their ability to control the false discovery rate (FDR) and their sensitivity for the detection of DE. The latter are empirically investigated using a non-parametric resampling-based simulation procedure. The simulation method essentially resamples data from a real RNA-seq dataset to create realistic gene expression scenarios. Consequently, our results reflect the genuine behaviour of the DE tools under study, in contrast to simulation studies based on parametric assumptions. Note that the evaluation of a method that relies on a parametric assumption (e.g., edgeR, DESeq, and DESeq2 assume a negative binomial distribution) by means of simulated counts using the same distribution as used in [14] will give too optimistic results. Moreover, these results do not reflect a realistic setting because the distributional assumption cannot be expected to hold in general [19]. By starting from a variety of real and representative RNA-seq datasets, the scope of our findings is wide. To our knowledge, our study is the largest empirical evaluation conducted so far in terms of the number of real datasets used, the number of performance metrics evaluated, and the number of DE pipelines included (Additional file 1: Figure S1).

Our study consists of four parts: first we evaluated various normalization procedures; second we compared the level of agreement among DE pipelines using various publicly available RNA-seq datasets; third we explored the ability of the DE pipelines to recover known evidence of differential expression; and fourth we used simulation procedures to evaluate and compare the performance of the tools under a variety of gene expression experiment scenarios (Fig. 1), such as variability, sample size, and fraction of DE genes.

**Fig. 1:**
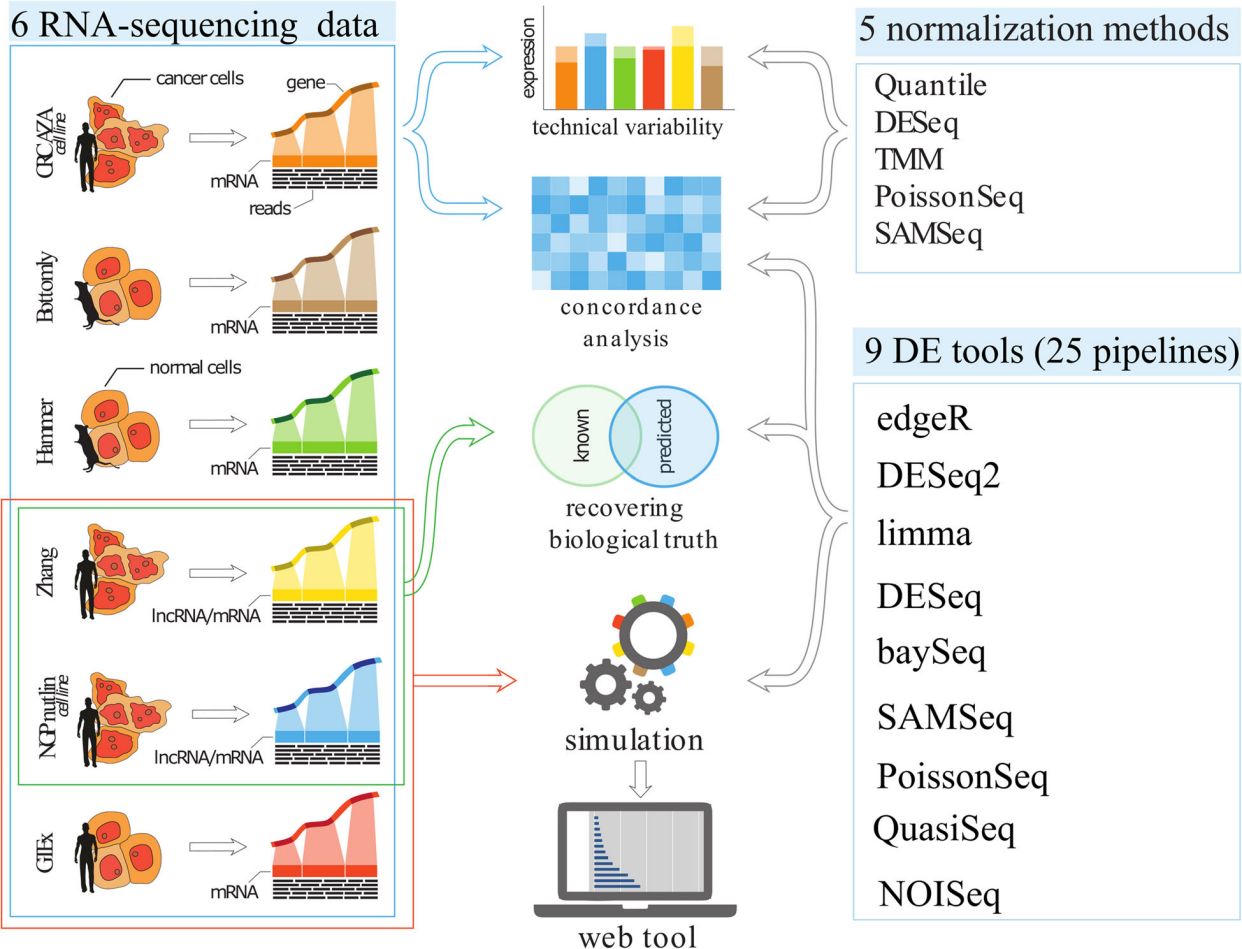
DE tools assessment work flow. The study has four components: evaluation of five normalization methods, concordance analysis of DE tools, evaluating the capability of DE tools to recover genes with known biological evidence of differential expression, and simulation procedures to study the statistical properties of DE tools, such as their ability to control the FDR and their sensitivity for the detection of differential expression. Six diverse types of RNA-seq datasets were used for comparison of the normalization methods and concordance analysis of DE tools. RNA-seq datasets were obtained from two cultured cell line datasets (CRC AZA and NGP nutlin), inbred animals (Bottomly and Hammer), normal human tissues (GTEx), and human cancer cells (Zhang). Three series of simulations were performed, each starting from a different RNA-seq source dataset: Zhang, NGP nutlin, and GTEx data. Results of the simulation study are made available through a user-friendly web application

## Results and discussion

### RNA-seq datasets

Six publicly available benchmark RNA-seq datasets were used for the concordance analysis. Three of them were used as source datasets for generating non-parametric simulated data. The description of the datasets can be found in the “Methods” section; a summary is presented in Table 2.

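The NGP nutlin dataset holds RNA-seq of NGP cells, a human neuroblastoma cell line, with 10 replicates treated with nutlin-3 and 10 replicates treated with ethanol as vehicle. Nutlin-3 is a small molecule that binds MDM2. The paper's text prints the dose as 8M, whereas the sample records give 8 µM. Poly(A) RNA libraries were sequenced as stranded paired-end reads. For every sample the authors deposited the estimated count, the effective length and the TPM that kallisto v0.42.4 gave for 198968 transcripts of GRCh38, with no normalization of the counts. The estimated counts summed to between 14455477 and 19532971 read pairs in the vehicle samples (median 17819527) and to between 15078052 and 17442896 in the nutlin samples (median 15675936). All values beside the NGP nutlin results rest on the estimated counts. These were summed over the transcripts of each gene of GENCODE release 44 and rounded to whole numbers. Of the transcripts, 191106 (96.1%) had their identifier in that annotation and the other 7862 were left out. Between 96.66% and 96.78% of the counts of a vehicle sample fell on matched transcripts, and between 95.71% and 95.95% of those of a nutlin sample. The share of counts left out was thus larger in every nutlin sample than in every vehicle sample. Genes with at least 1 count in each condition were kept, which gave 17351 mRNAs and 10346 lncRNAs. Over all matched genes a sample held between 13003248 and 17526511 counts of mRNAs and between 336724 and 672473 counts of lncRNAs. No 2 samples held identical counts. The first principal component of the log2 counts separated the conditions and took 76.7% of the variance, against 2.65% for the second.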

**Table 2:** Summary of datasets

					Library size (× 10^6^)				
Dataset and reference	Replicate size	Species	Type	Number of genes	Min.	Max.	Correlation among replicates^a^	Sequencing instrument	Library type
CRC AZA	{3, 3}	Human	mRNA	16,499	3.3	4.2	(0.99, 0.99)	HiSeq 2000	PE, 100, poly(A)
Hammer [39]	{2, 2}	Rat	mRNA	15,908	17.3	23.5	(0.99, 0.99)	GAII	SR, 50, poly(A)
Bottomly [40]	{10, 11}	Mouse	mRNA	12,784	2.7	7.3	(0.82, 0.99)	GAIIx	SR, 30, poly(A)
GTEx [41]	{28, 30}	Human	mRNA	18,632	10.2	76.8	(0.45, 0.99)	HiSeq 2000	PE, 76, poly(A)
Zhang [36]	{81, 91}	Human	mRNA	19,254	10.8	31.7	(0.29, 0.98)	HiSeq 2000	PE, 90, poly(A)
			lncRNA	10,051	0.3	1.0	(0.19, 0.97)		
NGP nutlin	{10, 10}	Human	mRNA	17,489	13.4	18.1	(0.98, 0.99)	NextSeq 500	PE, 75, poly(A)
			lncRNA	8929	0.2	0.4	(0.83, 0.99)		

^a^Pearson’s correlation is calculated among replicates within conditions based on read counts

Data include the species, gene biotype, number of genes (annotated genes with at least one count in each condition), number of replicates per condition, library size (minimum, maximum), Pearson correlation among replicates (minimum, maximum), sequencing instrument, library type (*SR*=single read, *PE*=paired-end read, read length (nucleotides), sequencing type poly(A)/total).

The degree of homogeneity among samples, as measured by Pearson’s correlation coefficient, was lowest for the Zhang dataset followed by GTEx (see also the estimated biological coefficients of variation in Additional file 1: Figure S2). As expected, the other datasets had replicates that are more homogeneous because they were obtained from inbred animals or cultured cell lines, in contrast to the GTEx or Zhang datasets containing tissues for different human individuals. For the Zhang and NGP nutlin datasets, lncRNAs showed relatively higher heterogeneity across samples than mRNAs. In addition, lncRNAs showed, on average, lower expression than mRNAs (Additional file 1: Figure S3).

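For the NGP nutlin dataset, the common biological coefficient of variation (BCV), estimated by edgeR with the condition in the design, was 0.0798 for the mRNAs and 0.142 for the lncRNAs. Their jackknife standard errors over the 20 samples were 0.00707 and 0.00853, smaller than the gap between the biotypes. Fitting both biotypes together gave 0.0806 and 0.142. The alternative that moved the comparison most was to draw mRNAs matched to the lncRNAs on abundance. The common BCV of these mRNAs was 0.168, above that of the lncRNAs. Pearson correlations of the counts across genes were computed for the 45 pairs of replicates within each condition. Genes are not independent replicates, so these correlations describe pairs of libraries. For mRNAs the lowest pair was at 0.985 in the vehicle group and 0.986 in the nutlin group. For lncRNAs the lowest pair was at 0.959 in the vehicle group, between replicates 6 and 7, and at 0.921 in the nutlin group, between replicates 6 and 8. The median pair was at 0.997 and 0.998 for mRNAs and at 0.996 and 0.990 for lncRNAs. On log2(CPM + 1) values the lowest lncRNA pairs were at 0.972 and 0.976 and the lowest mRNA pairs at 0.994 in both conditions. Without the most abundant gene of each biotype the lowest lncRNA pairs were at 0.858 and 0.844. The lowest lncRNA pairs depended on 3 lncRNA genes with identical counts next to ribosomal RNA genes on chromosome 21. Without them, an alternative chosen after the values were seen, the lowest lncRNA pairs were at 0.995 and 0.989.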

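In the NGP nutlin dataset, the mean over samples of log2(TMM-normalized count + 1) had a median of 7.67 over the mRNAs, with quartiles of 3.59 and 9.57. Over the lncRNAs the median was 1.84, with quartiles of 0.75 and 3.65. Within a condition the median of a sample varied with an SD of 0.01 for mRNAs and 0.10 for lncRNAs. With the filterByExpr filter of edgeR, the alternative that moved these values most, the medians were 8.65 for 13363 mRNAs and 4.93 for 2975 lncRNAs. A mean below 20 CPM was found for 97.9% of the lncRNAs and 56.1% of the mRNAs, and a mean below 1 CPM for 77.1% and 26.3%. Zeros made up 24.7% of the lncRNA counts and 7.29% of the mRNA counts. The share of all estimated counts that fell on lncRNAs was 2.40% ± 0.0972 (SD, n = 10) in the vehicle samples and 3.93% ± 0.103 (SD, n = 10) in the nutlin samples. Every nutlin sample had a larger share than every vehicle sample, and a two-sided permutation test of the difference of 1.53 percentage points gave p = 1e-05, the smallest that 100000 resamples can give.

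**Figure D1:**
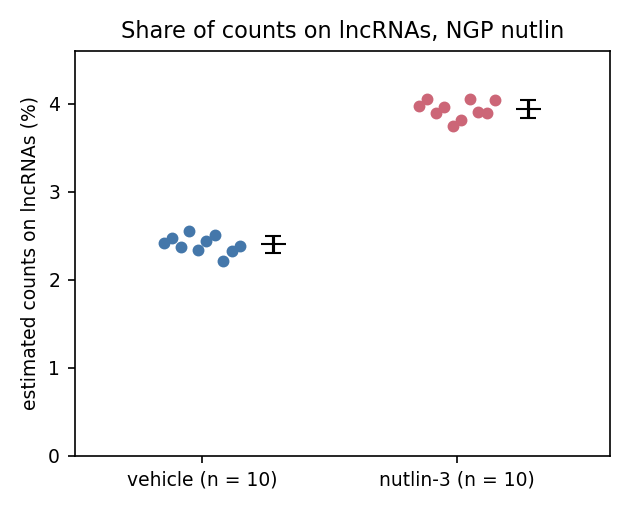
Share of estimated counts on lncRNAs in percent (vertical axis) for the vehicle and the nutlin-3 samples (horizontal axis). Each point is a sample, and the black marks give the mean and SD of the 10 samples of a condition. The vehicle samples lie between 2.22% and 2.55% and the nutlin samples between 3.75% and 4.05%.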

### Comparison of normalization methods

Comparing DE tools requires careful attention to the normalization methods. Previous studies [13, 16, 20, 21] have pointed out that the normalization procedure can affect DE results. The aim of our study is not to perform a comprehensive comparison of all normalization methods. Instead, we compared five normalization methods that are used in conjunction with the DE methods evaluated in this study. This will allow us to better understand the general behavior of the DE tools as evaluated in the subsequent sections. The normalization methods were compared using the metrics from Dillies et al. [20], such as their capability to reduce technical variability and to eliminate bias due to library size differences, and their effect on DGE analysis.

Box plots of the relative log expressions show that for all six datasets all normalization methods succeed in aligning the sample-specific distributions and hence no library size effects were noticeable after normalization (Additional file 2: Section 2.2). Furthermore, the condition-specific gene-wise coefficient of variation (CV), which is a proxy for intra-group variability, was lower for all datasets upon normalization (Fig. 2b and Additional file 2: Section 2.3). 

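For the NGP nutlin data, relative log expressions were computed for the raw counts and after each normalization. Over the 16338 genes kept by the filterByExpr filter, the range of the sample medians was 0.474 for the raw counts on the log2 scale. After normalization it was 0.0257 with QN, 0.0811 with TMM, 0.0240 with DESeq, 0.0672 with PoissonSeq and 0.0663 with SAMSeq. The PoissonSeq and SAMSeq normalizations were written anew after their descriptions. Over all tested genes the median of a vehicle sample lay between -0.234 and 0.0659 before normalization, and at 0 in every vehicle sample with QN, TMM and DESeq. The interquartile range of the relative log expressions averaged 0.659 ± 0.0490 (SD, n = 10 vehicle samples) for the raw counts, 0.569 ± 0.0379 with QN and between 0.609 and 0.623 with the other 4 methods. In the nutlin samples it was 0.598 ± 0.0367 for the raw counts, 0.558 ± 0.0180 with QN and between 0.642 and 0.646 with the other 4. The mean of the nutlin sample medians was 0.0179 for the raw counts, 0 with QN, 0.00211 with TMM, 0.0109 with DESeq, 0.0391 with PoissonSeq and 0.0432 with SAMSeq.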

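In the vehicle samples of the NGP nutlin data, the median gene-wise CV was 0.295 (jackknife standard error 0.0120) for the raw counts. It was 0.256 with QN, 0.275 with TMM, 0.275 with DESeq, 0.275 with PoissonSeq and 0.280 with SAMSeq, with jackknife standard errors between 0.00671 and 0.00812. In the nutlin samples, whose library sizes varied less, the raw counts had a median CV of 0.232 (jackknife standard error 0.00546). Normalization changed it by less than that error for TMM, DESeq and PoissonSeq, with medians of 0.228 for all 3, and for SAMSeq with 0.232, while QN gave 0.240. The error is that of a median and not of its change within the same samples, so it does not test these changes. The CV of a gene was lower after TMM normalization than before it for 68.3% of the genes in the vehicle group and for 62.8% in the nutlin group. With QN these percentages were 78.4% and 37.8%. The filter on low counts was the only alternative tried for the CV. After filterByExpr the median with TMM was 0.109 in the vehicle group and 0.0968 in the nutlin group, against 0.149 and 0.106 for the raw counts. The median CV with TMM was higher for lncRNAs, at 0.725 in the vehicle and 0.551 in the nutlin samples, than for mRNAs, at 0.124 and 0.111.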

Nearly equal levels of biological variability across methods were observed, even with quantile normalization that was found to result in high CV in other studies [20, 22]. The overlap of DE genes with different normalization methods was high (Fig. 2a and Additional file 2: Section 2.4). 

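For the NGP nutlin data, the moderated test of limma at 5% FDR on log2(normalized count + 1) called 16096 SDE genes with TMM, 16253 with DESeq, 16533 with PoissonSeq and 16468 with SAMSeq. The raw counts gave 15239. Among these 4 normalization methods, the share of genes called by both members of a pair among the genes called by either averaged 89.7% over 6 pairs, from 84.0% to 97.0%. TMM and DESeq overlapped in 93.7%. The averages were 89.4% for mRNAs and 90.3% for lncRNAs. At 1% FDR the average over all genes was 89.1%.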

Ignoring quantile normalization (QN), on average (across the six dataset) a minimum of 86% similarity was observed. QN-based DE analysis gives deviating results, particularly for designs with small numbers of replicates (< 5); the average minimum proportion of similarity was 70.1% (average minimums are calculated across datasets). 

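With 10 replicates per group, QN called 14541 SDE genes in the NGP nutlin data. Its overlap with the other 4 normalization methods averaged 62.6%, from 62.4% to 62.7%. For mRNAs this average was 70.4% and for lncRNAs 42.2%. Among the alternatives tried, restricting the test to genes passing filterByExpr moved these overlaps most, to 72.1% for all genes, 77% for mRNAs and 50.9% for lncRNAs.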

Overall, the results suggest that all normalization methods perform almost equally, except QN. Nevertheless, for the concordance analysis of the DE tools (see next section) we include a limma pipeline that uses QN (named limmaQN) to further investigate its effect on other performance metrics of DE tools.

**Fig. 2:**
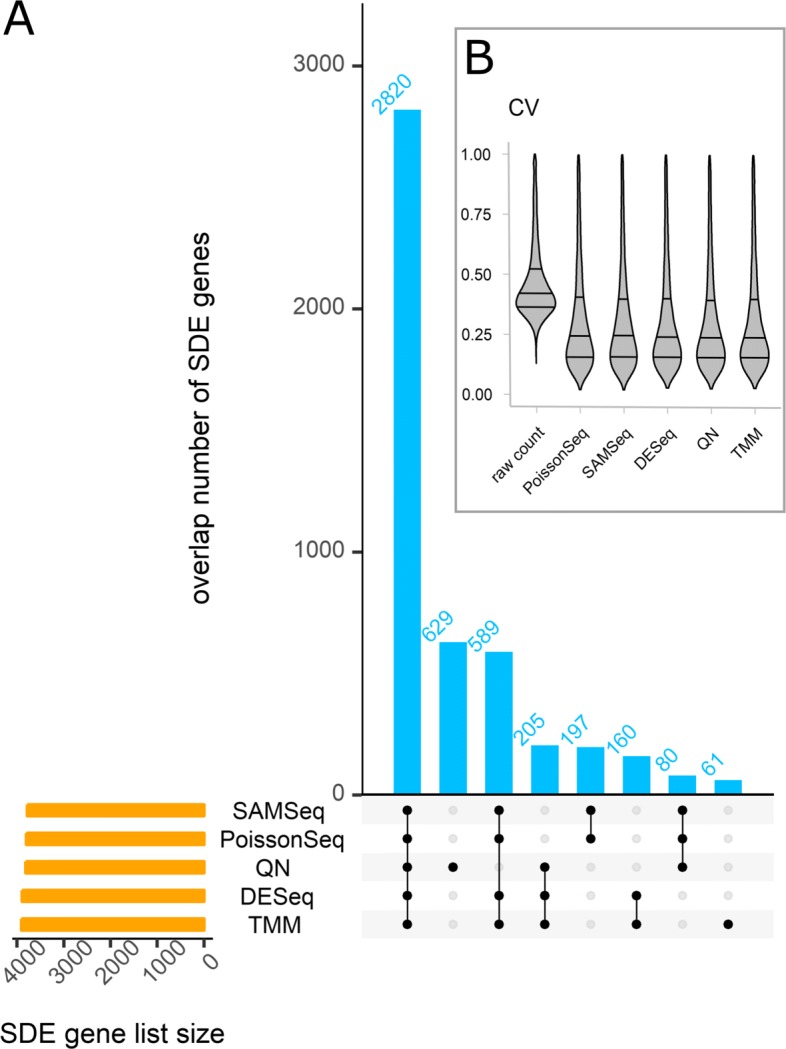
Effect of normalization methods on DGE analysis. **a** The UpSet diagram shows the intersection size among DGE analyses (at 5% FDR), each using different normalization methods but the same statistical test (moderated *t*-test from limma package). This result is particularly for the CRC AZA data. All considered normalization methods generally show strong concordance except for quantile normalization (*QN*). DGE analysis with all normalization methods commonly identified 2820 significantly differentially expressed (*SDE*) genes, whereas QN resulted in 629 SDE genes that are not shared with other normalization methods. **b** Distribution of gene-wise coefficients of variation (*CV*) from the Bottomly data. Each violin plot indicates the quartiles of the distribution (*solid horizontal lines*). Results based on all six datasets can be found in Additional file 2

### Concordance analysis

Twenty-five DE pipelines were run on six RNA-seq datasets, and (dis)similarities among the results were examined. The concordance analysis focused on five quantitative and one qualitative metric: (1) number of genes identified as significantly differentially expressed (SDE); (2) similarity in terms of the set of SDE genes; (3) the degree of agreement on gene ranking; (4) similarity of fold-change estimates; (5) handling of genes with special characteristics (lncRNAs, genes with low counts, genes with outliers); and (6) computation time. The results for individual datasets are presented in Additional file 3.

Results show that the pipelines show substantial variability in the numbers of SDE genes. The marginal summary across all datasets indicates that DESeq, NOISeq, baySeq, and limmaQN detected the smallest number of SDE genes, whereas QuasiSeq and SAMSeq returned the largest numbers (Fig. 3). The variability among DE pipelines with respect to the number of SDE genes seems to be related to the biological variability in the dataset. For the Zhang and GTEx RNA-seq datasets, characterized by the largest intra-group biological variability, the numbers of SDE genes were quite different among the DE pipelines. In contrast, the numbers of SDE genes from the NGP nutlin and CRC AZA datasets, all displaying low biological variability, were relatively similar among pipelines. lncRNAs and low-abundance genes in general were under-represented among the SDE genes (Additional file 3). 

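In the NGP nutlin data, edgeR's quasi-likelihood test (edgeR QL) with TMM normalization, fitted to all 20 samples, called 16275 SDE genes among 27697 at 5% FDR, with 8935 up and 7340 down after nutlin treatment. These were 12306 mRNAs, or 70.9% of the mRNAs tested, and 3969 lncRNAs, or 38.4% of the lncRNAs tested. lncRNAs made up 24.4% of the SDE genes and 37.4% of the genes tested. The odds ratio of this table was 0.255 (95% confidence interval 0.242 to 0.269), which describes genes and not replicates. After mRNAs were drawn to match the lncRNAs on abundance in 20 bins, 44.4% of the mRNAs were SDE, and the difference between the biotypes went from 32.6 to 6.05 percentage points (95% interval over draws 5.20 to 6.92). Of the mRNAs with a mean from 0.25 to 1 CPM, 56.4% were SDE, against 47.5% of the lncRNAs in that range. Above 64 CPM the percentages were 88.5% of 3539 mRNAs and 91.2% of 68 lncRNAs. The alternative that moved the number of SDE lncRNAs most was the filterByExpr filter, with 2169 SDE lncRNAs among 2979. The vehicle and nutlin groups share 8 replicate numbers. With the replicate number as a block, over the 16 samples that share a number, 14276 genes were SDE, of which 3033 were lncRNAs. A joint deviation of samples with the same number from their group means was not detected over all genes. Their mean correlation across genes was 0.00626 over 8 pairs, against -0.000539 over the 92 pairs with different numbers (one-sided permutation test, p = 0.359). A gene-by-gene test was added later. Of 710 genes with a log fold change above 2, 8.73% had a correlation past the one-sided 5% level. The median for permuted numbers was 4.93% (one-sided permutation test, p = 0.0526). Below -2 it was 10% of 229 genes against 4.37% (same test, p = 0.0577). A joint deviation of the most changed genes is thus left open. Over 17 of the 25 pipelines, the percentage of SDE mRNAs was between 69.3% and 74.6%, apart from limmaQN at 65.0%, and that of SDE lncRNAs between 35.8% and 45.4%, apart from limmaQN at 31.5%. The paper proposes that the variability among pipelines in the number of SDE genes is related to the biological variability in a dataset.

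**Figure D2:**
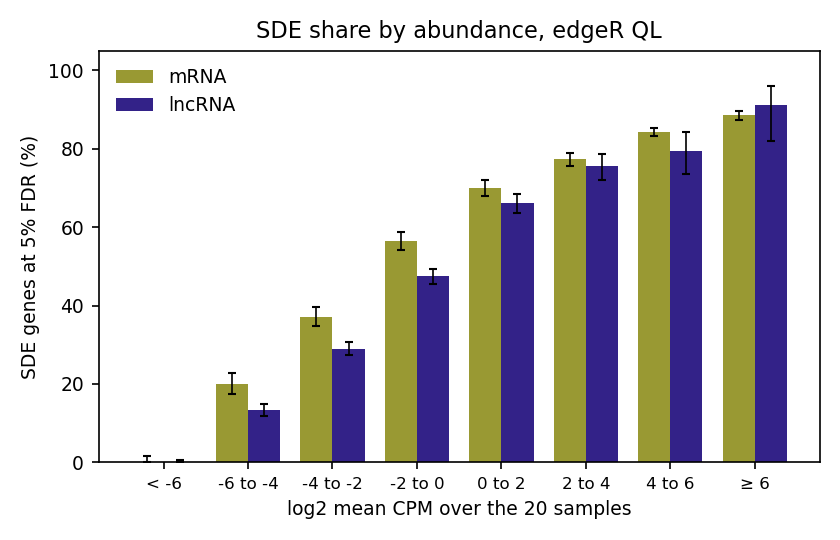
Percentage of genes called SDE at 5% FDR by edgeR QL (vertical axis) for mRNAs and lncRNAs in bins of log2 mean CPM over the 20 samples (horizontal axis). Error bars are 95% Wilson intervals over genes, which are not independent replicates. The percentage rises with abundance for both biotypes and reaches 88.5% of the mRNAs and 91.2% of the lncRNAs in the highest bin.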

For example, 25% of the SDE genes were lncRNAs, whereas the data contain 40% lncRNAs.

**Fig. 3:**
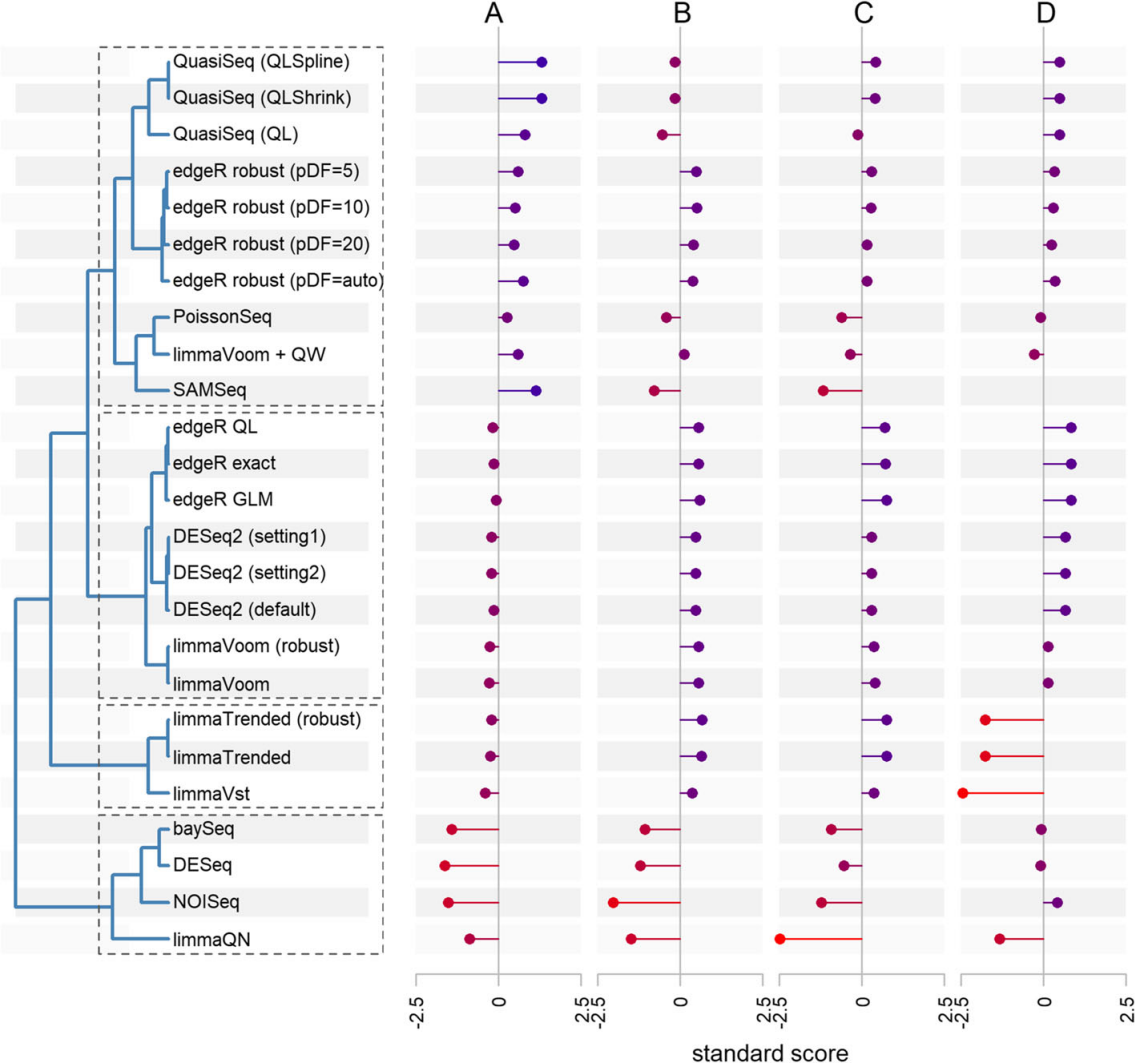
Summary of concordance analysis results. Hierarchical clustering of 25 DE pipelines based on standard scores of four concordance metrics (**a** fraction of significantly differentially expressed (SDE) genes detected at 5% FDR, **b** overlap among pipelines in detecting SDE genes at 5% FDR, **c** gene ranking agreement, and **d** similarity of log fold-change (LFC) estimates). Scores are averaged across the six datasets. First, observed values (let *y*_*i*_, i = 1,2,..., 25) of concordance metrics (proportions and correlations) for each pipeline from a given dataset are converted to standard scores (*z*_*i*_ = (*y*_*i*_ − *ȳ*)/*s*_*y*_, where *ȳ* and *s*_*y*_ are the mean and standard deviation of *y*_*i*_, respectively). Afterwards, the average of standard scores of each pipeline across datasets are presented. A negative value, for example, for the fraction of SDE genes indicates that the number of SDE genes detected by the pipeline is lower than the average across all the 25 pipelines. Subsequently, the Euclidean distance among the marginal standardized scores of the four comparison metrics are computed and the complete linkage method of agglomerative clustering is applied, resulting in four clusters. The bar plots to the right side of the cluster show the individual marginal scores of each DE tool for the four concordance measures. Since the fold-change estimate from SAMSeq is in terms of rank-sum, it was excluded from comparison of LFC estimates

Many of the DE pipelines showed agreement to each other in terms of the set of SDE genes (Fig. 3). On average, NOISeq, limmaQN, DESeq, baySeq, and SAMSeq showed the smallest concordance with all other tested pipelines. It was also observed that the overlap of SDE is smaller for lncRNAs than for mRNAs (Additional file 1: Figure S4). 

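For the NGP nutlin data, the overlap of a pair of pipelines was the number of SDE genes they shared divided by the number called by either. Over the 136 pairs of 17 pipelines it averaged 91.4% for mRNAs and 82.1% for lncRNAs. The lowest average of a single pipeline with the others was that of limmaQN, at 69.3% for mRNAs and 43.9% for lncRNAs. Without limmaQN the averages were 94.4% and 87.2%. For mRNAs matched to the lncRNAs on abundance, the alternative that moved the mRNA overlap most, the average was 83.4%. Pipelines of the same package overlapped more than pipelines of different packages for edgeR, with 89.4% against 80.7% for lncRNAs, and for DESeq2, with 99.4% against 81.0%. For limma, which includes limmaQN, they overlapped in 79.5% within the package and 79.8% outside it.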

In the Zhang dataset, there is less than 70 and 60% SDE overlap across all DE tools for mRNAs and lncRNAs, respectively.

Accurate gene ranking is an essential step for downstream analysis such as gene set enrichment analysis (GSEA) [23]. The degree of agreement among the 25 DE pipelines’ gene ranking is studied using the rank of *π* scores; taking into account both the significance and magnitude of differential expression [24]. Summarized results across datasets (Fig. 3) indicate that all pipelines strongly agree, except for baySeq, NOISeq, SAMSeq, and limmaQN. Apart from baySeq, this is somewhat in contrast to the findings in Soneson and Delorenzi [14]. This might be due to the difference in the score used to rank genes, as only *p* values were used to rank genes in Soneson and Delorenzi [14]. Except for limmaQN, gene ranking agreement among all pipelines was nearly the same for lncRNAs and mRNAs from analyzing the NGP nutlin data. 

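For the NGP nutlin data, the Spearman correlation of π scores across genes, averaged over the pairs of 17 pipelines, was 0.958 for mRNAs and 0.900 for lncRNAs. Genes are not independent replicates, so no test was made of this difference. The average of limmaQN with the other pipelines was 0.745 for mRNAs and 0.458 for lncRNAs. Without limmaQN, the alternative that moved these averages most upward, they were 0.986 and 0.959, and the average of a single pipeline lay between 0.977 and 0.990 for mRNAs and between 0.950 and 0.967 for lncRNAs. For mRNAs matched to the lncRNAs on abundance, with limmaQN included, the average was 0.9204.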

A slightly lower agreement for lncRNAs was observed when the most variable dataset (Zhang) was used (Additional file 1: Figure S4).

Moreover, the log fold-change (LFC) estimates from all DE tools were strongly correlated, with a minimum of 0.8 Pearson correlation coefficient (on average) for limmaVst, limmaQN, and limmaTrended pipelines (Fig. 3 and Additional file 3). However, the correlations become relatively stronger for the datasets with higher numbers of samples per group. In addition, the correlations for lncRNAs were lower than for mRNAs (Additional file 1: Figure S4 and Additional file 3: Sections 5.4 and 6.4).

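In the NGP nutlin data, the Pearson correlation of LFC estimates across genes, averaged for one pipeline over the 16 others, was lowest for limmaVst among mRNAs, at 0.906, followed by limmaQN at 0.917 and limmaTrended at 0.968. The highest was 0.977, for edgeR exact, edgeR GLM and edgeR QL. These are correlations across genes, which are not independent replicates.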

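Averaged over all pairs of 17 pipelines, the correlation of LFC estimates from the NGP nutlin data was 0.966 for mRNAs and 0.936 for lncRNAs. For lncRNAs limmaVst had the lowest average with the other pipelines, at 0.850, and DESeq2 (setting 2) the highest, at 0.952. The filterByExpr filter moved the lncRNA average most, to 0.978. For mRNAs matched to the lncRNAs on abundance the average was 0.943. Within the edgeR pipelines the LFC of lncRNAs correlated at 0.982 across genes, within the limma pipelines at 0.967, and between limma and the other pipelines at 0.899.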

In addition, we qualitatively examined the handling of genes with outlier expression (Additional file 1: Section 3.1). A set of genes with outlier count in only one of the samples (from the Zhang data) was chosen (Additional file 1: Figure S5). The adjusted *p* values for these outlier genes shows that edgeR exact, edgeR GLM, edgeR QL, PoissonSeq, QuasiSeq (both settings), and baySeq declared most of them SDE at 5% nominal FDR (Additional file 1: Table S2), suggesting that they can be affected by outlier expression.

To come to an overall conclusion, the results were combined in a hierarchical clustering analysis of the DE pipelines, resulting in 4 clusters (Fig. 3). DESeq, baySeq, limmaQN, and NOISeq cluster together, generally showing the lowest number of SDE genes, lower overlap, and lower gene ranking agreement with all other DE pipelines. The second cluster includes edgeR exact, edgeR GLM, edgeR QL, DESeq2 (both settings), and limmaVoom (robust and not robust), showing the highest concordance with respect to calling SDE, gene ranking, and LFC estimates. Pipelines in this cluster generally identify more SDE genes than methods in the first cluster. LimmaTrended (robust and not robust) and limmaVst appear in a separate cluster because of their relatively weakly correlated LFC estimates with that of other pipelines, but these pipelines strongly resemble the second cluster with respect to the other concordance metrics. The last cluster includes QuasiSeq (both settings), edgeR robust (with both tested prior degrees of freedom), limmaVoom+QW, PoissonSeq, and SAMSeq. They detect the most SDE genes and show a modest proportion of overlap, gene ranking agreement, and LFC similarity.

Moreover, with respect to identifying DE genes among genes that are detected only in one group of samples, DESeq, baySeq, and PoissonSeq fail to estimate a meaningful fold change. On the other hand, edgeR exact test, DESeq, and SAMSeq return no *p* value for such genes with a low signal-to-noise (STN) ratio (Additional file 1: Section 3.2). STN is defined as the ratio of the mean to the standard deviation of normalized counts in the group with detected gene expression [13]. In general, and not unexpectedly, all the pipelines assign significant *p* values for such genes with a high STN ratio (Additional file 1: Figure S6). This suggests that researchers need to be cautious when interpreting the DE results, particularly when the 0 read counts in one of the groups is likely caused by technical artefacts. Moreover, for lncRNAs (also for low-abundance mRNAs), the STN ratio is typically low, and hence all the DE pipelines fail to detect true DE among such genes. However, from the relationship between the STN and adjusted *p* values, one can learn that limma and QuasiSeq tools (and edgeR robust and DESeq2 to a lesser extent) detect such genes as SDE even at low STN (Additional file 1: Figure S6).

Results obtained with the three settings of DESeq2 were not markedly different, except that the independent filtering excluded more lncRNAs (29% from the Zhang data) than mRNAs (Additional file 1: Figure S7). 

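In the NGP nutlin data, DESeq2 with default settings called 12049 SDE mRNAs and 3737 SDE lncRNAs. Without independent filtering (setting 1) it called 12017 and 3702, all of them also called by the default. Setting 2 called 1 mRNA and 1 lncRNA fewer than setting 1. Independent filtering at an alpha of 0.05 excluded 306 mRNAs (1.76%) and 770 lncRNAs (7.44%), all with a mean normalized count under 0.29 in the DESeq2 output. For 2 of these mRNAs that mean was 0 because DESeq2 had replaced their counts, which lay in 1 sample of each condition, as outliers by Cook's distance. At an alpha of 0.1, the alternative tried for this count, only these 2 mRNAs and 0 lncRNAs were excluded.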

Among the seven limma pipelines, voom and trended (with and without robust estimate of the prior degrees of freedom) showed relatively better concordance. In addition, voom with sample quality weight (limmaVoom+QW) tend to identify more SDE genes. Similarly, edgeR pipelines attained similar concordance except that edgeR robust detects slightly more SDE genes than the average. 

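On the NGP nutlin data, the average overlap of SDE mRNAs with the other 16 pipelines was 93.8% for limmaVoom, 93.7% for limmaVoom (robust), 93.9% for limmaTrended and 93.9% for limmaTrended (robust), against 91.2% for limmaVst. For lncRNAs it was 86.0%, 86.1%, 86.5% and 86.8% in the same order, against 84.5% for limmaVst. Robust estimation of the prior degrees of freedom changed the number of SDE lncRNAs of limmaVoom from 3997 to 4011 and that of limmaTrended from 4018 to 4050.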

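With the NGP nutlin data, limmaVoom+QW called 12323 SDE mRNAs, or 0.670% more than limmaVoom, and 4036 SDE lncRNAs, or 0.976% more. Each of the pair called genes that the other did not: 202 mRNAs and 165 lncRNAs were SDE only with sample quality weights, and 120 mRNAs and 126 lncRNAs only without them. Among the limma pipelines, more SDE lncRNAs were called by limmaVst and limmaTrended (robust).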

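From the NGP nutlin data, edgeR robust with 10 prior degrees of freedom called 12871 SDE mRNAs, or 4.03% more than the 12373 of edgeR GLM, and 4686 SDE lncRNAs, or 13.7% more than the 4120 of edgeR GLM. With prior degrees of freedom of 5, 20 or estimated from the data, it called between 12885 and 12941 SDE mRNAs and between 4677 and 4694 SDE lncRNAs. edgeR exact called 12204 and 3871.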

Although the three QuasiSeq pipelines cluster together, the quasi-likelihood (QL) method with an independent estimate of the gene-wise QL dispersion showed worse agreement in terms of the set of SDE genes.

The computation time to run DGE analysis presented in Additional file 1: Figure S8 shows that baySeq and DESeq require the longest time, whereas limma tools and PoissonSeq run fast. For RNA-seq data with ten replicates per group and 19,150 mRNAs, the slowest tools, baySeq and DESeq, were approximately 8000 and 2000 times slower than the fastest pipeline, limmaQN, respectively.

### Recovering biological truth

In addition to the concordance analysis, we also assessed the capability of the DE tools to recover genes with known biological evidence of DE in the benchmark datasets. To this purpose, results from three published studies were used to define the truth: genes with gender-biased expression [25], MYCN regulated genes [26], and TP53 pathway genes [27] (see “Methods” for description). The ability to recover the truth is evaluated using four metrics: number of recovered genes, similarity among DE pipelines in terms of the set of recovered genes, gene classification agreement with the truth, and GSEA. Detailed results can be found in Additional file 4.

Despite the challenge of defining biological truth, several pipelines show relatively good performance in recovering the known truth, definitely when considering that the experimental conditions are not identical in the benchmark studies and the truth studies. However, in terms of the number of recovered genes and the degree of similarity to each other, the pipelines show substantial variation. In line with the concordance analysis, conservative tools (DESeq, baySeq, and NOISeq) recovered a relatively lower number of genes with low similarity to other tools (Additional file 4: Figure S8). In contrast, tools such as SAMSeq and PoissonSeq that were categorized as liberal (highest number of SDE genes) according to the concordance analysis now ranked generally low in recovering the biological truth across the three control studies and exhibited the least agreement with other pipelines. Across the four metrics assessing biological truth, DESeq2 (both settings), edgeR (robust), and limma (voom+QW, voom, and trended) outperformed all other tools, whereas PoissonSeq, SAMSeq, NOISeq, DESeq, and QuasiSeq (both settings) showed inferior capability.

### Simulation results

The non-parametric SimSeq [28] procedure was applied to realistically simulate RNA-seq expression data. The simulation technique involves sub-sampling of replicates from a real RNA-seq dataset with a sufficiently large number of replicates. In this way, the underlying characteristics of the source dataset are preserved, including the count distributions and variability. The representativeness of the simulated data was examined using various quality metrics, including those proposed by Soneson and Robinson [29] (see “Methods” section). Three series of simulations were performed, each starting from a different RNA-seq source dataset: Zhang, NGP nutlin, and GTEx data. 

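For the series starting from the NGP nutlin data, the SimSeq sampling was written anew after its description in the paper's additional files. Each simulated dataset held 10000 genes, with mRNAs and lncRNAs in proportion to the source data. Counts of null genes came from vehicle samples drawn without replacement, and true DE genes had the counts of nutlin samples, scaled to the library size, in one of the groups. DE genes were drawn with a weight of 1 minus their local FDR from the Wilcoxon rank sum test. The local FDR was computed with a function of the sva package in place of fdrtool. At 25% DE genes, 25 datasets were simulated for each number of replicates from 2 to 5 per group, and at the other percentages from 5% to 30%, 20 datasets with 5 replicates per group. A simulation without DE genes had 25 datasets. In all, 11 of the 25 pipelines were run, from edgeR, DESeq2 and limma. Each gene's call at 5% nominal FDR was compared with its known state, separately for mRNAs and lncRNAs. The datasets share the 20 source samples, so the SD between them does not cover new cultures. With 5 replicates per group every vehicle sample is used in every dataset. For null genes the SD then covers the division of the vehicle samples into groups and the sampling of genes, but no sampling of vehicle libraries. With fewer replicates the vehicle samples used also vary. The SDs at different numbers of replicates therefore do not measure the same spread.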

The degree of homogeneity among the replicates in these datasets varies, reflecting different levels of intra-group biological variability (Table 2 and Additional file 1: Figure S2). The Zhang and NGP nutlin datasets include annotated lncRNAs along with mRNAs, whereas the GTEx RNA-seq dataset contains only annotated mRNA genes. Therefore, simulated counts for mRNA and lncRNA are sampled from mRNA and lncRNA counts of the source dataset, respectively.

Gene expressions were simulated under a wide range of scenarios that may affect the performance of DE tools: different numbers of replicates ranging from 2 to 40, different proportions of true DE genes (0 to 30%), two gene biotypes (mRNA and lncRNA), and different levels of intra-group biological variability (as present in the three source datasets). From the simulation results, the actual FDR, true positive rate (TPR), and false positive rate (FPR) were computed for each DE pipeline. The comparison between the two gene biotypes was done in two ways: simulating lncRNA data only or simulating lncRNA and mRNA jointly, but analyzing separately.

### False discovery rate and true positive rate

FDR refers to the average proportion of incorrect discoveries among SDE genes (genes identified as DE at a particular nominal FDR threshold). A good DE tool has actual FDR close to the nominal level, and has high TPR. The TPR, also known as sensitivity, is the average proportion of SDE genes among the true DE genes. The TPR should be sufficiently large, otherwise one cannot expect to find many of the true DE genes. Therefore, it is customary to look for a DE pipeline that has the highest TPR among those that control FDR (i.e., actual FDR is close to nominal FDR). The FDR versus TPR curve is used to compare the performance of DE pipelines at various nominal FDR threshold (ranging from 0 to 100%).

Results from the first simulation (starting from the Zhang data) generally indicate that the FDR is not controlled well by many DE pipelines (Fig. 4). Among the pipelines that control the FDR relatively well, many have a small TPR. Besides the gene biotype (mRNA versus lncRNA), the performance is correlated with the level of the intra-group variability, the number of replicate samples, and the fraction of DE genes. Many DE tools show severe FDR inflation and slightly lower TPR when only a small fraction of genes is DE (Additional file 1: Figures S9 and S10). The actual FDR may even exceed 50%, which means that more than half of the called SDE genes may be false discoveries. For most DE tools, better FDR control and higher sensitivity were attained with increasing number of replicates (Fig. 4 and Additional file 1: Figures S11 and S12). 

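In simulations from the NGP nutlin data with 25% true DE genes and 5 replicates per group, limmaVoom had an actual FDR of 2.09% ± 2.00 (SD over 25 datasets) and a TPR of 70.7% ± 1.91 for mRNAs. For lncRNAs its FDR was 4.49% ± 1.36 and its TPR 40.3% ± 1.81. The TPR of every one of the 11 pipelines was lower for lncRNAs than for mRNAs. The FDR was higher for lncRNAs in all but the DESeq2 pipelines. The choice of the DE genes was the alternative that moved the TPR most. When they were drawn with equal weight from genes with an adjusted p under 0.05 in the Wilcoxon test, the TPR of limmaVoom was 80.2% for mRNAs and 58.0% for lncRNAs.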

Performance of all DE pipelines is considerably poorer for lncRNAs than for mRNAs (Figs. 4 and 5). However, very similar results (poor performance in terms of FDR control and TPR) were obtained for low-abundance mRNAs based on a simulation starting from the GTEx data (Additional file 1: Figure S13).

**Fig. 4:**
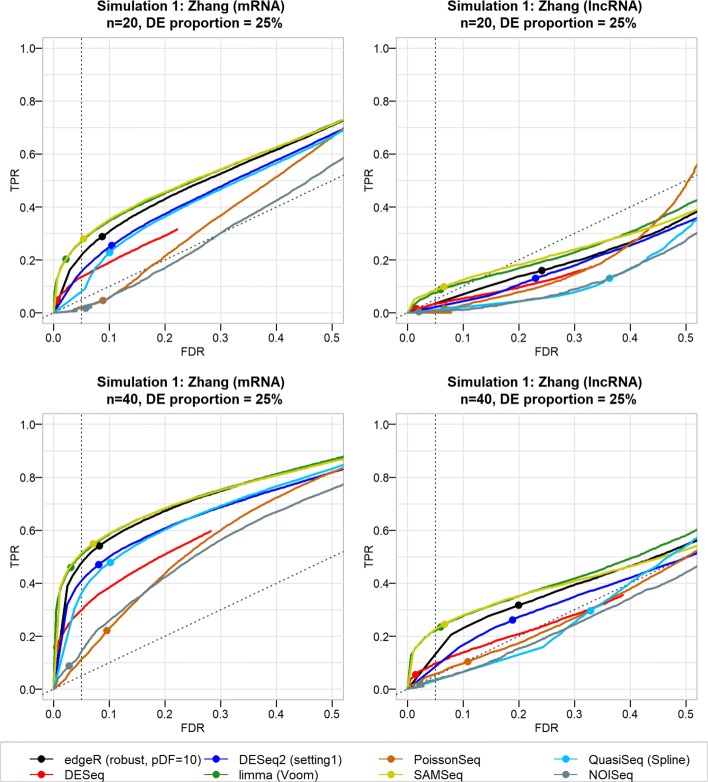
False discovery rate and true positive rate of DE tools using simulated data from the Zhang RNA-seq dataset. The actual FDR and TPR (at various nominal FDR) of eight DE tools from joint simulation and DGE analysis of mRNA and lncRNA. These particular results are from simulations with 25% true DE genes among 10,000 genes (constituting approximately 30% lncRNAs and 70% mRNAs) for designs with n = 20 and 40 replicates per group. The curves represent the trade-off between the average TPR and the average actual FDR at different nominal FDR (ranging from 0 to 100%). The points on the curve indicate the actual FDR and TPR values at 5% nominal FDR threshold. Although negative binomial models (edgeR, DESeq2, and QuasiSeq) showed higher sensitivity, in general they tend to lose FDR control for simulated data with lower numbers of replicates. In contrast, DESeq, NOISeq, and PoissonSeq showed better capability of controlling FDR, with actual FDR below the threshold level (5%), but these tools have lower sensitivity than all other DE tools. For simulated data with at least ten replicates per group, SAMSeq and limma tools consistently showed better FDR control and comparable TPR to negative binomial models (more results can be found in Additional file 1). DE pipelines generally exhibited substandard performance (high FDR and low TPR) for lncRNAs than for mRNAs

**Fig. 5:**
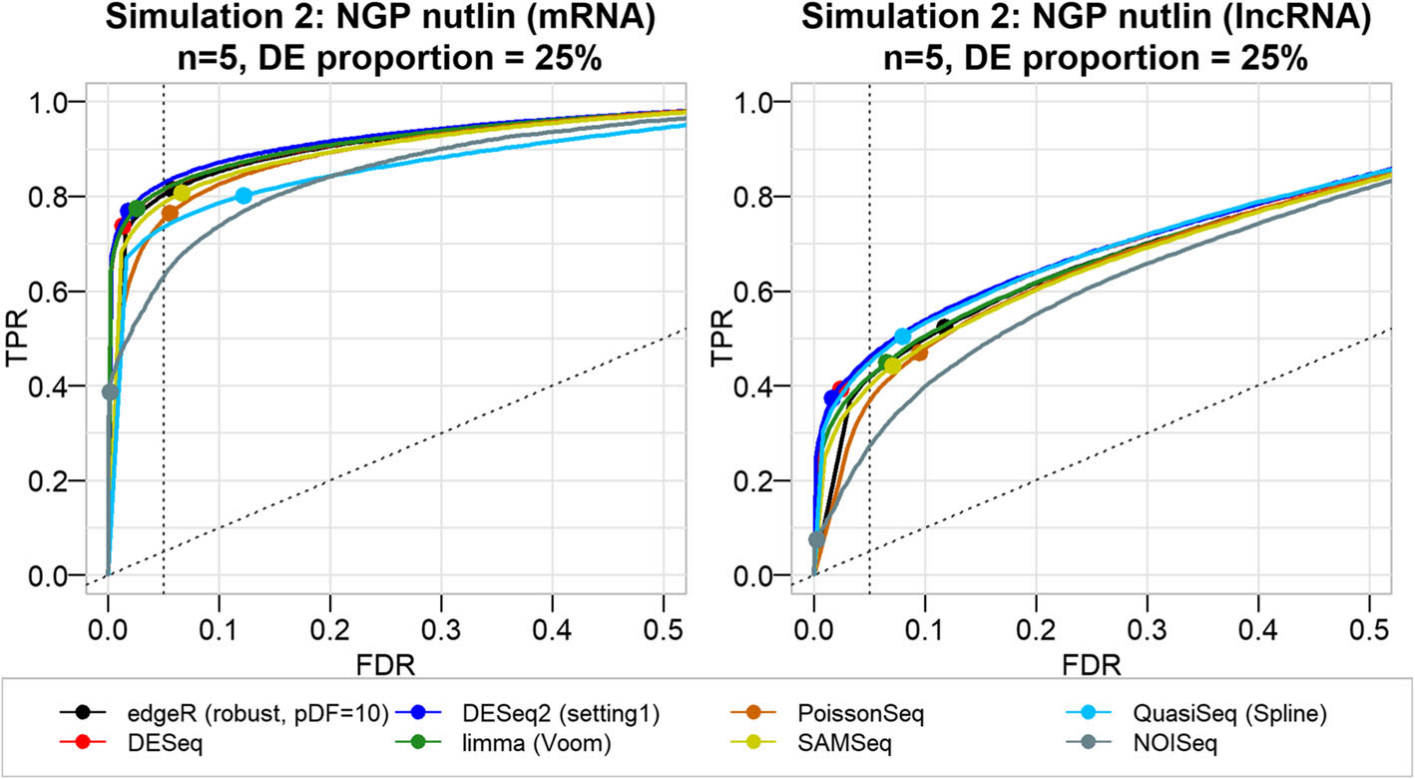
False discovery rate and true positive rate of DE tools using simulated data from the NGP nutlin datasets. The actual FDR and TPR (at various nominal FDR) of eight DE tools from joint simulation and DGE analysis of mRNA and lncRNA. These particular results are from simulations with 25% true DE genes among 10,000 genes (constituting approximately 35% lncRNAs and 65% mRNAs) for designs with replicates per group. The curves represent the trade-off between the actual FDR and TPR at different nominal FDR (ranging from 0 to 100%). The points on the curve indicate the actual FDR and TPR values at 5% nominal FDR threshold. In general, DE tools’ performance for gene expression data simulated from the NGP nutlin dataset is better (low FDR and high TPR) than the performance observed from the Zhang based simulation, which can be explained by the difference in the intra-group biological variability. In line with the first simulation, DE tools’ performance appeared to be relatively lower for lncRNAs than for mRNAs

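For edgeR QL, the simulations from the NGP nutlin data with 25% DE genes gave an actual FDR of 7.16% ± 8.35 (SD over 25 datasets) for mRNAs and 5.08% ± 3.70 for lncRNAs with 2 replicates per group. With 3 replicates the FDR was 5.34% ± 6.91 and 3.50% ± 2.20, with 4 replicates 1.56% ± 0.825 and 2.16% ± 0.852, and with 5 replicates 1.96% ± 2.20 and 2.48% ± 1.33. Above the nominal level of 5% were 8 of the 25 datasets for mRNAs with 2 replicates, 7 with 3, 0 with 4 and 1 with 5. For lncRNAs these numbers were 9, 4, 0 and 1 in the same order. For mRNAs the SD between datasets was larger than the mean with 2, 3 and 5 replicates and smaller with 4, and the means with 2 and 3 replicates lay within 1 SD of the nominal level. The TPR of edgeR QL with 5 replicates was 70.9% ± 1.86 for mRNAs and 38.1% ± 1.90 for lncRNAs. When only genes passing filterByExpr were tested and the others counted as missed, the lncRNA TPR was 29.8%.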

For the simulation that started from the (homogeneous) NGP nutlin data, the results were better (Fig. 5), with good FDR control and high TPR for all DE tools, even for small numbers of replicates. Only for simulations with 5% of true DE genes was the FDR control lost (Additional file 1: Figure S10). 

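With 5% true DE genes and 5 replicates per group, edgeR robust had an actual FDR of 18.8% ± 14.3 (SD over 20 datasets) for mRNAs and 24.2% ± 6.58 for lncRNAs, and all 20 datasets were above 5% for both biotypes. edgeR GLM had 6.88% ± 7.76 and 9.33% ± 3.90. The FDR of limmaVoom was 3.22% ± 3.89 for mRNAs and 5.77% ± 2.91 for lncRNAs, and that of DESeq2 (setting 1) was 5.32% ± 7.98 and 2.45% ± 2.65. With 10% DE genes, limmaVoom had an mRNA FDR of 7.65% ± 15.3, where 4 of the 20 datasets were above 5%. The mRNA FDR was then 8.06% ± 16.2 with edgeR QL, 8.40% ± 16.7 with DESeq2 (setting 1) and 9.58% ± 16.4 with edgeR GLM. Each of these was also above 5% in 4 of the 20. Of the 11 pipelines only limmaQN had a mean below 5%, at 4.80%.

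**Figure D3:**
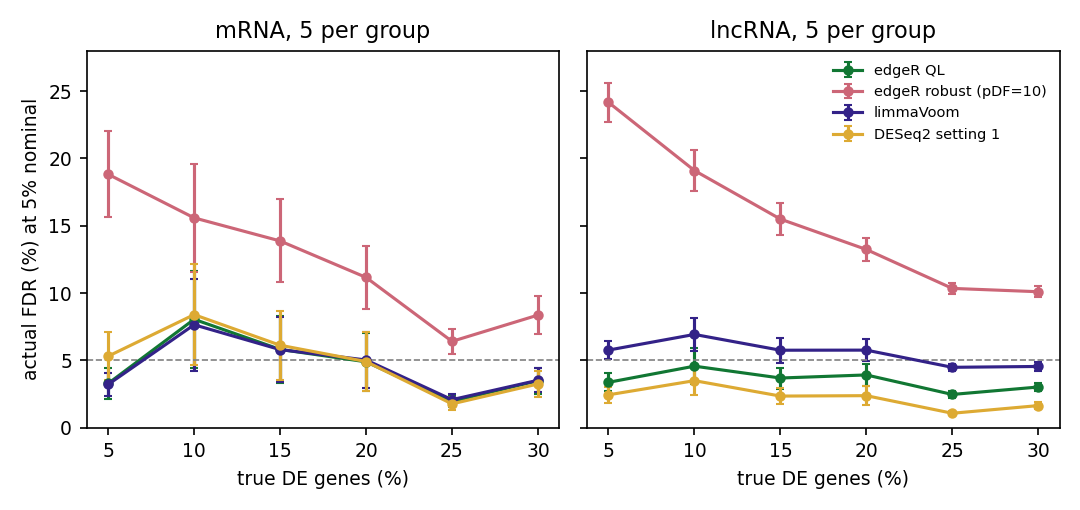
Actual FDR in percent at 5% nominal FDR (vertical axis) against the percentage of true DE genes (horizontal axis) for mRNAs (left) and lncRNAs (right) simulated from the NGP nutlin data with 5 replicates per group. Points are means over 20 datasets (25 at 25% DE genes), bars are standard errors over datasets, and the dashed line is the nominal level. edgeR robust falls from 24.2% to 10.1% for lncRNAs as the percentage of DE genes rises from 5% to 30%.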

The difference in performance between the Zhang and NGP nutlin simulations can be explained by their intra-group variability (Table 2 and Additional file 1: Figure S2): the NGP nutlin data come from cell line replicates that are characterized by low biological variability. For the simulations starting from the GTEx dataset, which has intermediate biological variability, the performance of the DE tools is somewhere in between those for the Zhang and NGP nutlin datasets (Additional file 1: Figure S14).

Because of the trade-off between FDR and TPR, a high TPR is expected for DE tools with a high actual FDR. This was observed for edgeR, DESeq2, and QuasiSeq pipelines, particularly for small numbers of replicates (Fig. 4). limma and SAMSeq showed better FDR control, while retaining a high TPR. Their better performance is true for both biotypes with at least ten and four samples per group for the Zhang and NGP nutlin simulations, respectively (Additional file 1: Figures S11 and S12). 

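From the NGP nutlin simulations with 25% DE genes, the mRNA FDR of limmaVoom was 8.25% ± 9.13 (SD over 25 datasets) with 2 replicates per group, 5.02% ± 6.66 with 3 and 1.66% ± 0.839 with 4. Its lncRNA FDR was 5.40% ± 3.87, 3.93% ± 2.17 and 3.81% ± 1.06 at these sizes. No dataset was above 5% for mRNAs with 4 replicates, and 5 of the 25 were above it for lncRNAs. limmaTrended with 4 replicates had an FDR of 1.75% for mRNAs and 3.45% for lncRNAs, and limmaVst 1.65% and 4.44%, above 5% for lncRNAs in 12 of the 25 datasets. limmaQN had 3.14% and 11.9%, above 5% for lncRNAs in all 25. For lncRNAs the FDR at this size was 2.16% with edgeR QL, 3.45% with edgeR exact, 4.94% with edgeR GLM (12 of 25 datasets above 5%), 9.45% with edgeR robust (all 25 above 5%), 1.19% with DESeq2 by default and 1.01% in setting 1. SAMSeq was not analysed here. The paper reasons that the NGP nutlin replicates come from a cell line with low biological variability, and explains by this the better results with few replicates than from the Zhang data.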

DESeq, PoissonSeq, and NOISeq showed better FDR control, but at a cost of severe TPR loss.

Among the seven edgeR pipelines, edgeR robust showed generally better performance for the Zhang data simulations (Additional file 1: Figure S15). However, only a small difference was observed in the simulation that starts with the less variable NGP nutlin data. edgeR robust with data-specific prior degrees of freedom seems more beneficial in maximizing the TPR. 

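Among the edgeR pipelines, the NGP nutlin simulation with 25% DE genes and 5 replicates per group gave an mRNA FDR of 2.37% for edgeR exact, 2.81% for edgeR GLM and 6.42% ± 4.66 (SD over 25 datasets) for edgeR robust with 10 prior degrees of freedom. For lncRNAs the FDR was 3.41%, 4.86% and 10.4% ± 2.01 in the same order, and edgeR robust was above 5% in all 25 datasets. Their TPR was 72.1%, 73.2% and 76.6% for mRNAs and 41.4%, 44.5% and 49.9% for lncRNAs. With the filterByExpr filter, which changed the FDR of edgeR robust for lncRNAs most, that FDR was 5.00% ± 2.28 and the TPR 32.9%. Data-specific prior degrees of freedom were not simulated here.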

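In the NGP nutlin simulation with 25% DE genes and 5 replicates per group, limmaQN had an actual FDR of 4.39% ± 2.07 (SD over 25 datasets) and a TPR of 62.3% ± 2.15 for mRNAs. For lncRNAs its FDR was 11.9% ± 1.64, above 5% in all 25 datasets, and its TPR 34.1% ± 1.64. The other 4 limma pipelines simulated had a TPR between 70.1% and 72% for mRNAs and between 39.7% and 42.7% for lncRNAs. With 2 replicates per group the TPR of limmaQN was 0.0996% for mRNAs and 0.0428% for lncRNAs.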

Only small performance variation was observed among the limma pipelines, except limmaQN, which deviated substantially (lower performance) in the second simulation (Additional file 1: Figure S16). This deviation may be due to the number of replicates, as only five samples were used in each group. Among all limma pipelines except limmaQN, voom with sample quality weight (limmaVoom+QW) lost control of FDR. Similarly, minor differences were observed among the DESeq2 pipelines (Additional file 1: Figure S17). However, as indicated in the concordance analysis, the independent filtering should be used carefully for lncRNAs. Similarly, among the QuasiSeq pipelines, the one with QL dispersion estimated independently for each gene, appeared to have worse performance (Additional file 1: Figure S18).

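With sample quality weights, the FDR in the NGP nutlin simulation with 25% DE genes and 5 replicates per group was 3.49% ± 3.90 (SD over 25 datasets) for mRNAs and 5.68% ± 1.89 for lncRNAs. It was above 5% in 5 of the 25 datasets for mRNAs and in 15 of the 25 for lncRNAs. limmaVst had a lncRNA FDR of 5.36% ± 1.31 and was above 5% in 17 of the 25. With 5% DE genes the FDR of limmaVoom+QW was 8.59% ± 11.4 (SD over 20 datasets) for mRNAs and 7.85% ± 4.64 for lncRNAs.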

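DESeq2 with default settings had, in the NGP nutlin simulation with 25% DE genes and 5 replicates per group, an FDR of 2.08% ± 2.80 (SD over 25 datasets) and a TPR of 70.3% ± 1.75 for mRNAs. Setting 1 had 1.78% ± 2.45 and 69.6% ± 1.80. For lncRNAs the FDR was 1.24% ± 0.831 by default and 1.08% ± 0.824 in setting 1, and the TPR 34.8% ± 1.75 and 33.8% ± 1.87.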

The simulation study demonstrated that large heterogeneity among samples has a potential to negatively affect the performance of DE tools, particularly leading to a failure to detect biological signals. The heterogeneity can result from both biological and technical factors. The technical artefacts can be alleviated by filtering low quality or aberrant samples that substantially contribute to the intra-group variability [30]. Such samples can be recognized by the sample-to-sample distances projected into a two-dimensional space using, for example, principal component analysis [10, 32]. This is confirmed by an extra simulation that starts from the Zhang data whereby the most distant (outlying) samples were excluded beforehand (Additional file 1: Section 4.2.3). The results generally indicate that DE tools perform better with respect to FDR control and sensitivity if outlying samples are excluded (Additional file 1: Figures S19 and S20).

Methods for controlling the FDR, for example, Benjamin and Hochberg (BH) [31], rely on the assumption that the raw *p* values have a flat distribution near *p* = 1. This assumption, however, might not always hold, especially for low-abundance genes such as lncRNAs and for small numbers of replicates. This concern is demonstrated by (1) a simulation with no DE genes, so that all *p* values correspond to the null hypothesis, and (2) using the *p* values from the DE results from the six benchmark RNA-seq datasets. For comparison purposes, the *p* value distributions from the analysis of a simulated dataset with 30% DE genes is also included. The *p* values associated with the null hypotheses are supposed to be uniformly distributed between 0 and 1. For datasets with a fraction of SDE genes, a spike near *p* = 0 and a flat distribution near *p* = 1 is expected if the DE tool works fine. For many DE pipelines, the observed *p* value distribution looks as expected (Additional file 1: Figures S21–S27 and Additional file 2). 

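For the whole NGP nutlin dataset, raw p values above 0.95 made up 1.52% of the mRNAs and 4.68% of the lncRNAs with edgeR QL. For limmaVoom they made up 0.818% and 1.71%, and for DESeq2 1.63% and 4.91%. With edgeR exact the percentages were 3.29% and 11.4%. p values above 0.5 made up 9.72% of the mRNAs and 23.2% of the lncRNAs with edgeR QL.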

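In simulations from the NGP nutlin data without DE genes and with 5 replicates per group, edgeR exact had p values above 0.95 for 24.2% of the lncRNAs and 11.5% of the mRNAs (means over 25 datasets). For DESeq2 these percentages were 9.45% and 6.69%, for edgeR QL 8.32% and 6.01%, and for limmaVoom 5.21% and 5.27%. p values under 0.05 were given to 1.32% of the lncRNAs and 3.21% of the mRNAs by DESeq2, to 3.03% and 4.19% by edgeR QL, and to 6.89% and 6.67% by edgeR robust.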

When the number of replicates is small, a slightly conservative *p* value distribution (a spike near *p* = 1) is noticeable for lncRNAs, and to a lesser extent for mRNAs. The underlining cause may be the high variability of lncRNAs. This may result in loss of power to detect true DE lncRNAs, as confirmed by our simulation study. Correct calibration of *p* values under the null hypothesis and a large sample size can overcome this issue. Overall, QuasiSeq, DESeq, edgeR (exact test), and limma tools (for small numbers of replicates) return *p* values that do not well satisfy the assumption of *p* value uniformity.

### False positive rate

The FPR refers to the probability of calling a gene SDE in a scenario with no DE genes at all. FPR of DE tools was evaluated using a simulated RNAseq data with 0% DE genes (also known as mock comparison). Results shown in Additional file 1: Figure S28 demonstrate that all DE pipelines resulted in a FPR of less than 1%. The results were similar for both gene biotypes (mRNAs and lncRNAs), except for a slightly higher FPR for lncRNAs than for mRNAs. The FPR was generally larger for methods relying on the negative binomial distribution. This finding is in line with conclusions from a previous comparative study [13] in which it was concluded that the number of false predictions of differential expression from DE tools (most of these DE tools are also the part of our study) is sufficiently low even for genes with low counts (the lowest 25% expressed genes).

### Simulation of lncRNA expression data only

Results presented up to this point came from simulating, normalizing, and analyzing lncRNAs and mRNAs together. Of note, joint analysis of the two gene biotypes may affect results. For example, estimates of gene-specific dispersion parameters for negative binomial models are often done by sharing information across all genes using empirical Bays strategy [32–34], and hence the results for lncRNAs depend on mRNA read counts and vice versa. In addition, adjusted *p* values aimed at controlling FDR are calculated taking into account the total number of genes included in the analysis [31]. Therefore, we also evaluated the performance of the DE tools with only lncRNA data, using the same simulation procedures. Our conclusions remain the same. The results are shown in Additional file 1: Figure S29. The FDR control is generally worse when analyzing lncRNA separately, particularly for small replicate sizes. Only a small reduction in TPR is observed.

### Web application

All simulation results can be consulted and visualized with a web application [35].

## Conclusions

The discovery and study of lncRNAs is of major relevance to human health and disease because they represent an extensive, largely unexplored, and functional component of the genome [3–5]. Several gene expression studies indicated that the expression of the majority of lncRNAs is characterized by low abundance [2, 7, 9], high noise [8], and tissue-specific expression [7]. These characteristics are very challenging for DE tools and may potentially negatively affect tool performance [10, 11]. Our study evaluated the performance of widely used statistical tools for testing DGE in RNA-seq data, with separate analysis of mRNA and lncRNA.

Under the assumption that there is no batch effect, all considered normalization methods perform equally well with respect to correcting the library size differences and reducing technical variability. However, QN tends to substantially deviate in terms of its effect on DGE analysis. This result was also confirmed by the poor performance of the limma DE pipeline that uses QN. Therefore, it is fair to suggest not to use QN to normalize RNA-seq data. Concordance analysis based on six diverse types of RNA-seq datasets demonstrated that the DE pipelines lack strong consensus on identifying a set of significantly differentially expressed genes, gene ranking, and fold-change estimates. For datasets with a small number of replicates and/or heterogeneous replicates, the disagreement is even worse. Lower concordance was observed generally for lncRNAs than for mRNAs. In particular, limmaQN, NOISeq, baySeq, and DESeq (also PoissonSeq and SAMSeq to a smaller extent) showed lower concordance with other DE tools. In contrast, edgeR, DESeq2, and limma (except limmaQN) tools showed better agreement with other DE tools and consistent characteristics across datasets. In terms of recovering known evidence of a biological truth, DESeq2 (both settings), edgeR (robust), and limma (voom+QW, voom, and trended) showed better capability than all other tools, whereas PoissonSeq, SAMSeq, NOISeq, DESeq, and QuasiSeq (both settings) showed inferior capability.

Results of the non-parametric simulation study revealed that there are substantial differences between methods with respect to FDR control and sensitivity. The DE tool performance is strongly affected by the sample size and biological variability. FDR control at the nominal level is good for all methods for datasets with small biological variability, even with only five biological replicates per condition. On the other hand, for datasets that are more variable, the FDR control is only guaranteed for larger sample sizes, and only with the following methods: PoissonSeq, limma tools, SAMSeq, and DESeq. All other DE methods result in actual FDR levels far above the nominal level, up to an FDR exceeding 50% for lncRNAs even when studying 40 replicates per condition. Differences between the tools in terms of sensitivity are not very large, except for PoissonSeq, NOISeq, DESeq, and limmaQN to a smaller extent, which showed the lowest sensitivities among all pipelines. For highly variable data, a maximum sensitivity of 50% for mRNAs is obtained with at least 40 replicates per condition. 

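In the simulations from the NGP nutlin data with 25% DE genes, the mRNA TPR of DESeq2 (setting 1) was 41.4% ± 4.20 (SD over 25 datasets) with 2 replicates per group, 55.4% ± 2.93 with 3 and 64.0% ± 1.43 with 4. With edgeR QL it was 52.5% ± 6.77, 61.1% ± 3.40 and 66.4% ± 1.48. For lncRNAs the TPR of edgeR QL was 20.0% ± 3.77 with 2 replicates and 31.8% ± 1.86 with 4. That of edgeR robust, the highest of the 11 pipelines, was 42.8% ± 2.14 with 4. The lncRNA FDR of edgeR robust with 4 replicates was 9.45%, above the nominal 5% in all 25 datasets.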

For homogeneous samples, this level of sensitivity is reached with four to five replicates per condition. In addition, we have demonstrated that the performance of DE tools can be improved by filtering aberrant samples that substantially contribute to the intra-group variability.

In the light of promoting reproducible science, it is essential to select a DE tool that succeeds in controlling the FDR level under a large range of conditions. Among these DE tools, one can select one with a high sensitivity. If a DE tool has an actual FDR far larger than the nominal level, many of the claimed discoveries will be false discoveries. If one accepts a large proportion of false discoveries, it is generally better still to use a DE tool with good FDR control, but to apply the method at a larger nominal FDR level. In this way, the researcher still controls the error rate. This reasoning implies that the selection of a DE tool may never rely purely on the sensitivity. High sensitivities may be expected from methods with a large actual FDR (and hence poor FDR control). These high sensitivities are illusive in the light of the large proportion of false discoveries.

Combining all results, we conclude that limma (with variance stabilizing transformation; voom with or without quality weighting; trend) and SAMSeq control the actual FDR reasonably well, while not sacrificing sensitivity. However, desirable performance is guaranteed only for a reasonably large number of replicates and for samples with low variability. Our results also indicate that accurate differential expression inference of lncRNAs requires more samples than that of mRNAs. Although we concluded that DE tools exhibit substandard performance for lncRNAs, the substandard performance of DE tools also applies to low-abundance mRNAs.

## Methods

### RNA-seq datasets

A total of six datasets are used in this study. All of them are publicly accessible. The Zhang dataset, containing 498 neuroblastoma tumors, was retrieved from Zhang et al. [36] (GEO accession number GSE49711). In short, unstranded poly(A)+ RNA sequencing was performed on the HiSeq 2000 instrument (Illumina). Paired-end reads with a length of 100 nucleotides were obtained. To quantify the full transcriptome, raw fastq files were processed with Kallisto [37] v0.42.4 (index build with GRCh38-Ensembl v85). The pseudo-alignment tool Kallisto was chosen above other quantification methods as it is performing equally good but faster. For this study, a subset of 172 patients with high-risk disease were selected, forming two groups: the MYCN amplified (*n*_1_ = 91) and MYCN non-amplified (*n*_2_ = 81) tumors. Twenty samples randomly selected from each group were used to study concordance analysis of the DE tools, whereas all samples were considered for the simulation study.

Second, the NGP nutlin-3 dataset (GEO accession number GSE104756) contains ten biological replicates of NGP neuroblastoma cells grown in six-well culture flasks treated with either nutlin-3 (8M racemic mixture) or vehicle (ethanol). RNA was extracted using the RNeasy mini kit (Qiagen), quantified using Nanodrop-100, and quality controlled using FragmentAnalyzer (High Sensitivity RNA Analysis Kit, DNF-472-0500, Advanced Analytical). Total RNA (100 ng) was used for TruSeq stranded mRNA library prep (Illumina), followed by paired-end sequencing (2 × 75 nucleotides) on a NextSeq 500 instrument (Illumina). On average, 20 million read pairs per sample were generated. Raw fastq files were processed with Kallisto2 v0.42.4 (index build with GRCh38-Ensembl v85).

From the Gene Expression Omnibus (GEO) repository of analysis-ready RNA-seq dataset [38], we accessed two datasets: Hammer (GEO accession number GSE20895) and Bottomly mRNA-seq datasets (GEO accession number GSE26024). The Hammer mRNA-seq dataset contains the results of a study on the L4 dorsal root ganglion (DRG) of rats with chronic neuropathic pain induced by spinal nerve ligation (SNL) of the neighbouring (L5) spinal nerve (two controls and two with L5-SNL induced chronic neuropathic pain) [39]. The study includes RNA-seq samples of each treatment at two different time points, and in our study we only used samples from the first time point. The Bottomly mRNA-seq data are an expression set obtained from the brain striatum tissues of two mice strains (it includes ten biological replicates of the C57BL/6J (B6) strain and 11 biological replicates of the DBA/2J (D2) strain) [40]. Details about library preparation and features of these datasets can be obtained from the original papers cited above.

We also used a subset of the RNA-seq dataset from the GTEx (Genotype-Tissue Expression) project [41], which provides a large database of human gene expression data with more than 3000 RNA-seq samples from 54 different tissues. For our study, we selected all biological replicates of hippocampus (*n*_2_ = 28) and hypothalamus (*n*_1_ = 30) mRNA-seq counts. All information about this dataset can be obtained from the GTEx project database. Twenty samples randomly selected from each tissue were used for concordance analysis of the DE tools and all samples were considered for the third simulation study.

The colorectal cancer (CRC AZA) RNA-seq dataset contains three biological replicates of HCT-116 cells grown in six-well culture flasks treated with either azacitidine (1 μM) or vehicle (DMSO). RNA was extracted using the RNeasy mini kit (Qiagen), quantified using Picogreen, and quality controlled using Bioanalyser FragmentAnalyzer. Total RNA (500 ng) was used for TruSeq stranded mRNA library prep (Illumina), followed by paired-end sequencing (2 × 100 nucleotides) on a HiSeq instrument (Illumina). On average, 40 million read pairs per sample were generated. Raw fastq files were processed with Bowtie2/Cufflinks (index build with GRCh37-Ensembl v75). The count data can be accessed in Additional file 6 [42].

### DE tools and normalization methods

Five normalization methods were evaluated in this study: quantile normalization (QN) [43] implemented in limma (limmaQN), Trimmed Mean of M-values (TMM) [44] implemented in edgeR, limma (limmaVoom, limmaVoom+QW, and limmaTrended), baySeq, NOISeq, and QuasiSeq, Medians of ratios [45] implemented in DESeq, DESeq2, and limma (limmaVst), the goodness-of-fit statistics [46] approach in PoissonSeq, and the Poisson re-sampling technique [19] implemented in SAMSeq. To examine the effect of normalization on DGE analysis, we applied moderated *t*-test of the limma package in combination to each of the five normalization methods. Afterwards, the extent of dissimilarity of results was used as an indicator of normalization effect on DGE analysis.

Nine DE tools were evaluated through a total of 25 pipelines (various settings of the DE tools). Seven edgeR pipelines were evaluated: (1) exact test based on negative binomial distribution (edgeR exact, also known as edgeR classic) [47], (2) generalized linear model for multi-factor design (edgeR GLM) [48], (3–6) robust GLM [49], and (7) quasi-likelihood method (edgeR QL) [50]. edgeR robust was run with four different prior degrees of freedom (pDF) to estimate robust gene-wise dispersions: pDF = 10 (the default), 5, 20, and estimated pDF obtained using the *getPriorN()* function of the edgeR package. The latter is referred to us “pDF=auto”. The pDF determines the degree of shrinkage of gene-wise dispersions towards the common estimate. The shrinkage influences the precision of the DE inference, and it is indicated to consider various pDF for different data, depending on the number of samples and complexity of the design [11, 32].

DESeq2 [10] was applied with three different settings. The default DESeq2 pipeline applies independent filtering of low-abundance genes prior to calculating the FDR. It also flags outliers using Cook’s distance. It replaces flagged observations by imputed values if the number of samples is larger than 6, or excludes otherwise. Therefore, besides the default setting, two pipelines were considered: the first setting disables independent filtering (setting 1); the second disables both independent filtering and outlier detection (setting 2).

Similarly, seven limma pipelines were tested: (1) limma-voom [51], (2) limma-trended [51], in which the mean-variance trend is incorporated into the empirical Bayes moderation. Both voom and trended limma pipelines were also applied with a robust estimation of pDF and variance as separate pipelines (3 and 4). (5) limma voom was also applied in conjunction with sample quality weights (limmaVoom+QW) to down-weight low quality samples [30]. Other limma pipelines are (6) limma with QN (limmaQN) [13] and (7) limma with variance stabilizing transformation using DESeq tool (limmaVst) [14].

QuasiSeq [34] applies quasi-likelihood inference to test DE with three different proposed pipelines to estimate gene-specific dispersion (referred to as quasi-dispersion): (1) independent estimates (QL), (2) shrinkage towards a common estimate (QLShrink), and (3) spline-smoothing (QLSpline). DESeq [45], baySeq [52], PoissonSeq [46], SAMSeq [19], and NOISeq (particularly NOISeqBIO) [53] were applied with their default settings. For PoissonSeq the filtration cut-point for the sum and average counts of genes across samples were set to 1 and 0.01, respectively.

All computations were performed in R version 3.3.2 [12]. baySeq was not included in the simulation study due to its slow computation time. The reader can also access the R scripts in Additional file 6 [42].

### Concordance analysis

The numbers of SDE genes detected for each dataset were compared among the 25 DE pipelines. For the Zhang and NGP nutlin datasets, we explored the proportion of mRNAs and lncRNAs within the set of SDE genes. For the other datasets, we explored the proportion of low and high expressed mRNAs among the set of SDE mRNAs. In particular, we divided the genes into four equally large groups based on the quartiles of their average normalized read counts across samples (DESeq normalization). To study the concordance in SDE calling between any two DE pipelines, we calculated the extent of overlap as the proportion of SDE genes commonly detected by the two tools. To rank genes in the order of significance of differential expression, taking into account the biological importance of the significance, we calculated the *π* score [24]:

$$ {\pi}_i=-{\log}_{10}{p}_i\times {\varphi}_i $$

where *φ*_*i*_ is the absolute value of the estimated LFC for the *i*^*th*^ gene and *p*_*i*_ is the raw *p* value, except for SAMSeq, for which *p*_*i*_ is replaced by *w*_*i*_^− 1^, where *w* is the Wilcoxon statistic [19]. For baySeq, *p*_*i*_ is the estimated Bayesian false discovery rate (BFDR) [52]. For NOISeq, *p*_*i*_ is replaced by an equivalent measure of the significance as proposed by the authors (1 − the probability of DE) [53]. Afterwards, we used Spearman’s rank correlation to evaluate the degree of agreement among DE pipelines with respect to gene ranking.

### Recovering biological truth

Results from three published studies were used to define the truth. (1) A list of 54 genes with sex-biased expression evidence using microarray data in at least one central nervous system region (passing FDR 1%) were obtained from Trabzuni et al. [25]. The ability of the DE tools to recover these genes was examined by comparing two groups of neuroblastoma samples of the Zhang data: girls (*n*_1_ = 44) versus boys (*n*_2_ = 48). (2) MYCN is a bona fide oncogenic transcription factor, activated in high-risk neuroblastoma through high-level gene amplification. A set of 157 MYCN pathway genes was obtained from a microarray study on primary tumors and shRNA model systems [26]. By comparing MYCN amplified (*n*_1_ = 20) and MYCN not-amplified neuroblastoma (*n*_2_ = 20) samples from the Zhang RNA-seq data, the ability of the DE pipelines to recover the 157 MYCN pathway genes was examined. (3) TP53 is the most frequently mutated and best studied gene in cancer. The protein itself is a transcription factor regulating a set of genes involved in cell-cycle control and programmed cell death. The consensus between SDE genes (identified by the 25 DE pipelines from analysing the NGP nutlin data at 1% FDR) and the TP53 pathway was examined using a set of 116 TP53 pathway genes obtained from a meta-analysis consensus list [27]. Nutlin-3a liberates TP53 from MDM2-mediated inhibition and hence activates the TP53 transcriptional response pathway.

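MDM2 lies on chromosome 12 of GRCh38 from 68808177 to 68845544 on the plus strand. Its TMM-normalized count was 3780 ± 513 (SD, n = 10) in the vehicle samples and 85872 ± 5901 (SD, n = 10) in the nutlin samples, and every nutlin sample was above every vehicle sample. Its LFC was 4.51 (standard error 0.07, adjusted p = 5.6e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).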

To come to an overall conclusion, consensus ranking of the 25 DE pipelines was established using ConsRank (version 2.0.1) R software package [54]. A detailed description of methods and results is available in Additional file 4.

### Non-parametric simulation methods

SimSeq [28] simulates a matrix of RNA-seq read counts by sub-sampling samples from a source RNA-seq dataset. It creates a set of DE genes based on prior information from analyzing the source dataset (which has a larger number of replicates than the simulated expression data). Details about the method are given in Benidt and Nettleton [28] and in Additional file 1: Section 4.1.

Three sets of simulations were performed, each starting from a different source dataset: the Zhang, NGP nutlin, and GTEx datasets. Gene expression levels are simulated containing a given proportion of true DE genes (ranging from 0 to 30%) from a total of 10,000 genes. Each gene in every simulated count matrix has a total of at least one expression in each group. Also, counts are simulated for varying numbers of replicates per group (2 to 40, 2 to 5, and 2 to 14 for simulations that start from the Zhang, NGP nutlin, and GTEx datasets, respectively). For joint simulation of mRNAs and lncRNAs (for Zhang- and NGP nutlin-based simulations), each simulated count matrix includes a number of lncRNAs and mRNAs in the set of true DE genes and non-DE genes, proportional to their numbers in the source dataset (for the Zhang data 70% mRNA and for NGP nutlin data 65% mRNA). We ran 100 independent simulations for each scenario. On each simulated dataset, we applied the 24 DE pipelines and calculated *p* values, adjusted *p* values, LFC, and other relevant statistics. These statistics were subsequently used for computing the comparative performance metrics.

For a given fraction of true DE genes, the SimSeq method generates data for which it is known which genes are truly DE. To each simulated dataset all DE tools are applied and genes are called SDE if their FDR-adjusted *p* values are smaller than the nominal FDR level (nominal FDR ∈ [0, 1]). For a single simulated dataset the observed false discovery proportion (FDP) is calculated as *FDP* = *FP*/(*FP* + *TP*), where *FP* and *TP* are the numbers of incorrect (false) and correct (true) rejection of the null hypothesis, respectively. The actual false discovery rate (FDR) is then computed as the average of the FDPs over all simulations. When the FDR is computed for a scenario with no DE genes at all, it is generally known as the false positive rate (FPR). For this scenario, the SimSeq procedure simply samples replicates from only one group of the source dataset and randomly assigns the samples to one of two arbitrary mock groups. The actual true positive rate (TPR), which is also called sensitivity, is defined as the average of the true positive proportions (*TPP*) across independent simulations, *TPP* = *TP*/(*TP* + *FN*), where *FN* is the number of incorrect decisions to fail rejecting the null hypothesis.

To demonstrate the importance of pre-processing of samples in reducing the intra-group variability (and hence improve the performance of DE tools), we ran an extra simulation that starts from the Zhang data (which contains the most variable samples) by filtering a set of outlying samples beforehand. We particularly used principal component analysis to identify such samples. After excluding the top 10% most extreme samples (in a two-dimensional space formed by the first two principal components) we applied the non-parametric simulation procedure on the remaining samples. Details can be found in Additional file 1: Section 4.2.3.

The quality of simulated data was examined using the quality metrics proposed by Soneson and Robinson [29] as implemented by their countsimQC R package (version 0.5.2). The metrics evaluate the average expressions of genes, variability, mean-variance relationship, correlations among replicates, correlations among genes, and fraction of zero counts. The quality assessments were positive in all aspects, and the reports generated by the countsimQC R package can be found in Additional file 5A. In addition, the representativeness of the simulated mRNA and lncRNA expression data is further explored using similar quality metrics (see Additional file 5B).

### Web application

A web application has been developed using the R Shiny package (version 1.0.5) [55]. This user interface allows the user to consult and visualize all detailed results from the simulation studies. It can be accessed at [35].

## Additional files

Additional file 1: Supplementary figures and methods. Figures and tables that are directly referenced in the main report. Review of previous comparative studies and additional descriptions of results and methods.

Additional file 2: Supplementary data. Detailed results of comparisons of normalization methods. (HTML 2067 kb)

Additional file 3: Supplementary data. Detailed results of concordance analysis of DE tools. (HTML 15901 kb)

Additional file 4: Supplementary data. Detailed results from the study of DE tools’ recovering ability of biological truth. (HTML 2102 kb)

Additional file 5: Supplementary data (A and B). Results of simulation quality assessment.

## Abbreviations

AZA: Azacitidine
BCV: Biological coefficient of variation
CRC: Colorectal cancer
DGE: Differential gene expression
DE: Differential expression
EB: Empirical Bayes
FDR: False discovery rate
FDP: False discovery proportion
FPR: False positive rate
GEO: Gene Expression Omnibus
GLM: Generalized linear modeling
GTEx: Genotype-Tissue Expression
LFC: Log fold change
lncRNA: Long non-coding RNA
mRNA: Messenger RNA
NB: Negative binomial
QL: Quasi-likelihood
QN: Quantile normalization
QW: Quality weight
RNA: Ribonucleic acid
SDE: Significantly differentially expressed
STN: Signal-to-noise
TMM: Trimmed means of M values
TPR: True positive rate
VST: Variance stabilizing transformation

# Supplementary material for: Differential gene expression analysis tools exhibit substandard performance for long non-coding RNA-sequencing data
**Source:** Genome Biol. 2018 Jul 24;19:96. doi: 10.1186/s13059-018-1466-5
**Supplement:** Supplementary file 1 — Supplementary figures and methods. Figures and tables that are directly referenced in the main report. Review of previous comparative studies and additional descriptions of results and methods.

# Additional File 1

Alemu Takele Assefa<sup>\*1</sup>, Katrijn De Paepe<sup>†4</sup>, Celine Everaert<sup>‡3</sup>, Pieter Mestdag<sup>§3</sup>,  
Olivier Thas<sup>¶1,2</sup> and Jo Vandesompele<sup>||3</sup>

June 5, 2018

## Contents

|          |                                                |           |
|----------|------------------------------------------------|-----------|
| <b>1</b> | <b>Summary of previous comparative studies</b> | <b>2</b>  |
| <b>2</b> | <b>Datasets</b>                                | <b>4</b>  |
| <b>3</b> | <b>Concordance analysis</b>                    | <b>6</b>  |
| 3.1      | Sensitivity to outliers . . . . .              | 8         |
| 3.2      | Genes expressed only in one group . . . . .    | 11        |
| 3.3      | Computation time . . . . .                     | 13        |
| <b>4</b> | <b>Simulation study</b>                        | <b>15</b> |
| 4.1      | SimSeq simulation procedures . . . . .         | 15        |
| 4.2      | Additional simulation results . . . . .        | 17        |

---

<sup>\*</sup>

<sup>†</sup>

<sup>‡</sup>

<sup>§</sup>

<sup>¶</sup>

<sup>||</sup>Jo 

|       |                                                             |    |
|-------|-------------------------------------------------------------|----|
| 4.2.1 | False discovery and true positive rates . . . . .           | 17 |
| 4.2.2 | Performance of DE tools for low count mRNAs . . . . .       | 21 |
| 4.2.3 | Sample filtering . . . . .                                  | 27 |
| 4.2.4 | Distribution of P values . . . . .                          | 30 |
| 4.2.5 | False positive rates . . . . .                              | 37 |
| 4.2.6 | Separate versus joint analysis of lncRNA and mRNA . . . . . | 38 |

## 1 Summary of previous comparative studies

Seven comparative studies, including this study, are summarized in Figure S1 in terms of the number of tested DE pipelines, the number of RNA-seq datasets used, the number of performance evaluation metrics, and consideration of low-expressed mRNAs or lncRNAs. In addition, Table S1 summarizes the six previous comparative studies on differential gene expression analysis tools for RNA-seq data, particularly for mRNAs. The summary includes the simulation method, the performance comparison metrics, and the recommended DE tools.

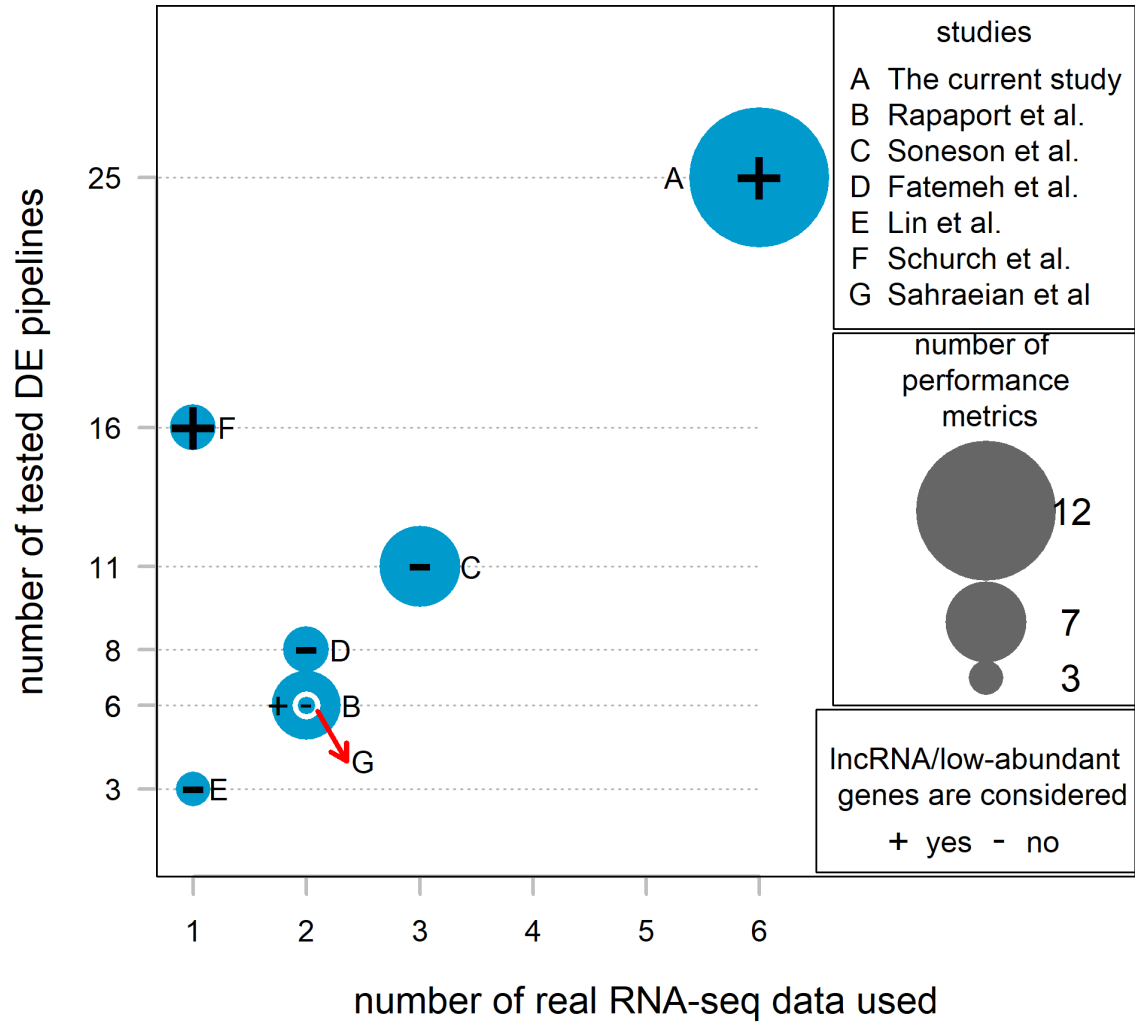

Figure S1: **Summary of previous DE tool comparison studies.** Seven comparative studies (including this study) on the performance of DE tools for RNA-seq dataset are summarized in terms of the number of DE pipelines tested (y-axis), the number of benchmark RNA-seq datasets used (x-axis), the number of performance metrics used (size of the bubble), and explicit consideration of lncRNAs or low-expressed genes in general (+/- inside bubble). The studies are labelled by letters: the current study (A), Rapaport et al (B) [1], Soneson et al (C)[2], Fateme et al (D)[3], Lin et al (E)[4], Schurch et al (F)[5], and Sahraeian et al (G)[6]. Further information about the studies can be found in Table S1.

Table S1: **Summary of previous DE tool comparison studies.** The table summarizes the method of simulation study (if any), performance metrics used, and the recommended DE pipelines from each comparative study. (Abbreviations: DE = differential expression, SEQC = Sequencing Quality Control Consortium, AUC = area under the operating characteristics curve, TPR = true positive rate, FNR=false negative rate, FPR=false positive rate, TNR=true negative rate.)

| study              | simulation method                                                                                                                                                                                                                                               | comparison metrics                                                                                                                                                         | recommended DE tools                                                                                                                     |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| Rappaport et al[1] | using SEQC experimental dataset                                                                                                                                                                                                                                 | sensitivity, specificity, performance on the subset of genes that are expressed only in one condition, performance at different sequencing depth and number of replicates. | (i) DESeq, edgeR, and baySeq, (ii) limma for large number of replicates, (iii) PoissonSeq and limma for genes expressed in one condition |
| Soneson et al[2]   | gene expression data from Negative Binomial and Poisson distribution                                                                                                                                                                                            | AUC, type I error rate, false discovery rate, computational time, concordance analysis (gene ranking agreement and overlap in DE classification)                           | variance-stabilizing transformation combined with limma (limmaVoom and limmaVst), SAMseq                                                 |
| Schurch et al[5]   | comparing the DE results from subsets of replicates against the gold standard set of DE results obtained for each tool with the full set of clean replicates. The tool-specific gold standards were computed by running the tool on the full set of clean data. | TPR (sensitivity), FNR, FPR, TNR(specificity)                                                                                                                              | EBSeq, edgeR (exact), limma, and DESeq                                                                                                   |
| Sahraeian et al[6] | using SEQC experimental dataset                                                                                                                                                                                                                                 | sensitivity, and accuracy of expression change prediction                                                                                                                  | DESeq2                                                                                                                                   |
| Fatemeh et al[3]   | using multiple replicates within the sample groups by constructing artificial two-group comparisons to calculate proportion of false discoveries                                                                                                                | number of detections, consistency within and between pipelines, proportion of false discoveries and the runtime                                                            | DESeq and limma                                                                                                                          |
| Lin et al[4]       | based on real data analysis                                                                                                                                                                                                                                     | power to accurately detect DE genes                                                                                                                                        | edgeR and DESeq                                                                                                                          |

## 2 Datasets

A total of 6 RNA-seq datasets were considered in our comparative study. All datasets contain biological replicates. The extent of biological variability (in terms of the estimated biological coefficient of variation (BCV)) in each dataset is summarized in Figure S2. Gene specific BCV was approximated by the estimates of the dispersion parameter of the negative binomial distribution. *edgeR* bioconductor package [7] was particularly used to obtain the BCV estimates (trended dispersions). The empirical distribution of gene-wise average expressions (log-transformed normalized counts) of mRNA and lncRNA are presented in Figure S3. The distributions are shown for the NGP nutlin and Zhang datasets as these two datasets contain both annotated mRNA and lncRNAs.

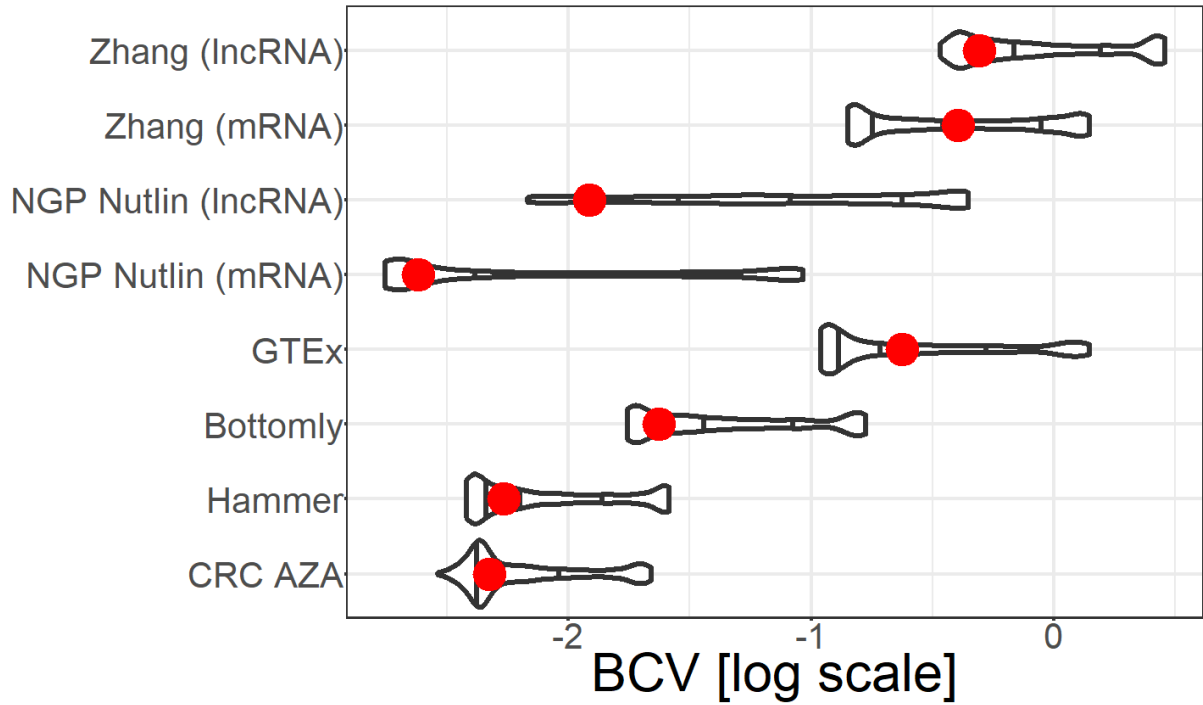

Figure S2: **Biological coefficients of variation (BCV)**. The violin plots demonstrate the distribution of the estimated gene-specific BCVs in each RNA-seq dataset. For the Zhang and NGP nutlin datasets, the estimates for lncRNA and mRNA were obtained and presented separately. The red dots over each violin plot indicate the common dispersion estimate for all genes ( $= \sqrt{\hat{\phi}}$ , where  $\phi$  is the common dispersion parameter of negative binomial distribution). The Zhang and GTEx datasets showed larger variability compared to the other datasets. In the Zhang and NGP nutlin datasets, higher BCV was observed for lncRNAs than for mRNAs.

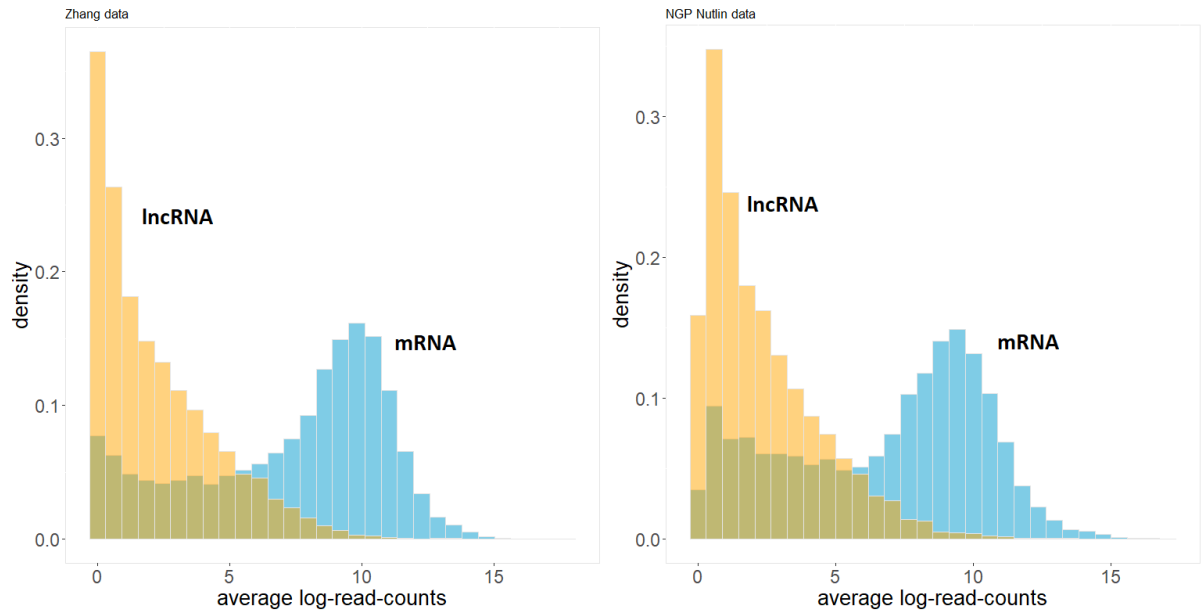

Figure S3: **Empirical distribution of average normalized counts for mRNAs and lncRNAs.** Empirical distribution of average normalized counts for mRNAs and lncRNAs. The histograms show the distribution of gene-wise average of  $\log_2$ -normalized-counts of mRNAs and lncRNAs from the Zhang and NGP nutlin datasets.

### 3 Concordance analysis

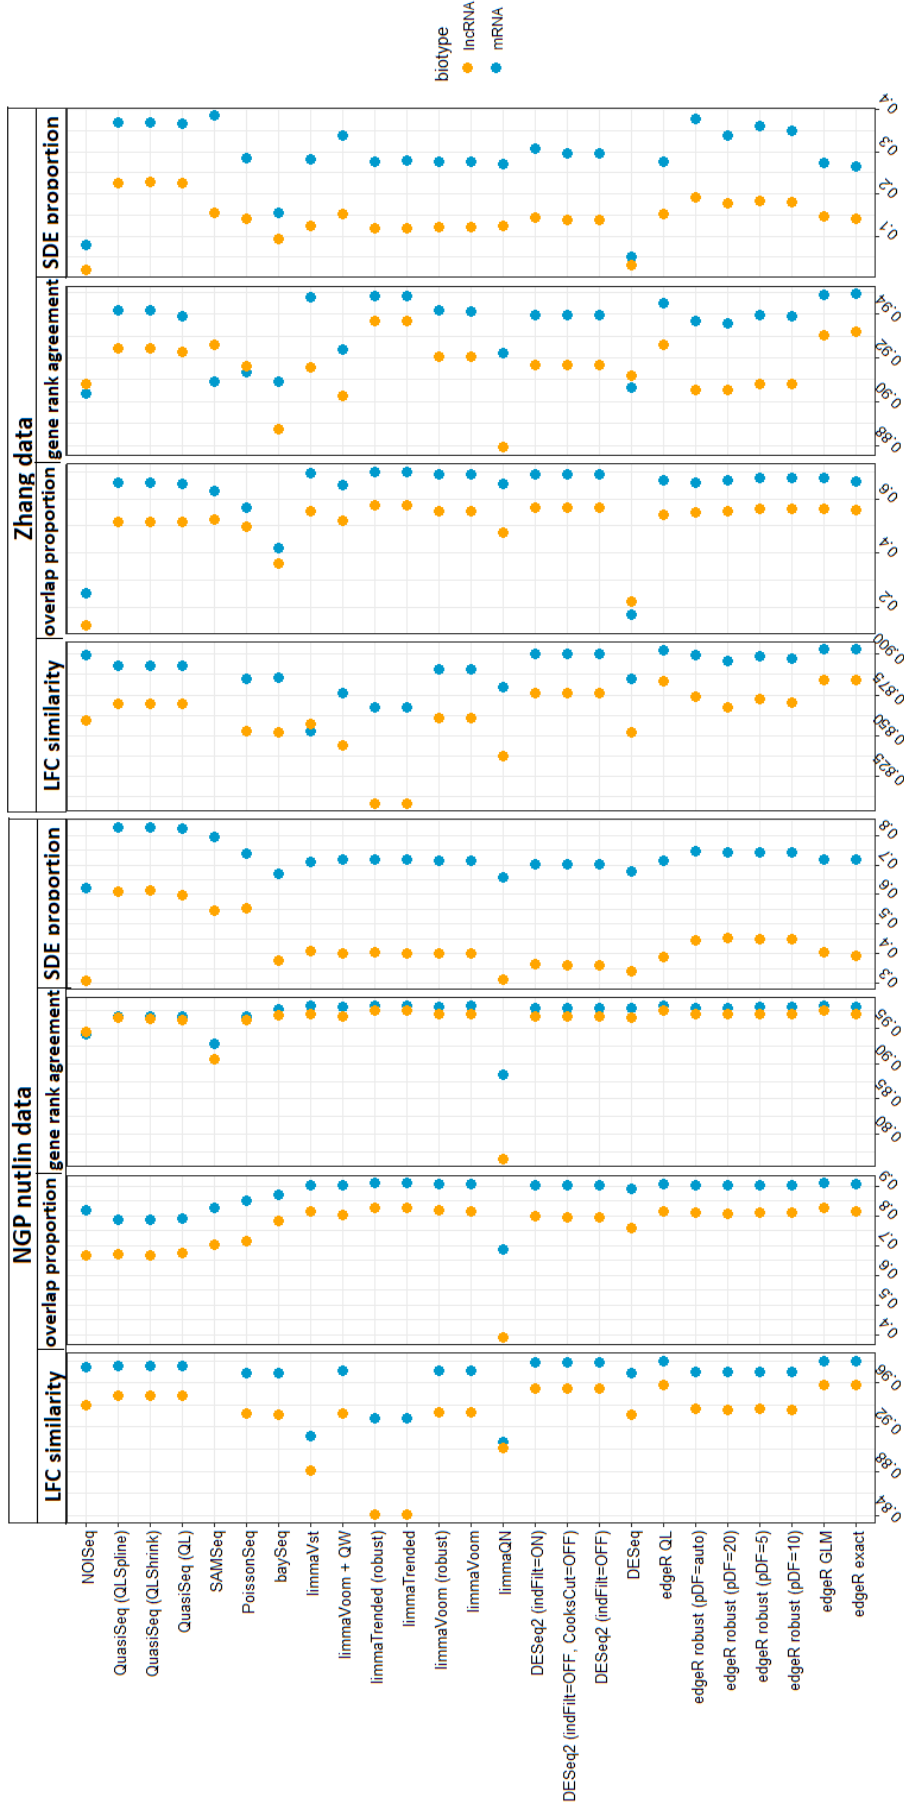

Figure S4: Concordance analysis of the 25 DE pipelines for mRNA and lncRNA based on the actual scores of the four concordance metrics (without standardizing) obtained from the analysis of the Zhang and NGP datasets.

### 3.1 Sensitivity to outliers

Because of either technical or biological reasons, RNA-seq data often contains genes with outlier counts across samples. Such a scenario is likely for lncRNAs due to their inherently noisy [8] or condition-specific expression [9]. DE tools may be sensitive to such outlier counts. Therefore, we qualitatively inspected the performance of DE tools for genes with extreme counts in one of the samples. We picked 8 such genes from the Zhang dataset (see the relative abundance of these genes in Figure S5). Outlier counts were defined as 5 median-absolute-deviations (MADs) [10] of relative abundances from the median. Further, the p-values from the Mann-Whitney and Wilcoxon rank sum test was larger than 0.05 when comparing the two groups with and without the outlier. The adjusted p-values returned from the 25 DE pipelines (for the selected 8 outlier genes) showed that edgeR exact, edgeR GLM, edgeR QL, PoissonSeq, QuasiSeq (both settings), and baySeq declared most of them SDE at 5% nominal FDR (Table S2) suggesting that they are sensitive to outlier expression. This conclusion is supported by the result from DE tools that are particularly developed to better cope with outliers, such as SAMSeq and edgeR robust, which declared none of the outlier genes as SDE.

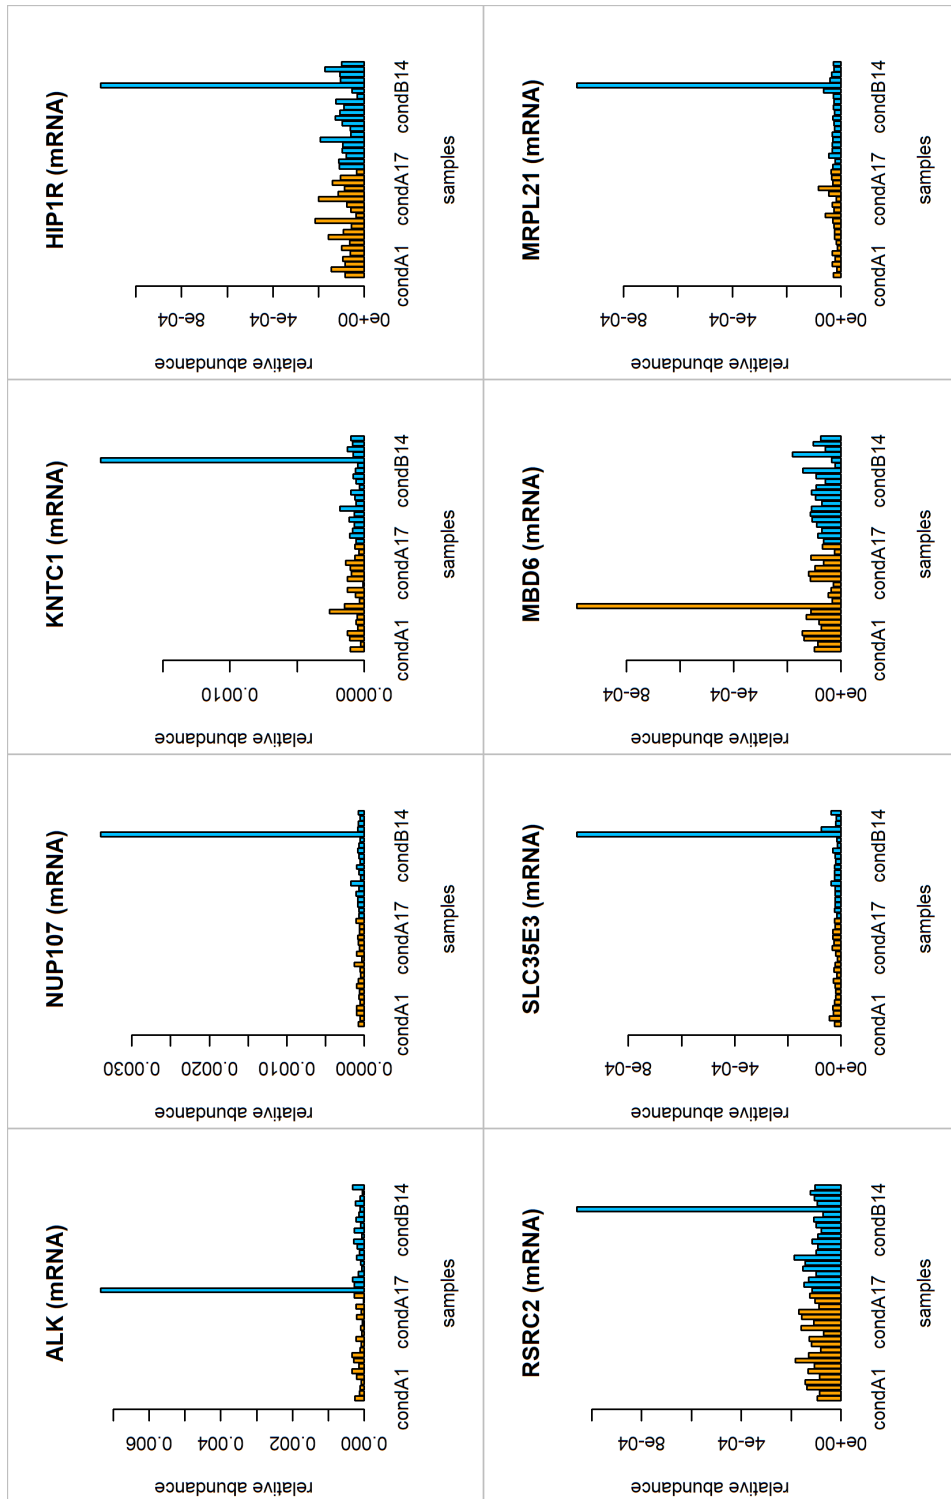

Figure S5: **Sensitivity to outliers:** The relative abundance of 8 genes with outlier expression in one of the samples. The colors represent the conditions (MYCN amplified and not-amplified). As it can be clearly seen, these genes have outlier expression in one of the samples.

Table S2: **Sensitivity to outliers:** Adjusted p-values returned from the 25 DE pipelines for the selected 8 genes with outlier count in one of the samples of the Zhang dataset.

|                           | <i>ALK</i> | <i>NUP107</i> | <i>KNTC1</i> | <i>HIP1R</i> | <i>RSRC2</i> | <i>SLC35E3</i> | <i>MBD6</i> | <i>MRPL21</i> | #rejection* |
|---------------------------|------------|---------------|--------------|--------------|--------------|----------------|-------------|---------------|-------------|
| edgeR robust (pDF=10)     | 0.403      | 0.394         | 0.792        | 0.480        | 0.901        | 0.867          | 0.858       | 0.473         | 0           |
| edgeR robust (pDF=5)      | 0.421      | 0.377         | 0.789        | 0.479        | 0.893        | 0.864          | 0.854       | 0.458         | 0           |
| edgeR robust (pDF=20)     | 0.369      | 0.416         | 0.794        | 0.477        | 0.909        | 0.870          | 0.863       | 0.491         | 0           |
| edgeR robust (pDF='auto') | 0.440      | 0.353         | 0.786        | 0.478        | 0.883        | 0.872          | 0.848       | 0.439         | 0           |
| DESeq                     | 0.704      | 0.757         | 0.767        | 0.742        | 0.803        | 0.758          | 0.977       | 0.757         | 0           |
| DESeq2 (setting 1)        | 0.738      | 0.679         | 0.989        | 0.962        | 0.900        | 0.831          | 0.732       | 0.931         | 0           |
| DESeq2 (setting 2)        | 0.738      | 0.679         | 0.989        | 0.962        | 0.900        | 0.831          | 0.732       | 0.931         | 0           |
| DESeq2 (default)          | 0.665      | 0.608         | 0.970        | 0.904        | 0.828        | 0.755          | 0.659       | 0.865         | 0           |
| limmaQN                   | 0.393      | 0.334         | 0.432        | 0.421        | 0.620        | 0.531          | 0.965       | 0.373         | 0           |
| limmaVoom                 | 0.309      | 0.305         | 0.337        | 0.336        | 0.523        | 0.450          | 0.913       | 0.316         | 0           |
| limmaVoom (robust)        | 0.310      | 0.306         | 0.338        | 0.336        | 0.524        | 0.451          | 0.913       | 0.317         | 0           |
| limmaTrended              | 0.324      | 0.310         | 0.355        | 0.374        | 0.540        | 0.471          | 0.950       | 0.339         | 0           |
| limmaTrended (robust)     | 0.322      | 0.310         | 0.355        | 0.374        | 0.541        | 0.472          | 0.950       | 0.340         | 0           |
| limmaVoom + QW            | 0.242      | 0.348         | 0.550        | 0.259        | 0.677        | 0.488          | 0.938       | 0.368         | 0           |
| limmaVst                  | 0.384      | 0.361         | 0.442        | 0.448        | 0.655        | 0.504          | 0.989       | 0.425         | 0           |
| SAMSeq                    | 0.387      | 0.326         | 0.482        | 0.349        | 1.000        | 1.000          | 1.000       | 0.463         | 0           |
| NOISeq                    | 0.111      | 0.107         | 0.173        | 0.220        | 0.292        | 0.128          | 0.264       | 0.160         | 0           |
| edgeR QL                  | 0.009      | 0.003         | 0.031        | 0.069        | 0.099        | 0.004          | 0.359       | 0.011         | 5           |
| QuasiSeq (QL)             | 0.007      | 0.003         | 0.028        | 0.058        | 0.079        | 0.005          | 0.150       | 0.010         | 5           |
| QuasiSeq (QLShrink)       | 0.005      | 0.002         | 0.023        | 0.051        | 0.072        | 0.003          | 0.146       | 0.008         | 5           |
| QuasiSeq (QLSpline)       | 0.005      | 0.002         | 0.023        | 0.050        | 0.071        | 0.003          | 0.145       | 0.007         | 5           |
| edgeR exact               | 0.001      | 0.000         | 0.010        | 0.041        | 0.076        | 0.000          | 0.335       | 0.002         | 6           |
| edgeR GLM                 | 0.001      | 0.000         | 0.009        | 0.038        | 0.071        | 0.000          | 0.320       | 0.002         | 6           |
| baySeq                    | 0.001      | 0.000         | 0.024        | 0.056        | 0.000        | 0.000          | 0.052       | 0.000         | 6           |
| PoissonSeq                | 0.003      | 0.005         | 0.012        | 0.024        | 0.071        | 0.017          | 0.392       | 0.017         | 6           |

\* number of SDE genes (adjusted p-values < 0.05)

### 3.2 Genes expressed only in one group

All results presented up to this point (including the simulation results) considered genes expressed in both groups of samples. However, it is quite common to notice a subset of genes detected only in one group of samples in RNA-seq data especially for low abundance genes such as lncRNAs. Such subset of genes can be problematic to DGE analysis as demonstrated by Rapaport et al [1]. To explore the ability of DE tools in identifying DE genes among such subset of genes, we randomly selected 200 genes from the Zhang data and changed their observed counts from one of the groups (also randomly chosen) to zero. This enables us to explore the ability of the tools at wider range of signal-to-noise (STN) ratio ( $\frac{\mu}{\sigma}$ , where  $\mu$  and  $\sigma$  are the mean and standard deviation of normalized counts (from the non-zero group), respectively). The p-values and LFC estimates of such subset of genes from the 25 DE pipelines can be accessed at <https://github.com/CenterForStatistics-UGent/Additional-File-6.git>. The relationship between the adjusted p-value and STR for these genes is presented in Figure S6.

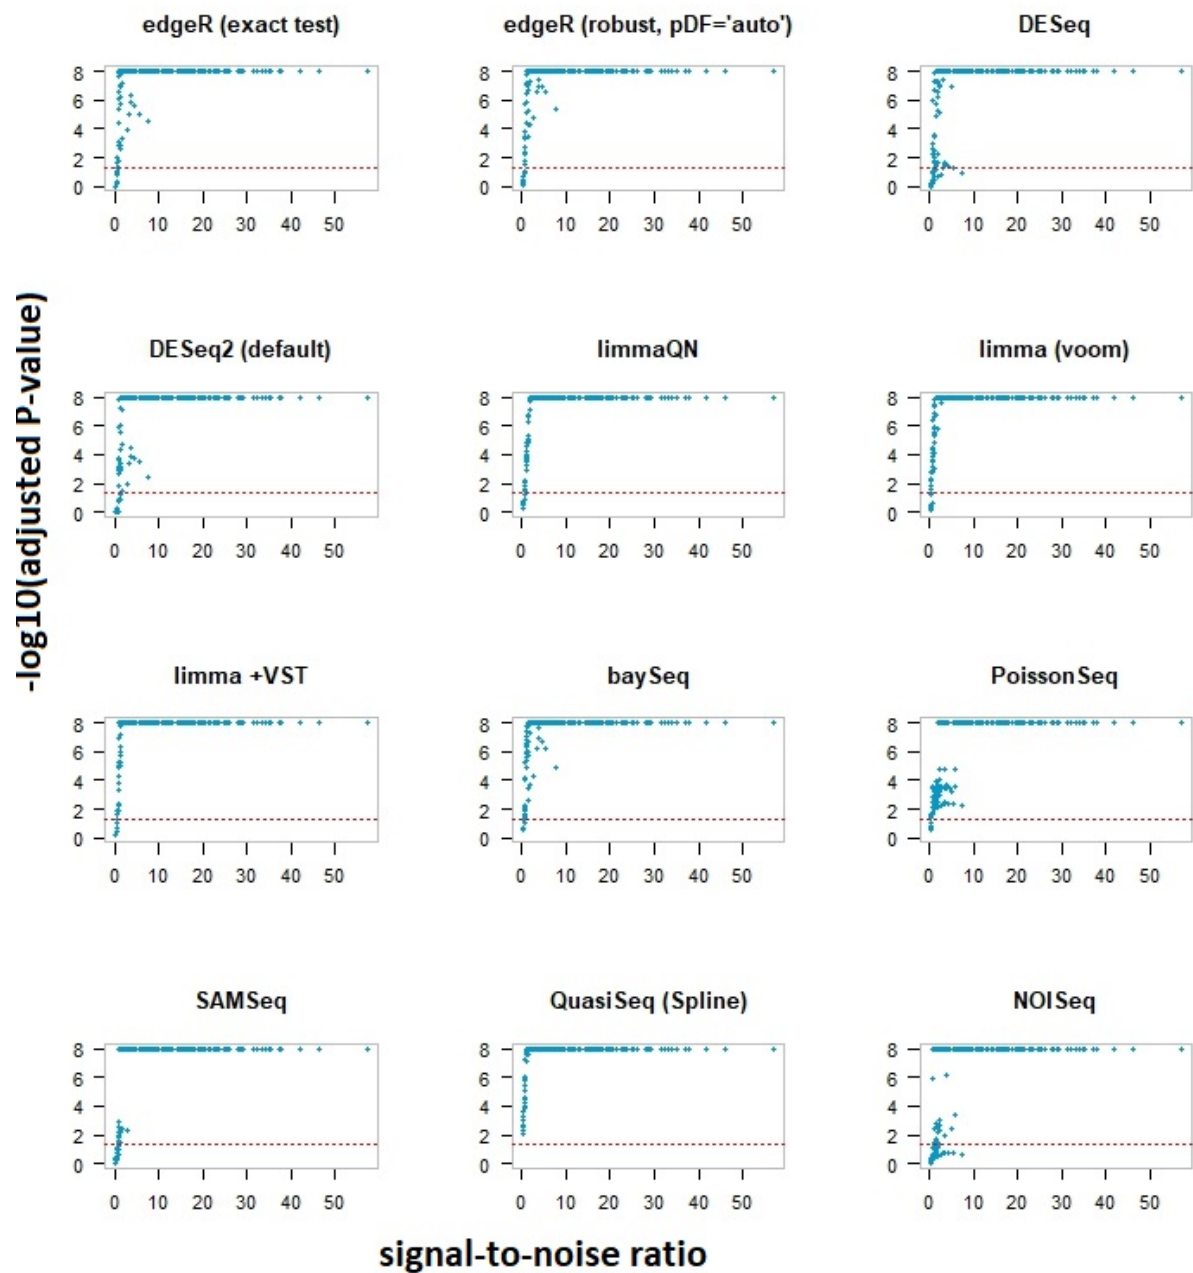

Figure S6: **Adjusted p-value versus signal-to-noise ratio for genes detected only in one group:** The red dashed line indicates the  $-\log_{10}(0.05)$ .

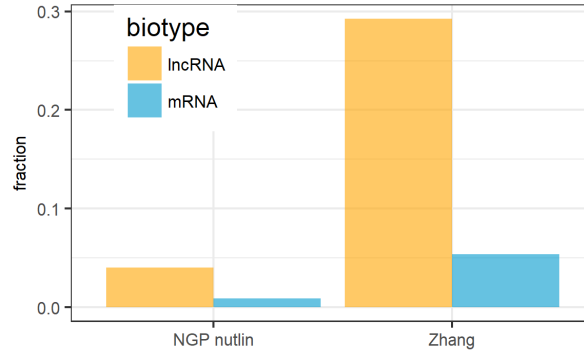

Figure S7: The fraction of mRNAs and lncRNAs excluded by the independent filtering feature in DESeq2 pipeline. The result is summarized for the NGP nutlin and Zhang data.

### 3.3 Computation time

We also looked at the computation times as a function of number of replicates. From the GTEx dataset, we randomly selected 2 to 25 replicates, without replacement, from each condition. We ran each tool on these datasets and computed the elapsed time from normalization to the final output without further post-processing of results. We ran the tools on R software (version 3.3.2) [11] installed on a machine with 8 logical processors (4 cores), 16GB RAM, and Windows 10 operating system. baySeq used 7 cores whereas all others were ran on a single core. The results (Figure S8) indicate that baySeq requires the longest computation time that increases fast with increasing number of replicates. DESeq was second slowest. The other tools required less time (less than 2 minutes). The limma tools were the fastest, followed by PoissonSeq and the edgeR tools (except edgeR robust); they completed the task within seconds with quite stable run time for increasing number of replicates.

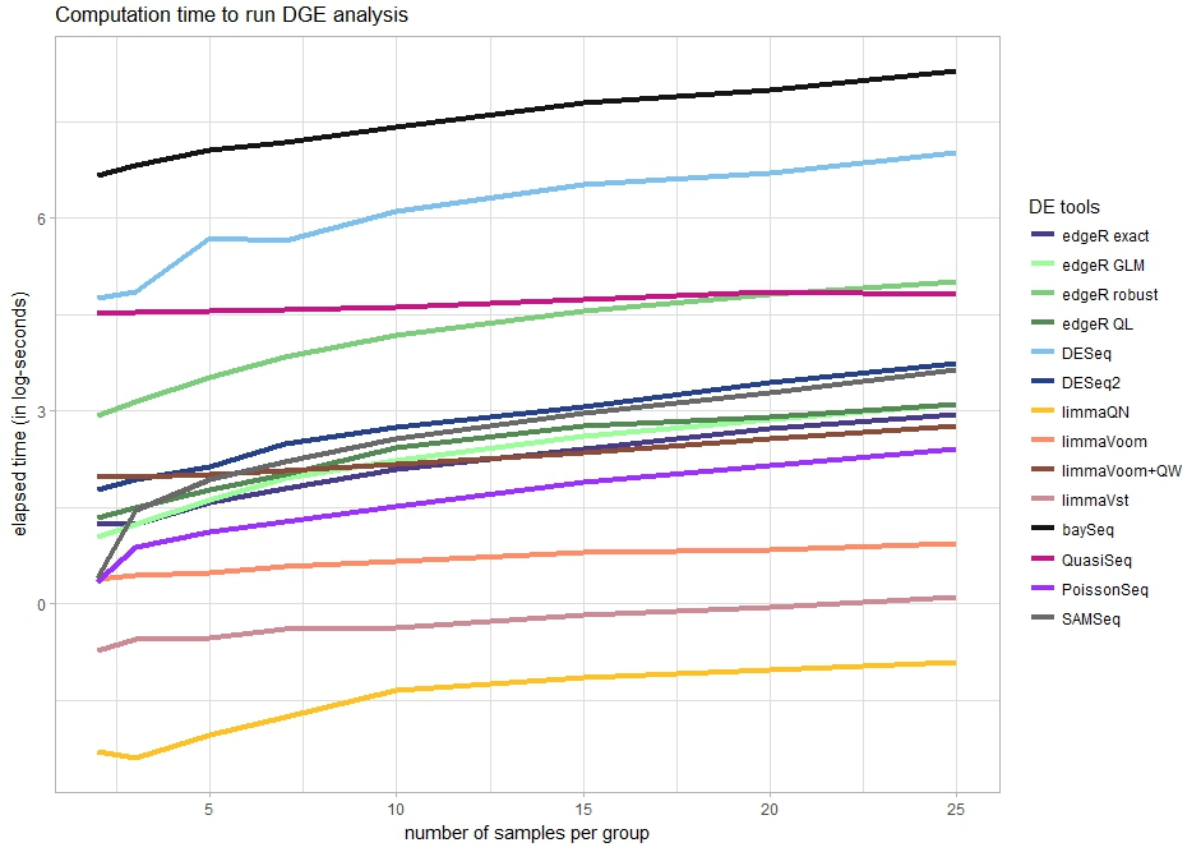

Figure S8: **Computation time:** Computation time of 14 DE tools for DGE analysis as a function of number of samples per group. The time is in log of seconds. limma tools often run DGE analysis faster, even with higher number of replicates. PoissonSeq and edgeR tools rank second best. baySeq takes the longest time to run DGE analysis that escalates to hours for higher number of sample replicates. DESeq, QuasiSeq, and edgeR robust also take at least 15 minutes.

## 4 Simulation study

### 4.1 SimSeq simulation procedures

Let us denote the source dataset by a  $G \times n$  matrix  $\mathbf{Y}$ , with  $G$  rows for genes and  $n$  columns for samples with  $n = n_1 + n_2$ , where  $n_k$  is the number of samples from the  $k^{th}$  group,  $k \in (1, 2)$ . Let  $\mathbf{c}$  be the vector of multiplicative normalization factors with dimension  $n \times 1$ , which are computed using TMM normalization method with *calcNormFactors* function from the *edgeR* package. Note that  $G$  and  $n$  are the set of all genes and samples in  $\mathbf{Y}$ , respectively. The genes in the source dataset are expressed at least in one of the samples from the two groups.

First a set of DE genes, containing  $m_1$  genes, (denoted as  $G_1$  from the algorithm in [12]) is formulated by probability sampling without replacement with weight vector  $\mathbf{w}^t = (w_1 \ w_2 \ \dots \ w_G)$ . Elements of the weight vector  $w_i$  is the weight to the  $i^{th}$  gene,  $i = 1, 2, \dots, G$ , and  $w_i = 1 - P_i^*$ , where  $P_i^*$  is the local false discovery rate calculated using *fdrtool* package [13] based on the  $G$  P-values from Wilcoxon Rank Sum test applied to the source dataset  $\mathbf{Y}$  with a vector of normalization factor  $\mathbf{c}$  using *CalcPvalWilcox* function in *SimSeq* package as well. Therefore, during the probability sampling, priority is given to genes with higher evidence of differential expression from the source dataset (low p value yielding higher weight). Then, the selected genes designated as truly DE genes.

Second, a set of equivalently expressed (EE) genes, containing  $m_0$  genes, (denoted as  $G_0$  from the algorithm in [12]) is formulated by equal probability sampling without replacement from a set of genes that are not included in DE set of genes.

Therefore,  $G' = m_0 + m_1 \leq G$  genes will be selected from the source dataset. For the selected  $G'$  genes,  $n'$  samples/replicates are sampled without replacement from the source count matrix  $\mathbf{Y}$  in a fashion discussed clearly in the paper [12]. Finally, each simulated count matrix has a dimension of  $G' \times n'$ , where  $n' \leq \min\{n_1, \lfloor n_2/2 \rfloor\}$ , where  $\lfloor \cdot \rfloor$  is the floor function.

Let  $p$  be the proportion of DE genes ( $p = \frac{m_1}{G'}$ ) and  $1 - p$  the proportion of EE genes. For the three simulation each starting from different distinct RNA-seq dataset, the values of  $G$ ,  $G'$ ,  $n$ ,  $n'$ , and  $p$  are summarized as follows.

| simulation number | source data      | $G$    | $G'$   | $n_k$ | $n'_k$ | $p$   |
|-------------------|------------------|--------|--------|-------|--------|-------|
| 1                 | Zhang            | 29,305 | 10,000 | 172   | 2 - 40 | 0-30% |
| 2                 | NGP nutlin       | 26,418 | 10,000 | 20    | 2 - 5  | 0-30% |
| 3                 | GTE <sub>x</sub> | 18,632 | 10,000 | 58    | 2- 14  | 0-30% |

Each simulated count data from the first two simulation contain a number of mRNA and lncRNAs both in the set of DE genes and EE genes. The fractions are summarized and presented in the web tool (<http://statapps.ugent.be/tools/AppDGE/>) under the 'Features of simulated

data' panel (first click on a check box 'Show features of simulated gene expression data' from the first page to go to the desired panel).

## 4.2 Additional simulation results

### 4.2.1 False discovery and true positive rates

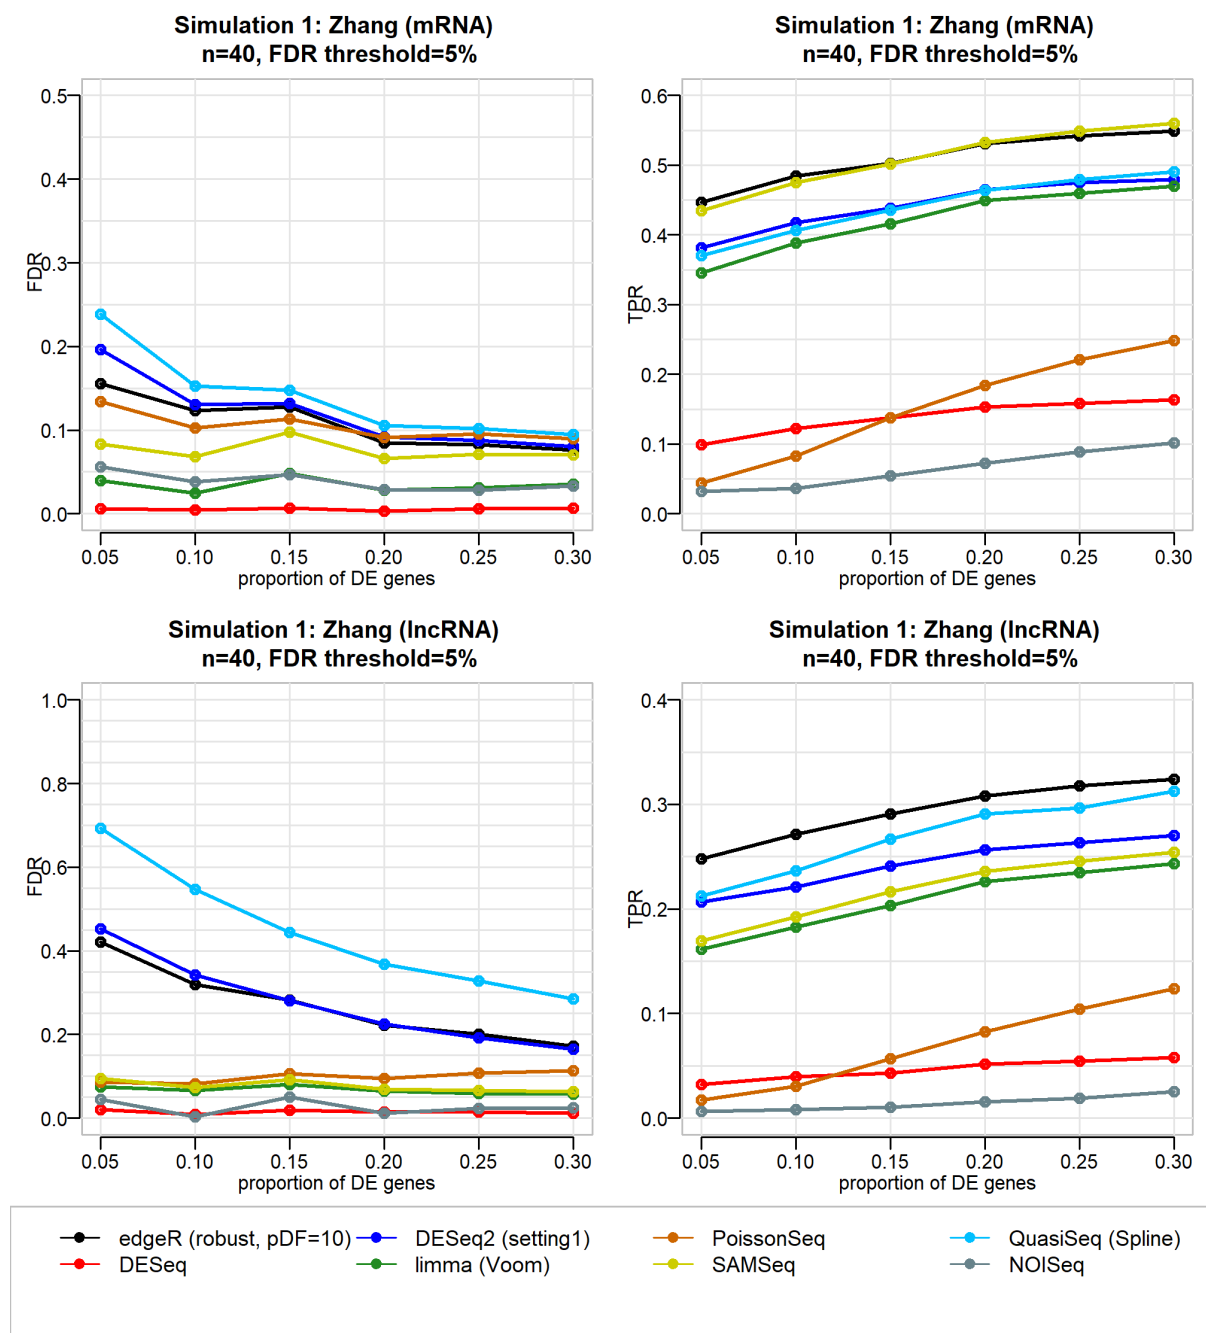

Figure S9: **Additional simulation results.** Performance (FDR and TPR) of 8 DE tools at different proportion of true DE genes (5-30%) in the simulated data. The result is from simulation 1 (with the Zhang data as a source data), 40 replicates per group, and 5% FDR threshold.

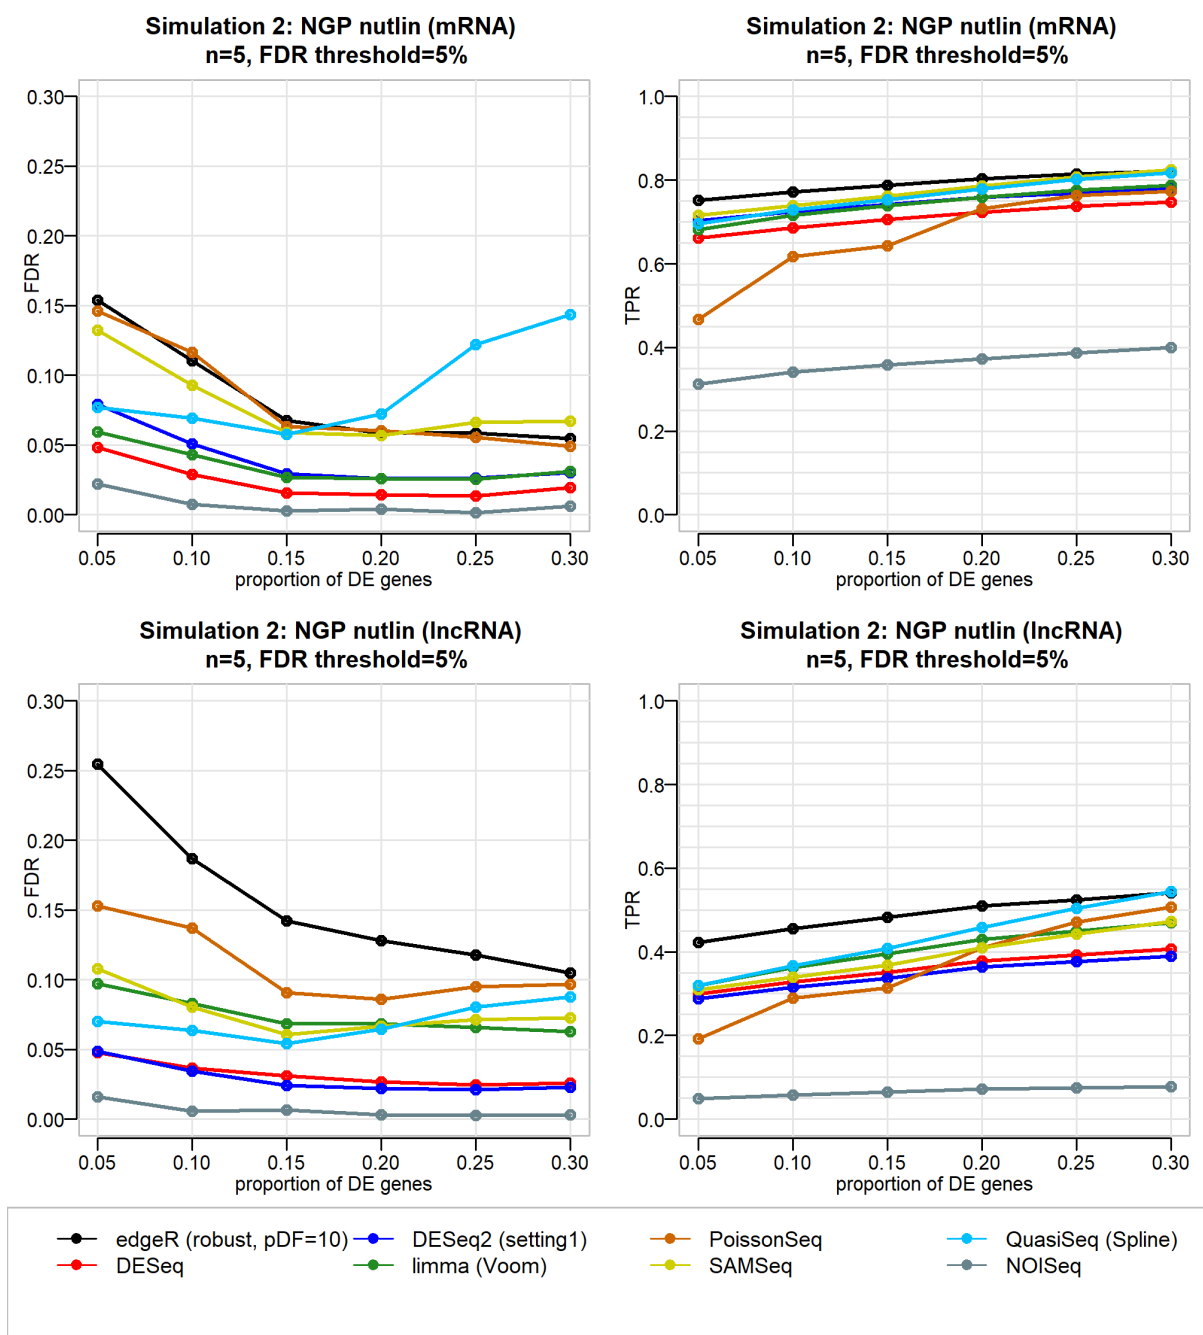

Figure S10: **Additional simulation results.** Performance (FDR and TPR) of 8 DE tools at different proportion of true DE genes (5-30%) in the simulated data. The result is from simulation 2 (with the NGP data as a source data), 5 replicates per group, and 5% FDR threshold.

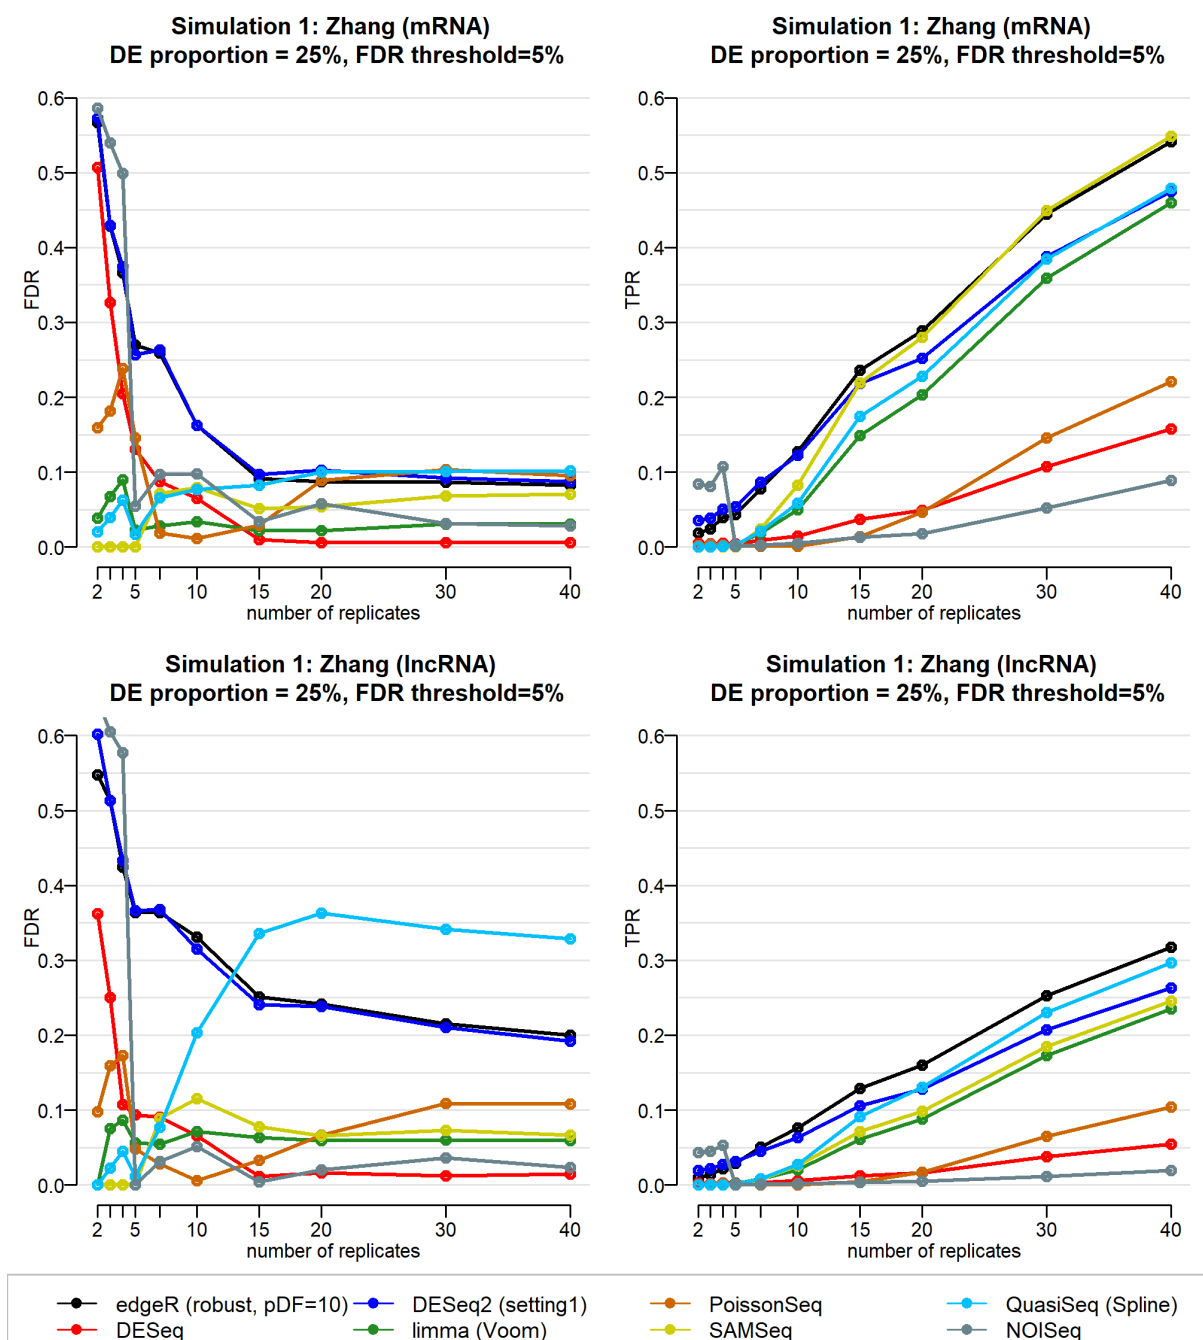

Figure S11: **Additional simulation results.** Performance (FDR and TPR) of 8 DE tools at different number of samples per group (2-40) in the simulated data. The result is from simulation 1 (with the Zhang data as a source data), 25% true DE genes, and 5% FDR threshold.

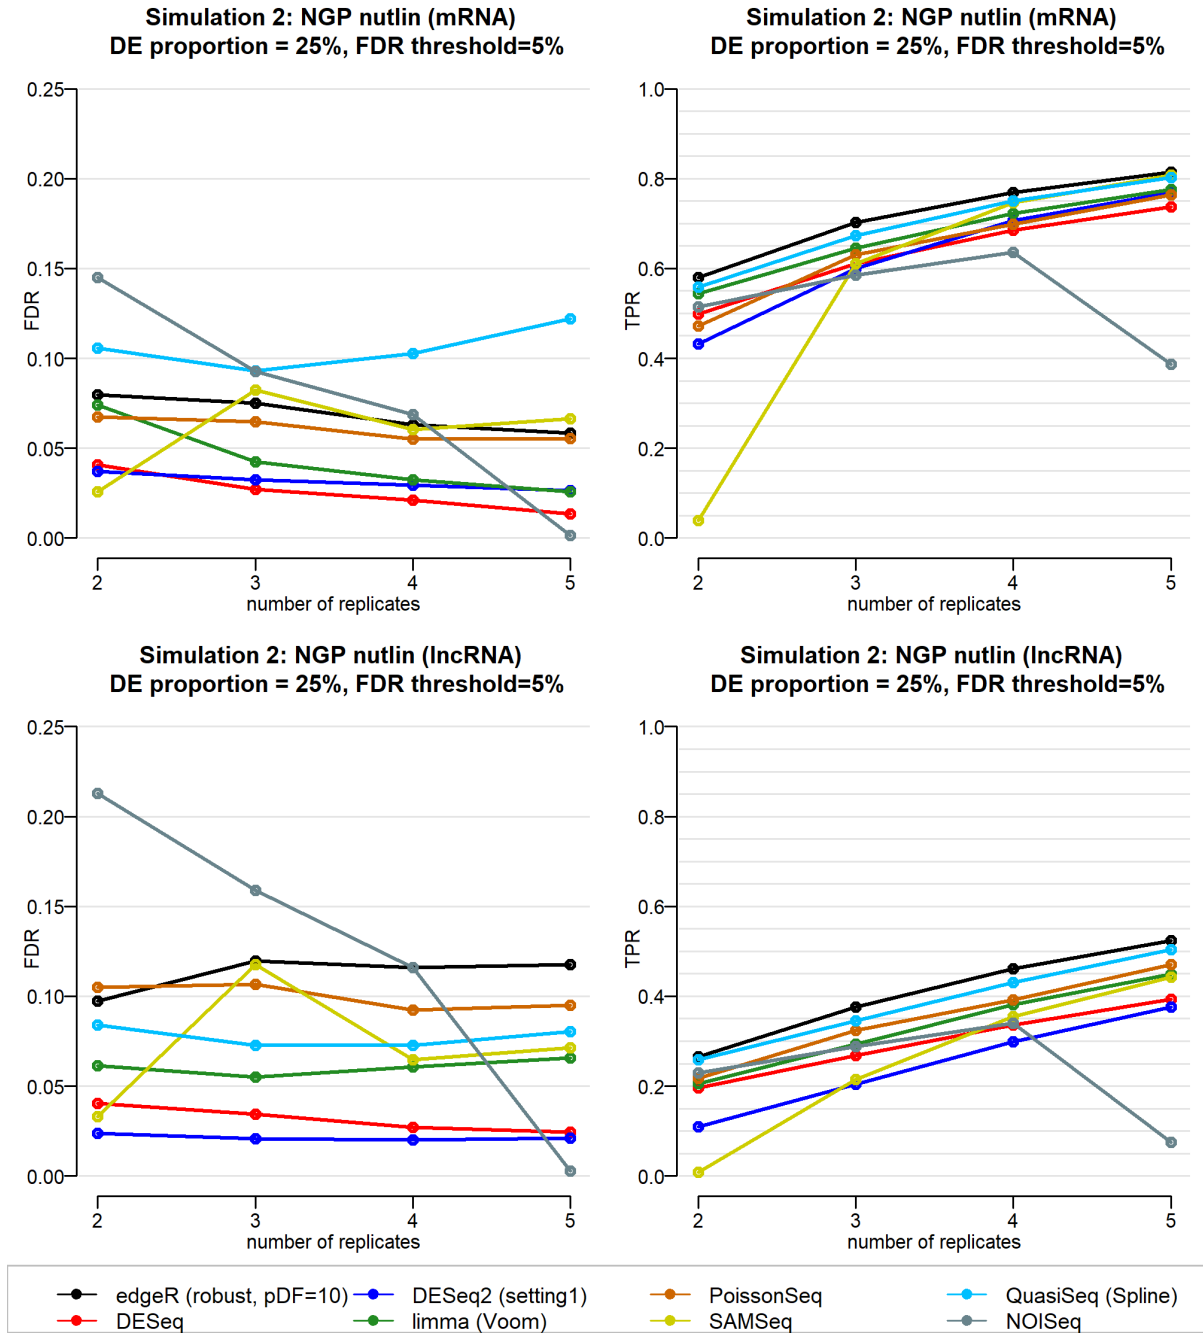

Figure S12: **Additional simulation results.** Performance (FDR and TPR) of 8 DE tools at different number of samples per group (2-5) in the simulated data. The result is from simulation 2 (with the NGP nutlin data as a source data), 25% true DE genes, and 5% FDR threshold.

#### 4.2.2 Performance of DE tools for low count mRNAs

Up to this point, we have demonstrated that DE tools have inferior performance for lncRNAs compare to mRNAs. In this section, we explore the performance of DE tools for low-count mRNAs by partitioning simulated mRNA expression data (starting from the GTEx data) into two groups that reflect different level of abundance using the following procedures. First, mRNA genes are grouped into two non-overlapping classes in each simulated data: low and high-count genes. To create the groups, the count matrix is first converted to counts-per-millions (CPM) using *cpm()* function in *edgeR* package [7]. The CPM calculation uses the effective (normalized) library sizes obtained using TMM normalization method [14]. Afterwards, gene-specific average CPM values are calculated as the arithmetic mean of CPM across all samples. Genes with average CPM less than 10 were grouped together and designated as low-count genes (accounting 35% on average), whereas genes with at least 10 average CPM were grouped together and designated as high-count genes (accounting 65% on average). The cut point 10 CPM was chosen based on the evidence that from the NGP nutlin and Zhang datasets 99% of lncRNAs have average CPM less than 20 for average library size of  $\approx 15.8$  million, which is approximately equivalent to 10 CPM for 10 000 mRNAs with average library size  $\approx 8.9$  million. In both groups the proportion of true DE genes is approximately 20%. Results from performance evaluation are summarized in Figure S13. Like lncRNAs, the actual FDR for low-count mRNA genes was larger than that of high-count mRNA genes. Also, the sensitivity of DE tools was slightly lower for low-count mRNAs than for high-count mRNAs.

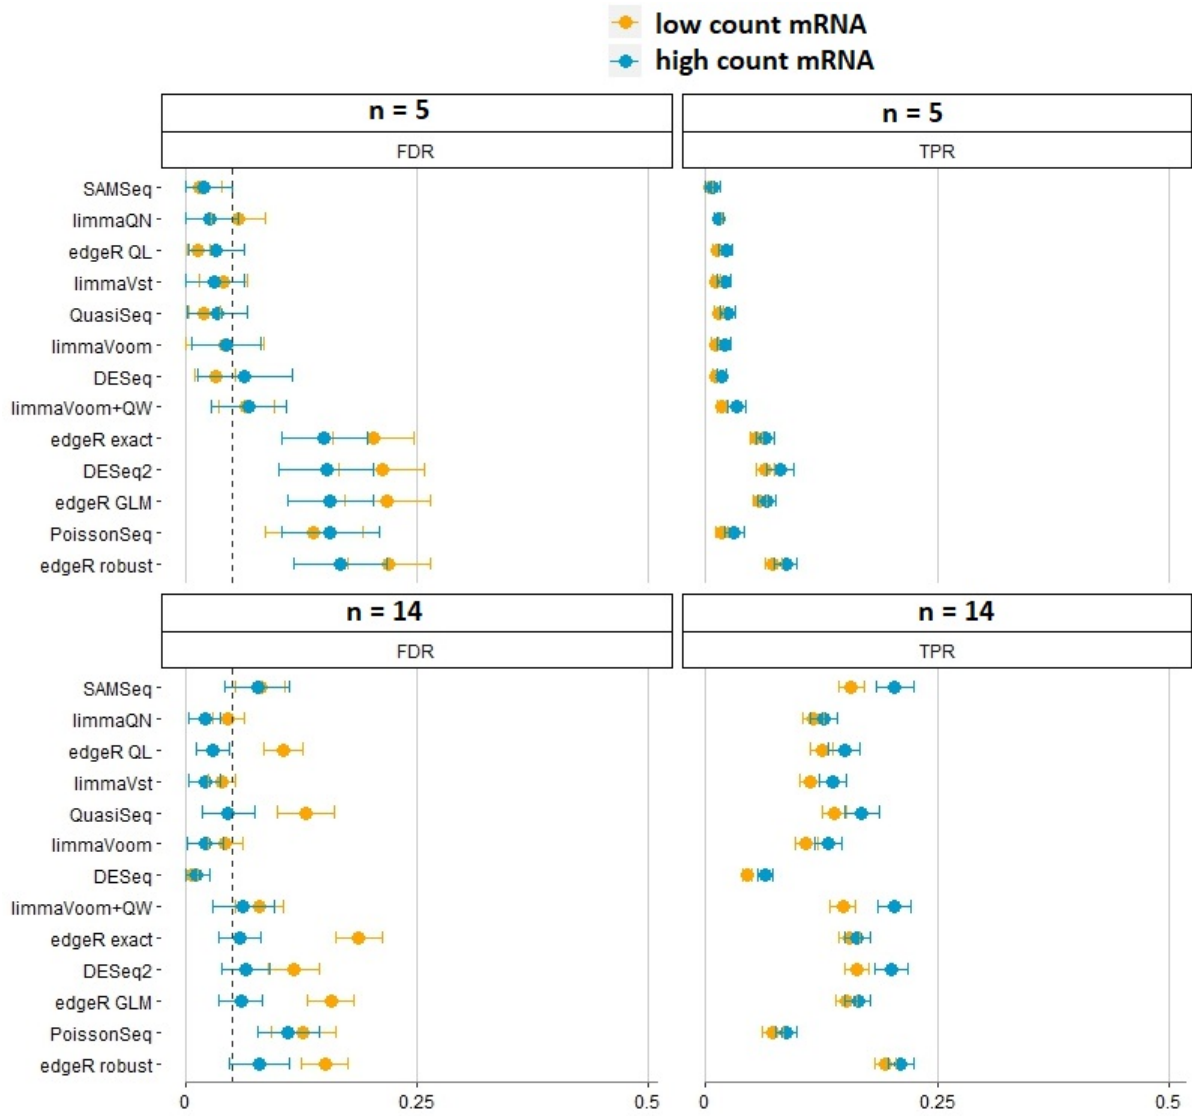

Figure S13: FDR and TPR of 13 DE pipelines for low and high-count mRNAs. The simulation settings includes 20% proportion of true DE genes and  $n=5$  and 14 replicates per group. The simulation started from the GTEx data. All simulated genes are mRNAs, with  $N=10,000$ .

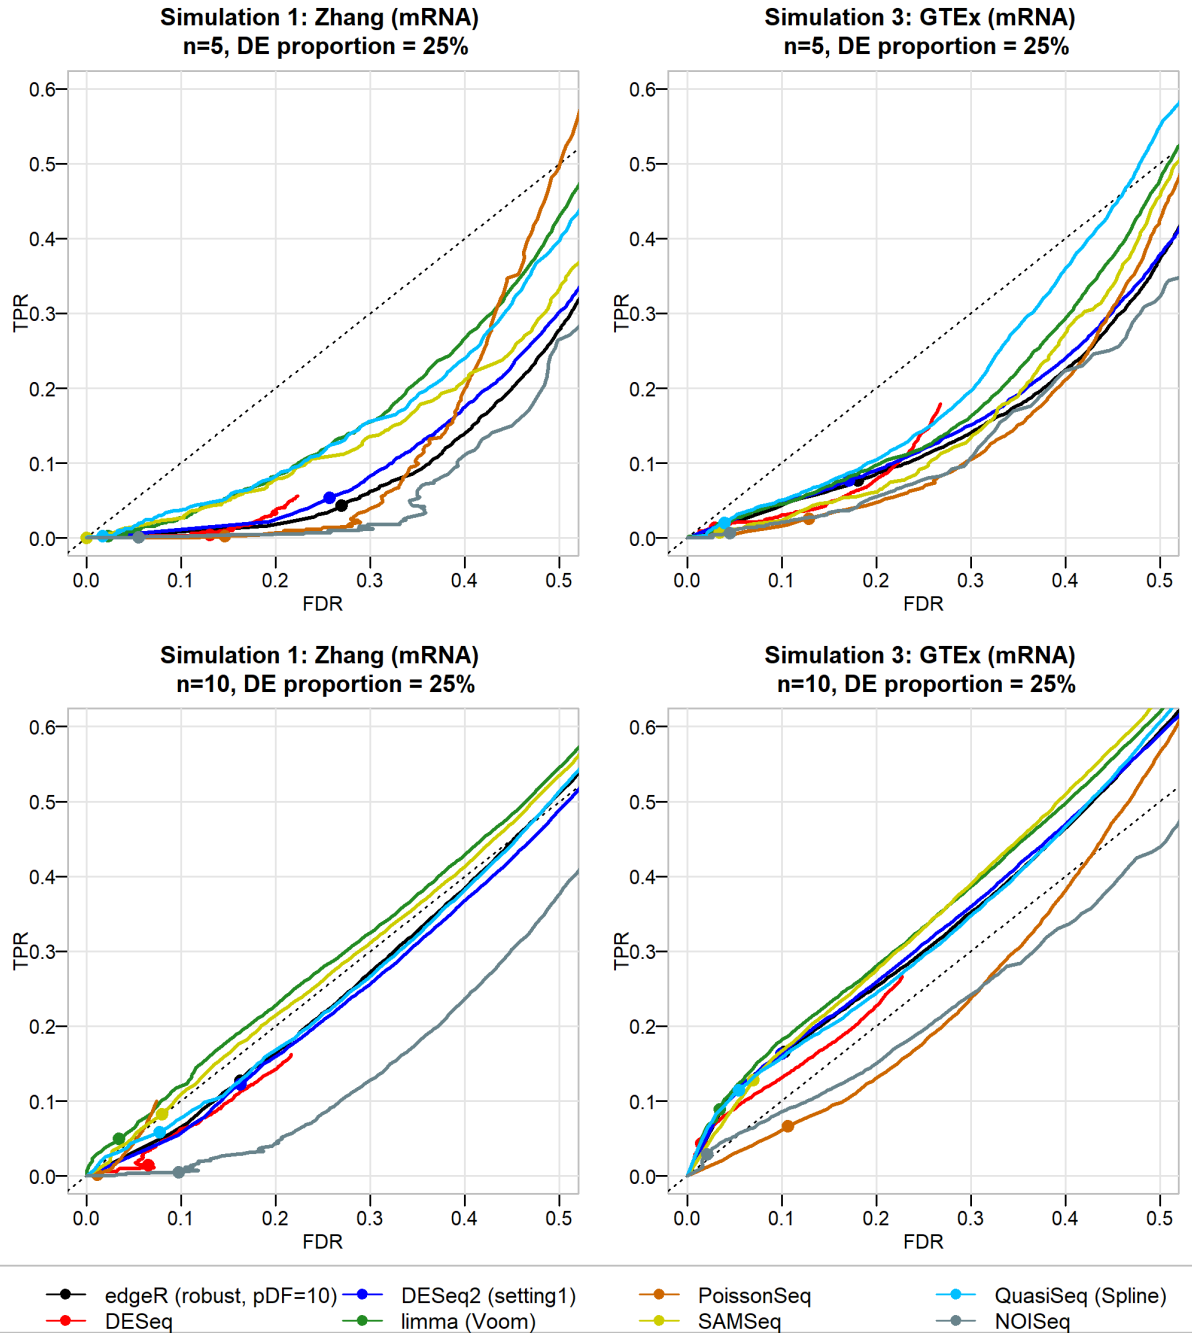

Figure S14: **Additional simulation results.** Performance (FDR and TPR) of 8 DE tools from simulation 1 (Zhang) and 3 (GTEx). The result is for simulated data with 25% true DE genes, only mRNA genes, and 5 and 10 replicates per group.

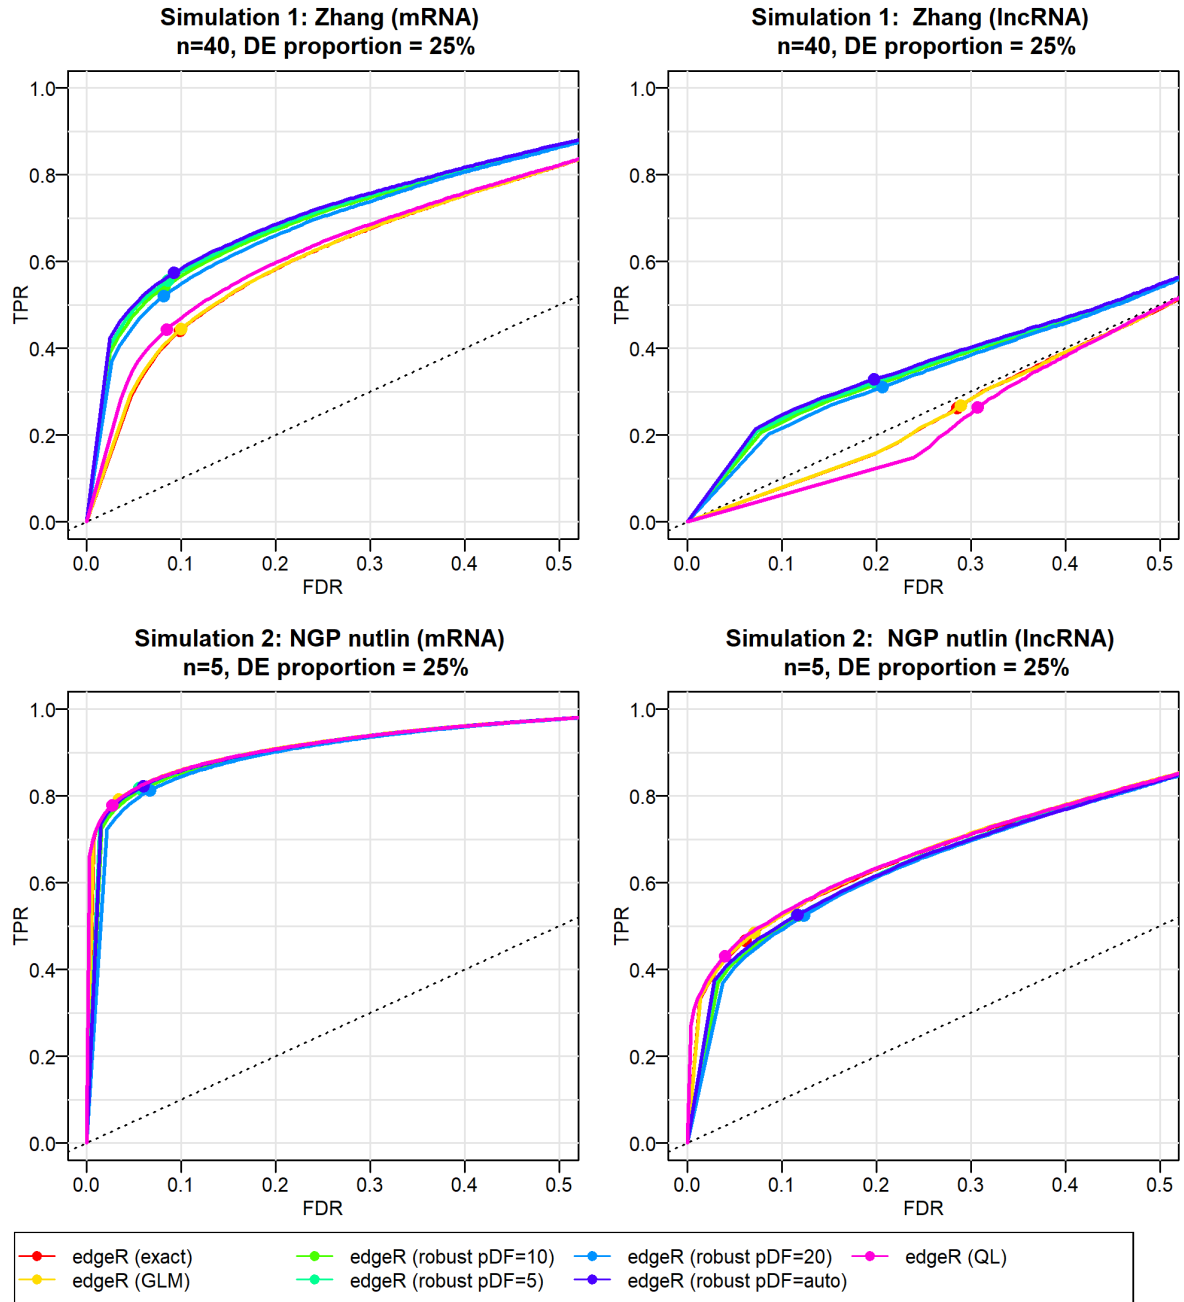

Figure S15: **Additional simulation results.** Performance (FDR and TPR) of the 7 edgeR pipelines for a simulated data with 25% true DE genes. The result is from simulation 1 and 2, with 40 and 5 replicates per group, respectively.

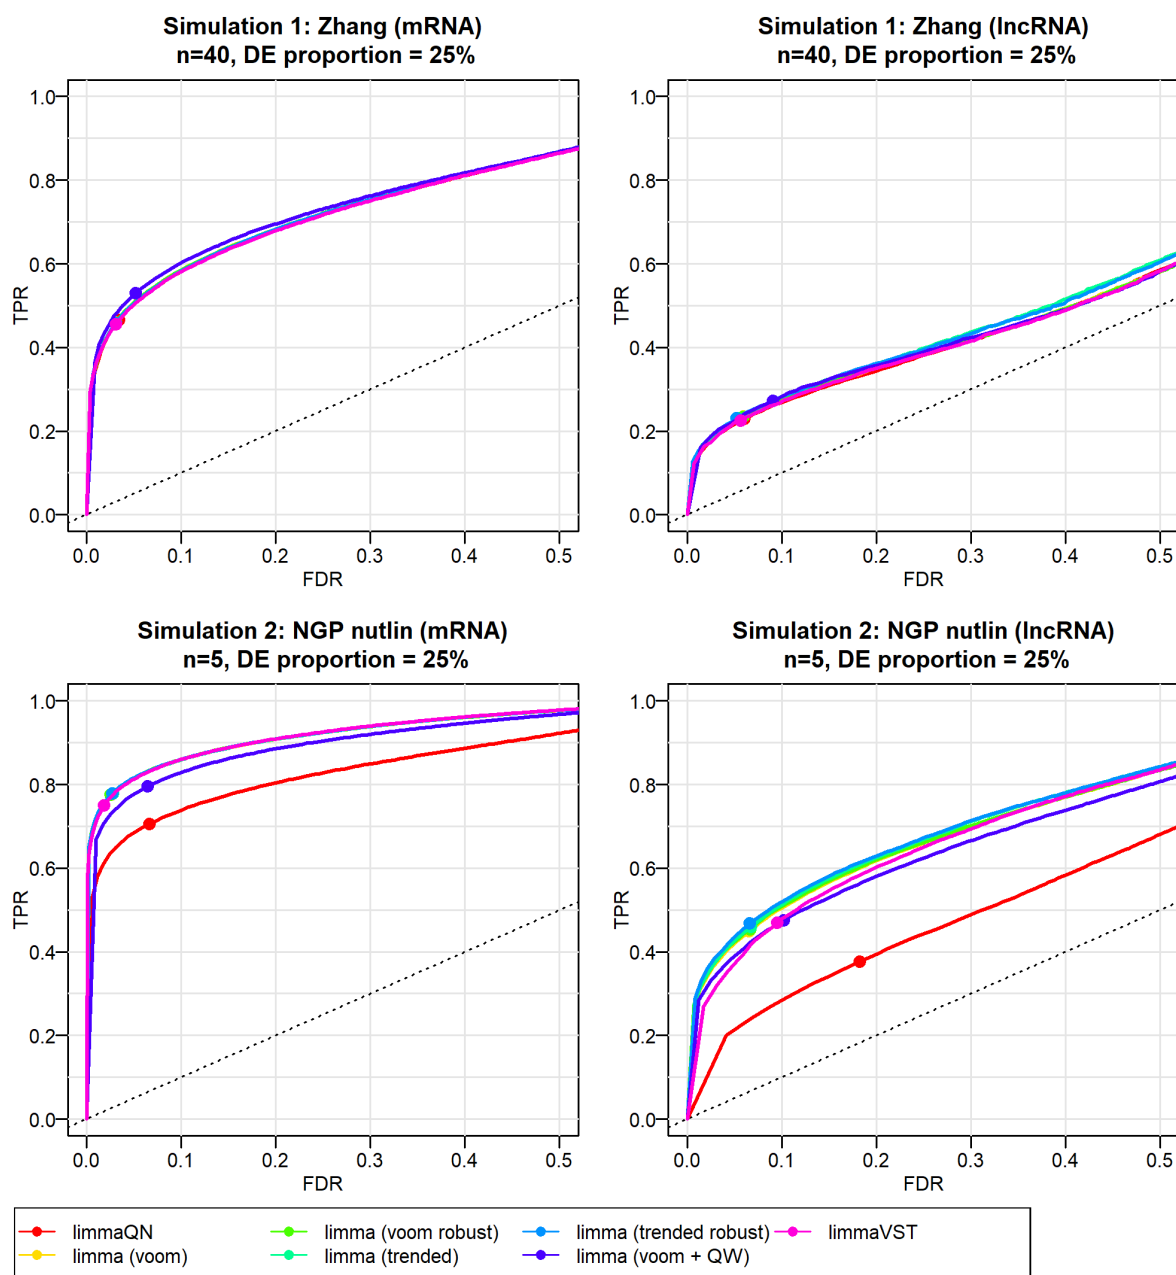

Figure S16: **Additional simulation results.** Performance (FDR and TPR) of the 7 limma pipelines for a simulated data with 25% true DE genes. The results are from simulation 1 and 2, with 40 and 5 replicates per group, respectively.

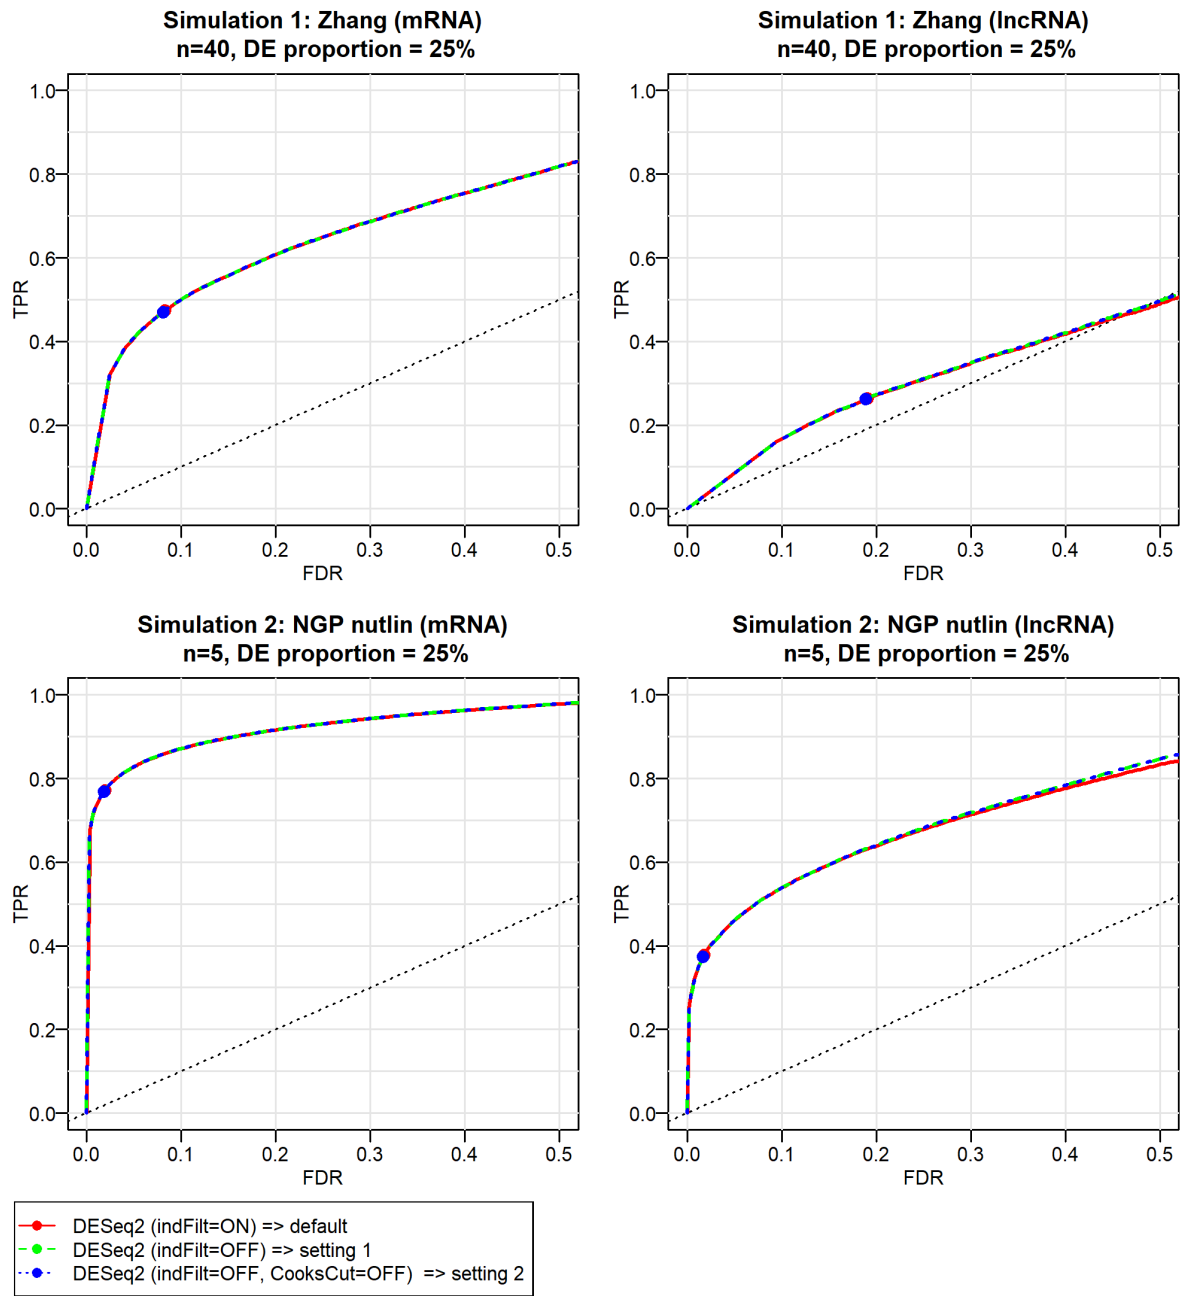

Figure S17: **Additional simulation results.** Performance (FDR and TPR) of the 3 DESeq2 pipelines for a simulated data with 25% true DE genes. The results are from simulation 1 and 2, with 40 and 5 replicates per group, respectively.

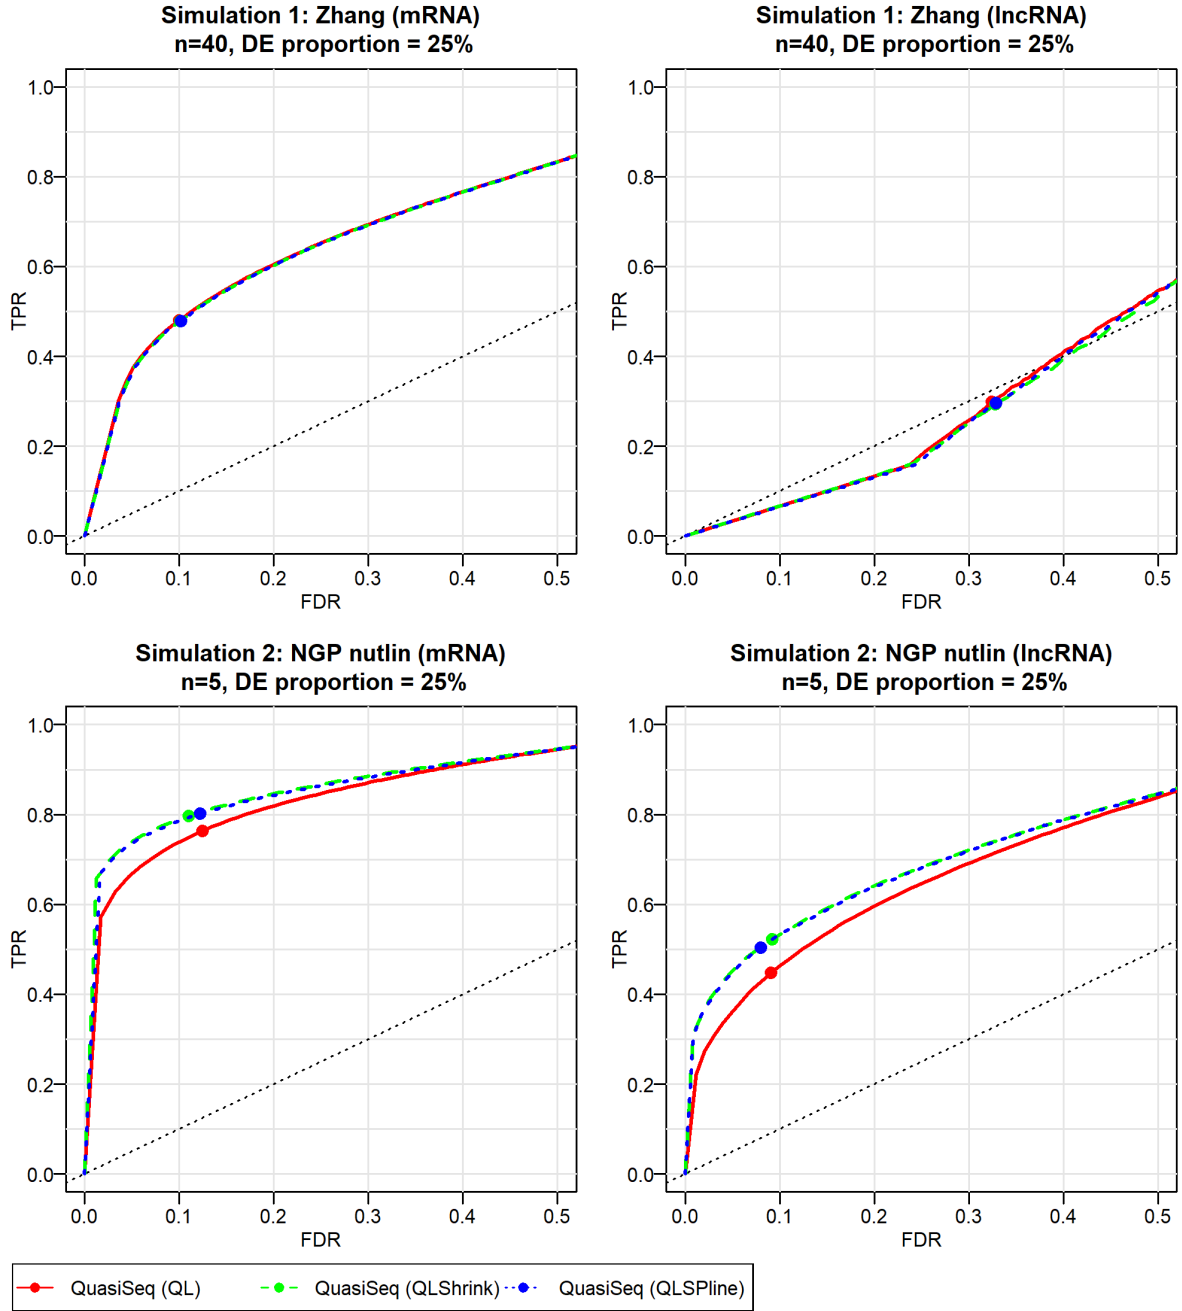

Figure S18: **Additional simulation results.** Performance (FDR and TPR) of the 3 QuasiSeq pipelines for a simulated data with 25% true DE genes. The results are from simulation 1 and 2, with 40 and 5 replicates per group, respectively.

#### 4.2.3 Sample filtering

We ran an extra simulation that starts from the Zhang data (which contains the most variable samples) by filtering a set of outlying samples beforehand. First, principal component analysis (PCA) was done on the full normalized Zhang data ( $n_1 = 81$  and  $n_2 = 91$ ) by excluding genes

with zero expression. The PCA was done using *plotPCA* function under DESeq2 bioconductor package based on variance-stabilizing-transformation of the read counts. The first two principal components (PC1 and PC2) that explain 16% and 9% of the total variability, respectively, were used to visualize samples in a two-dimensional space (Figure S19-panel A). Samples within the top and bottom 10% of the two PCs (37 samples out of 172) were excluded as these sample are furthest from the rest of the samples. The extent of biological variability was relatively lower in the filtered Zhang data than that of the original Zhang data (Figure S19-panel B). The remaining set of samples were subsequently used as a new source data to run SimSeq simulation. In particular, 100 RNA-seq data each with 20 samples per group, 10,000 genes (70% mRNA and 30% lncRNA) and 25% DE genes were simulated. The performance of DE tools (with respect to FDR and TPR) from the new simulation procedure is presented in Figure S20. Readers should compare this result with the plot in Figure 4 (the top 2 panels) of the main manuscript.

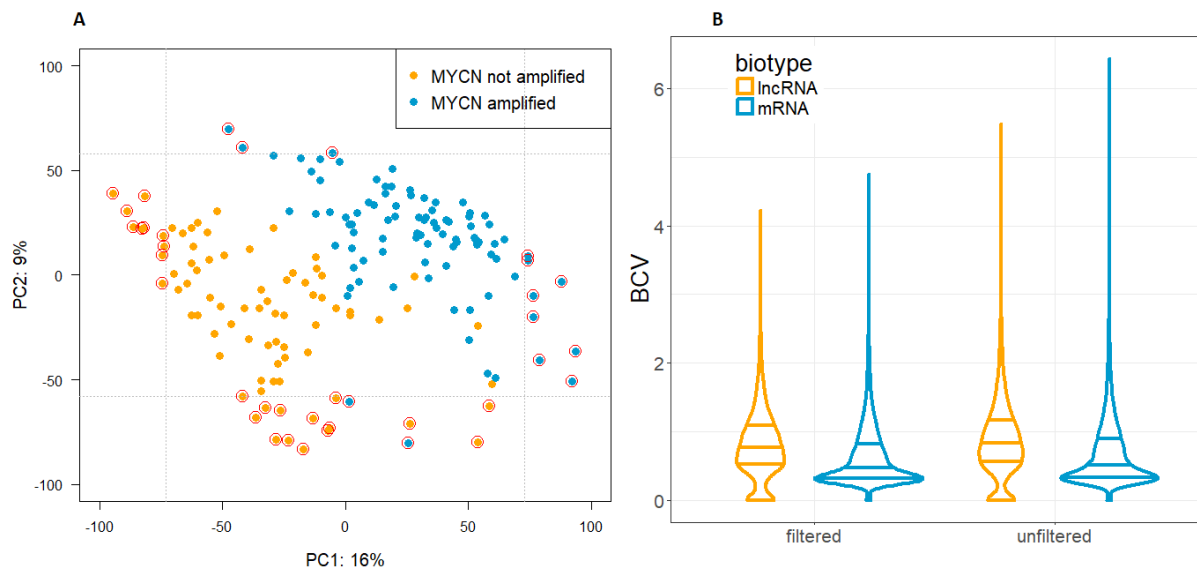

Figure S19: **Sample filtering and intra-group variability.** A-The first two PCs that jointly explain 25% of the total variability. Each dot represents a sample from the Zhang data and dots enclosed in a red circle indicate samples that have the top and bottom 10% of PC1 and PC2 (indicated by the grey dashed lines). B-The estimated biological coefficients of variation (BCV) for the filtered and unfiltered Zhang data. The BCVs are separately shown for mRNA and lncRNAs

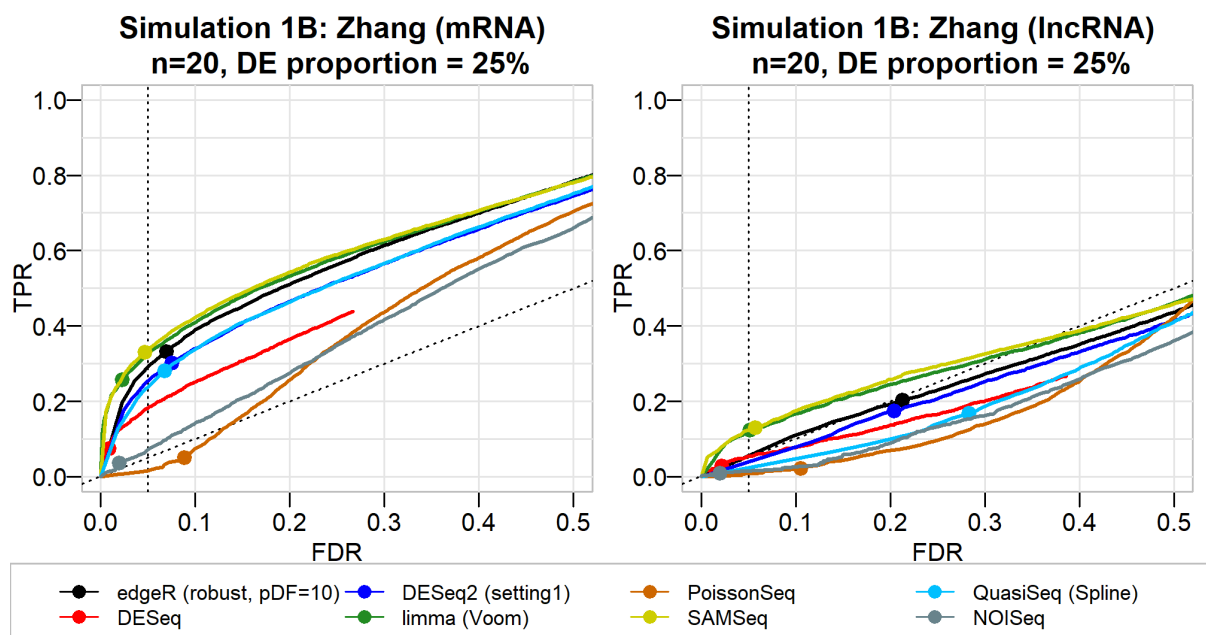

Figure S20: **Additional simulation results.** Performance (FDR and TPR) of DE tools for a simulated data with 25% true DE genes. The results are from simulation that started from a filtered Zhang data. The simulated data includes 20 samples per group and 25% DE genes.

#### 4.2.4 Distribution of P values

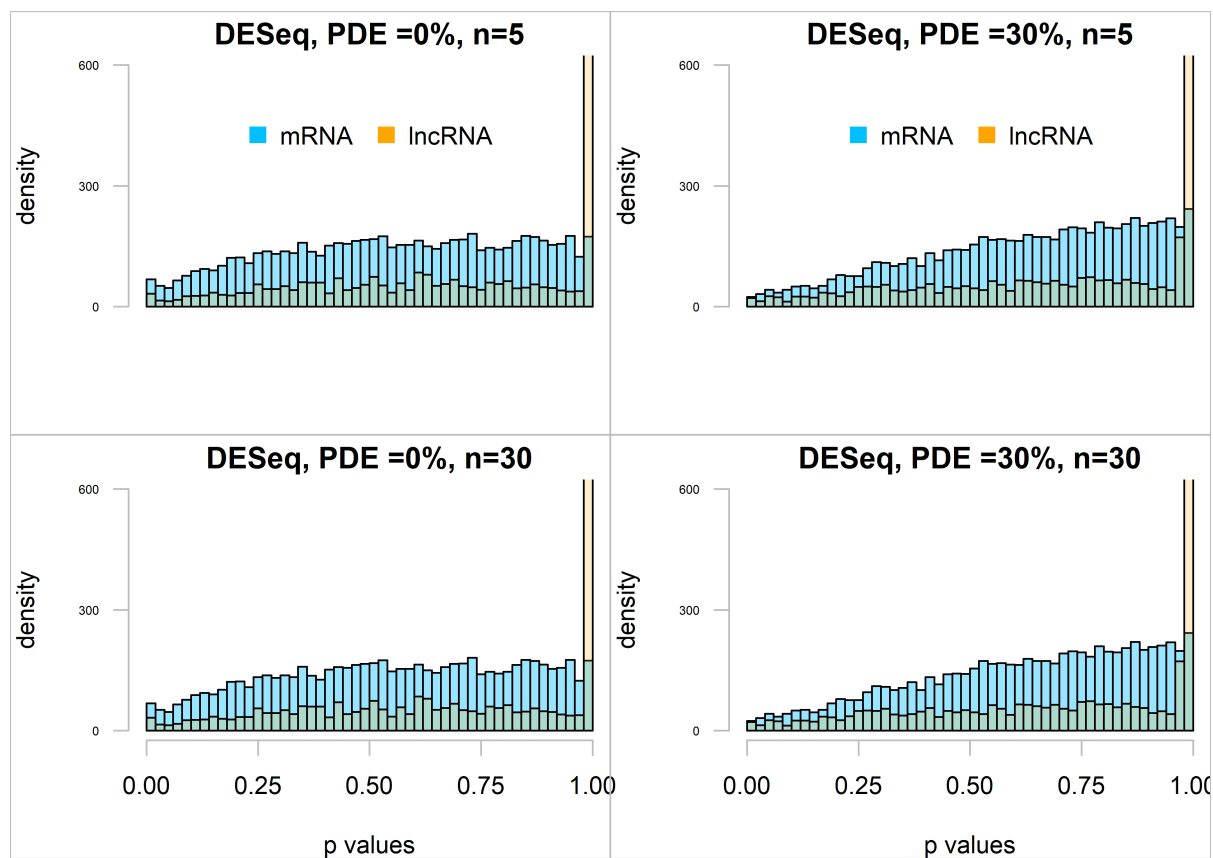

Figure S21: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

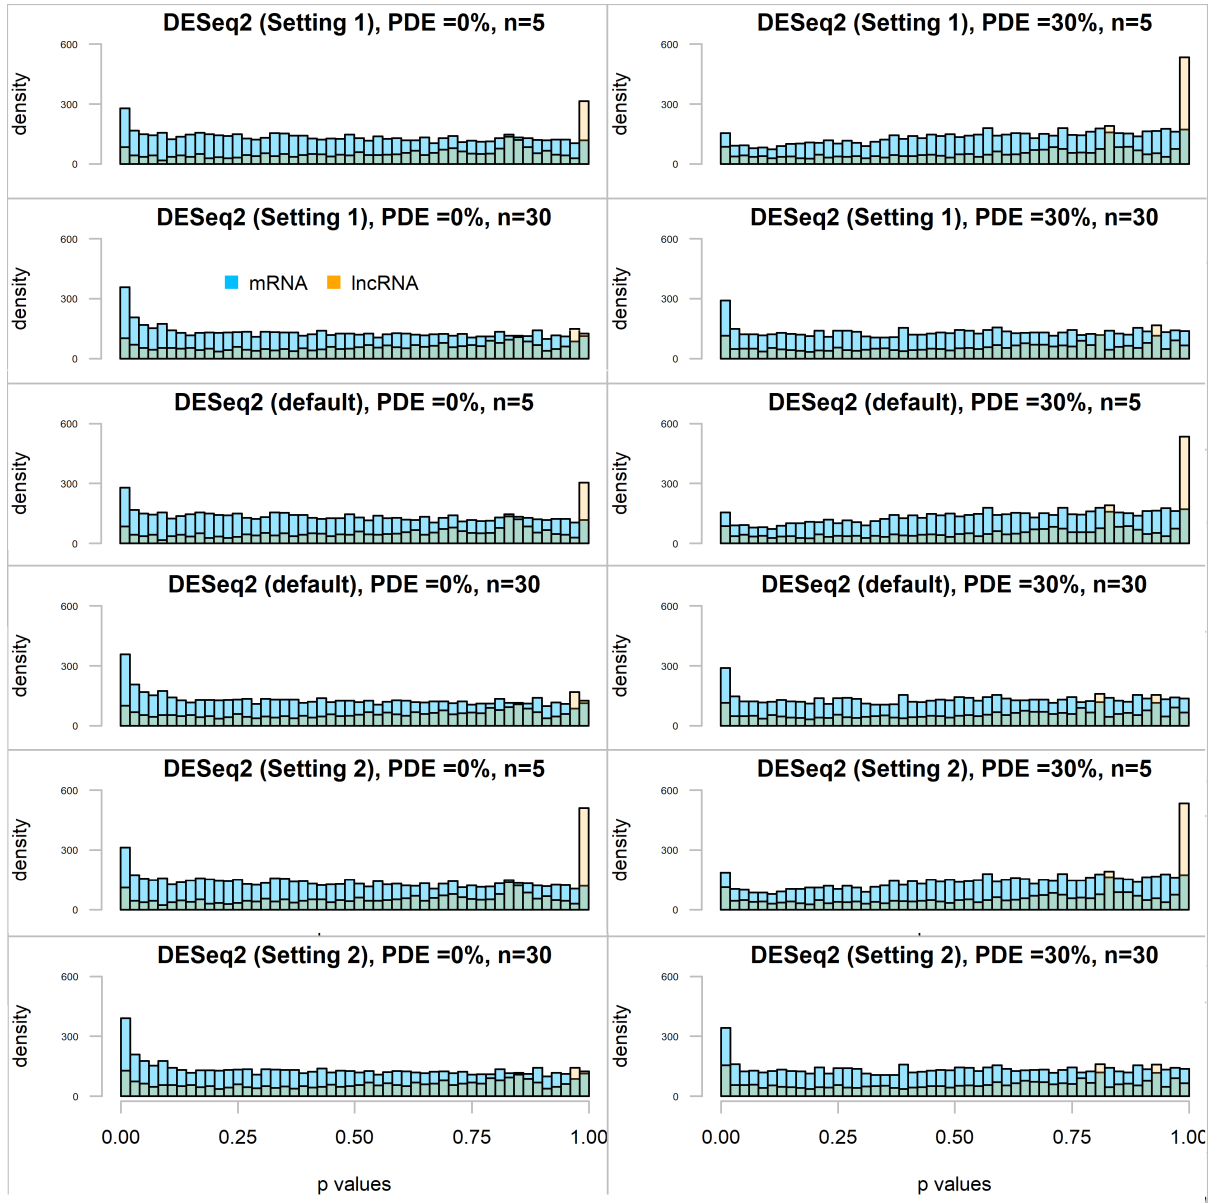

Figure S22: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

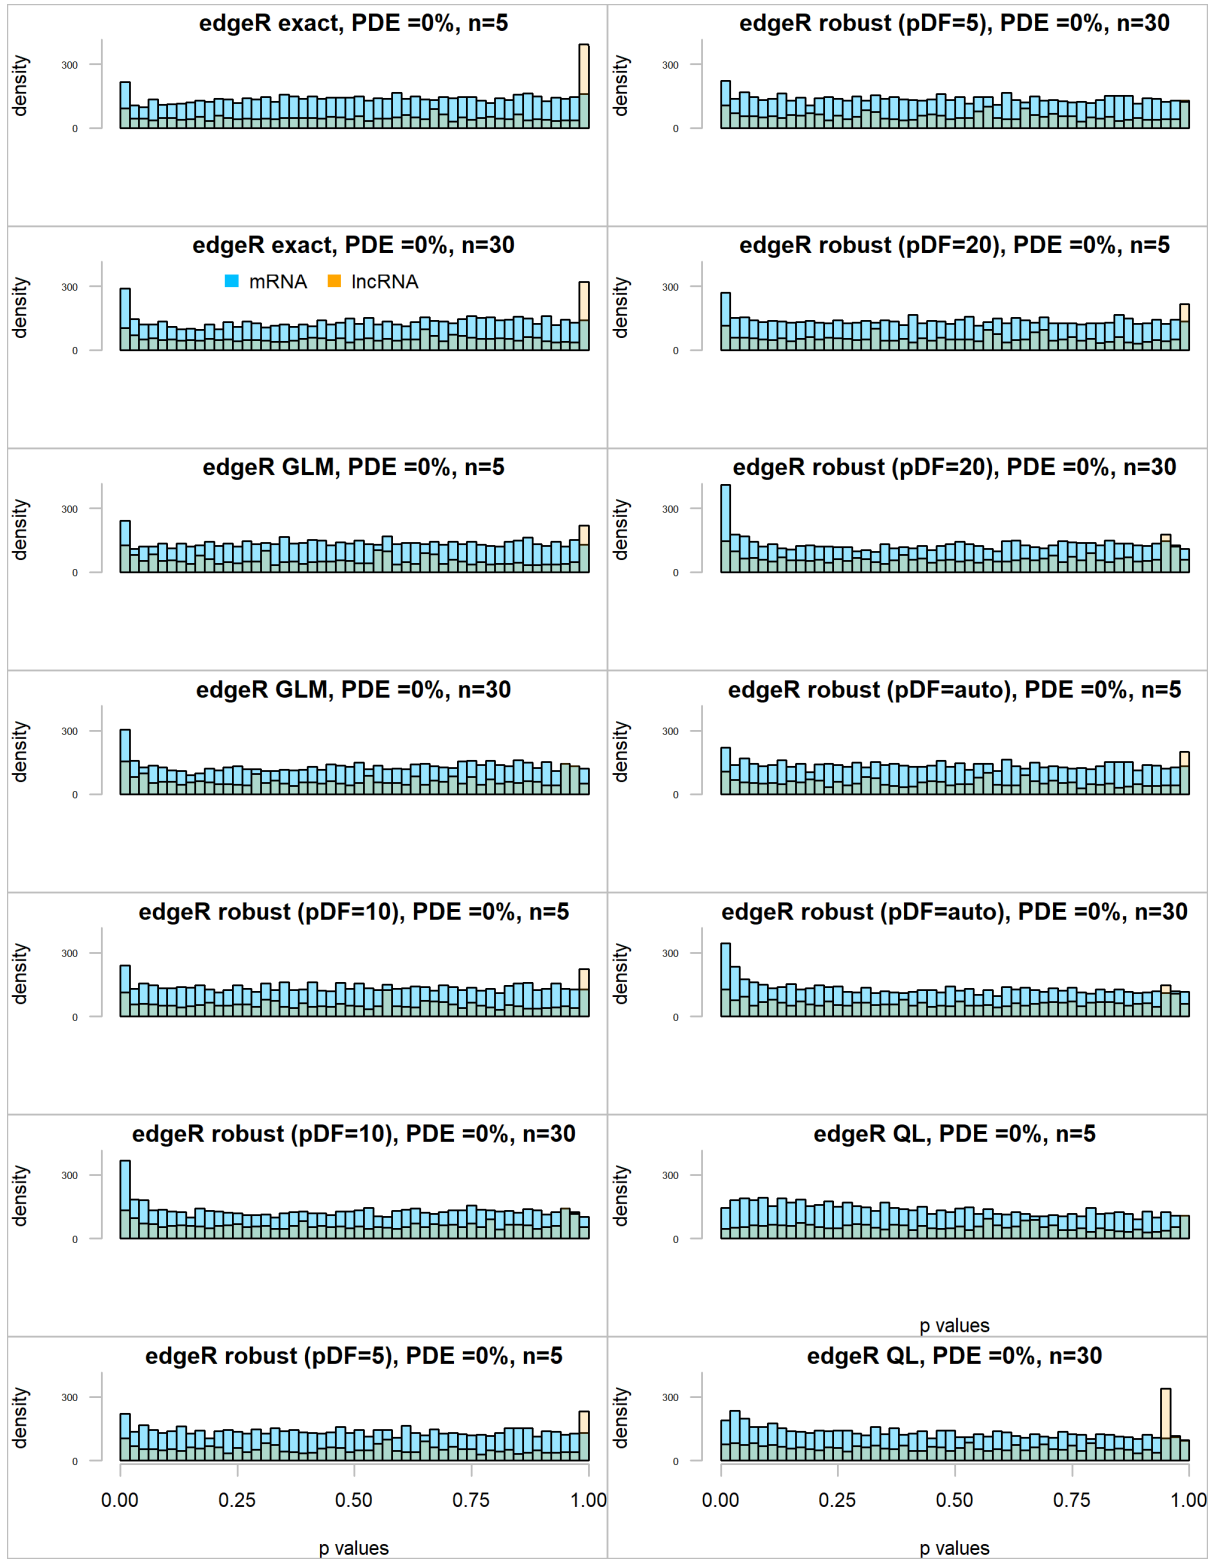

Figure S23: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

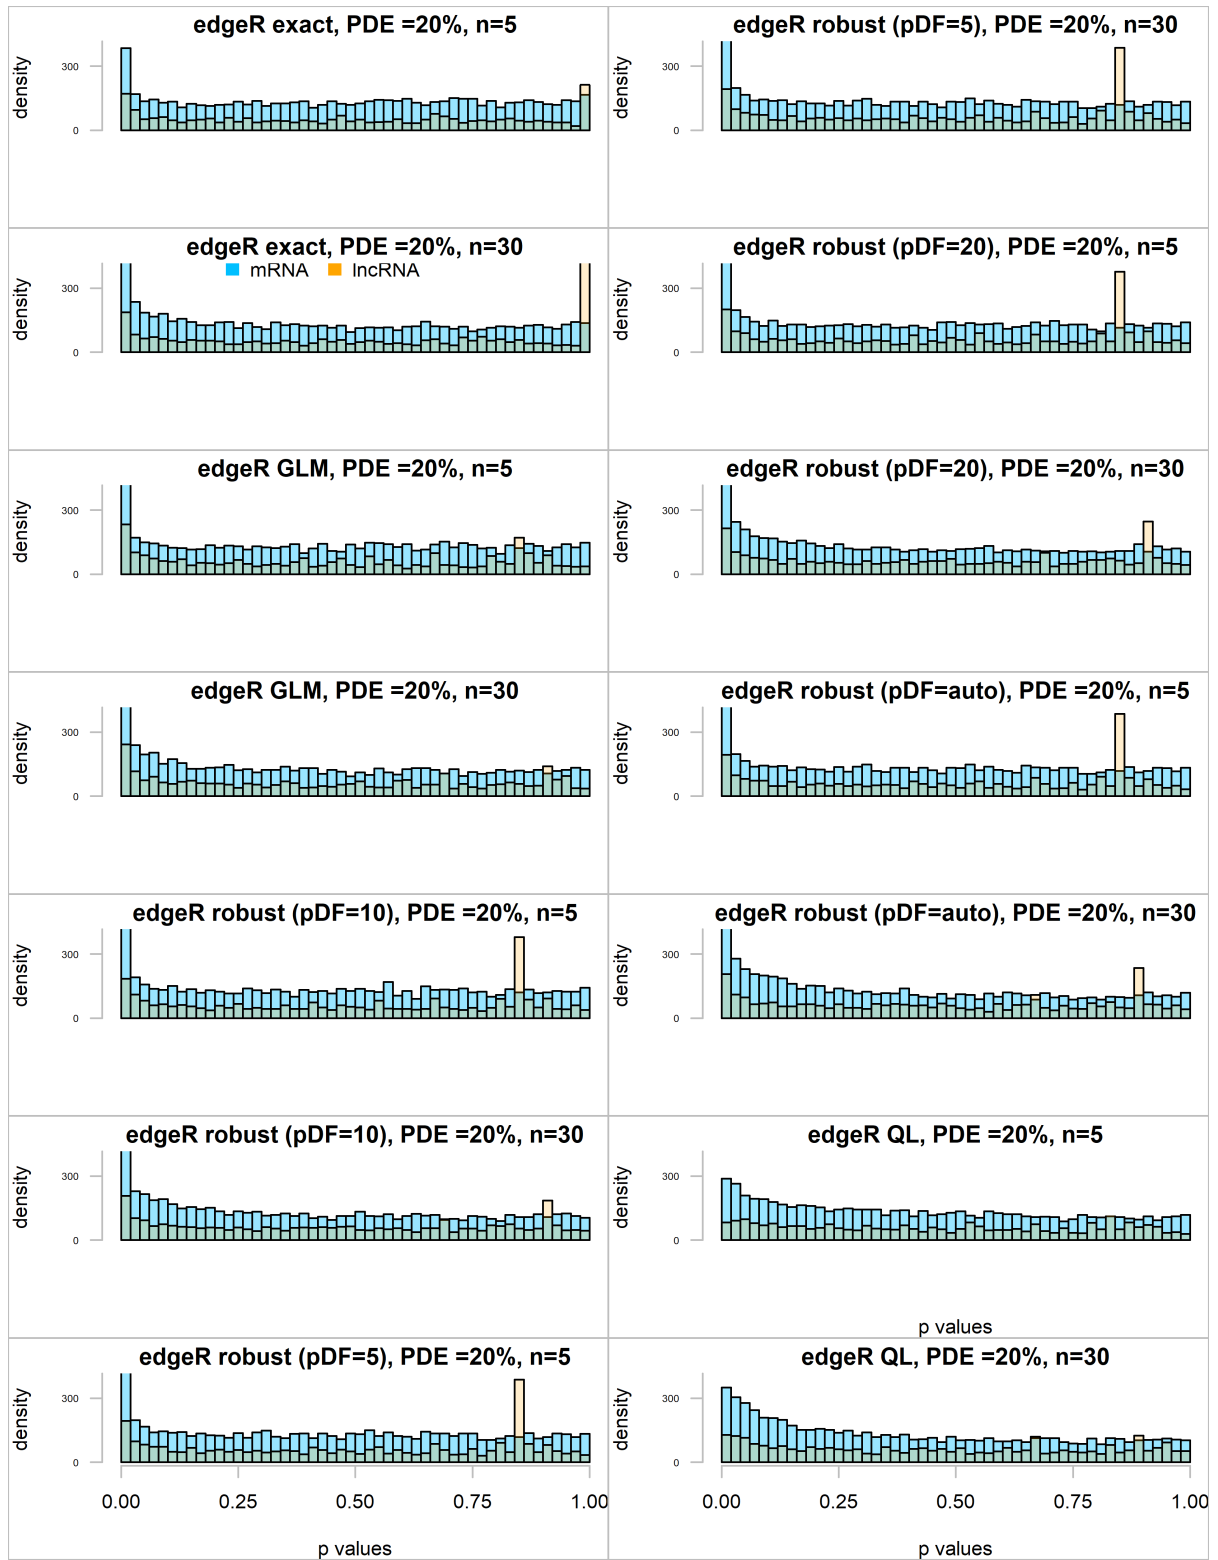

Figure S24: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

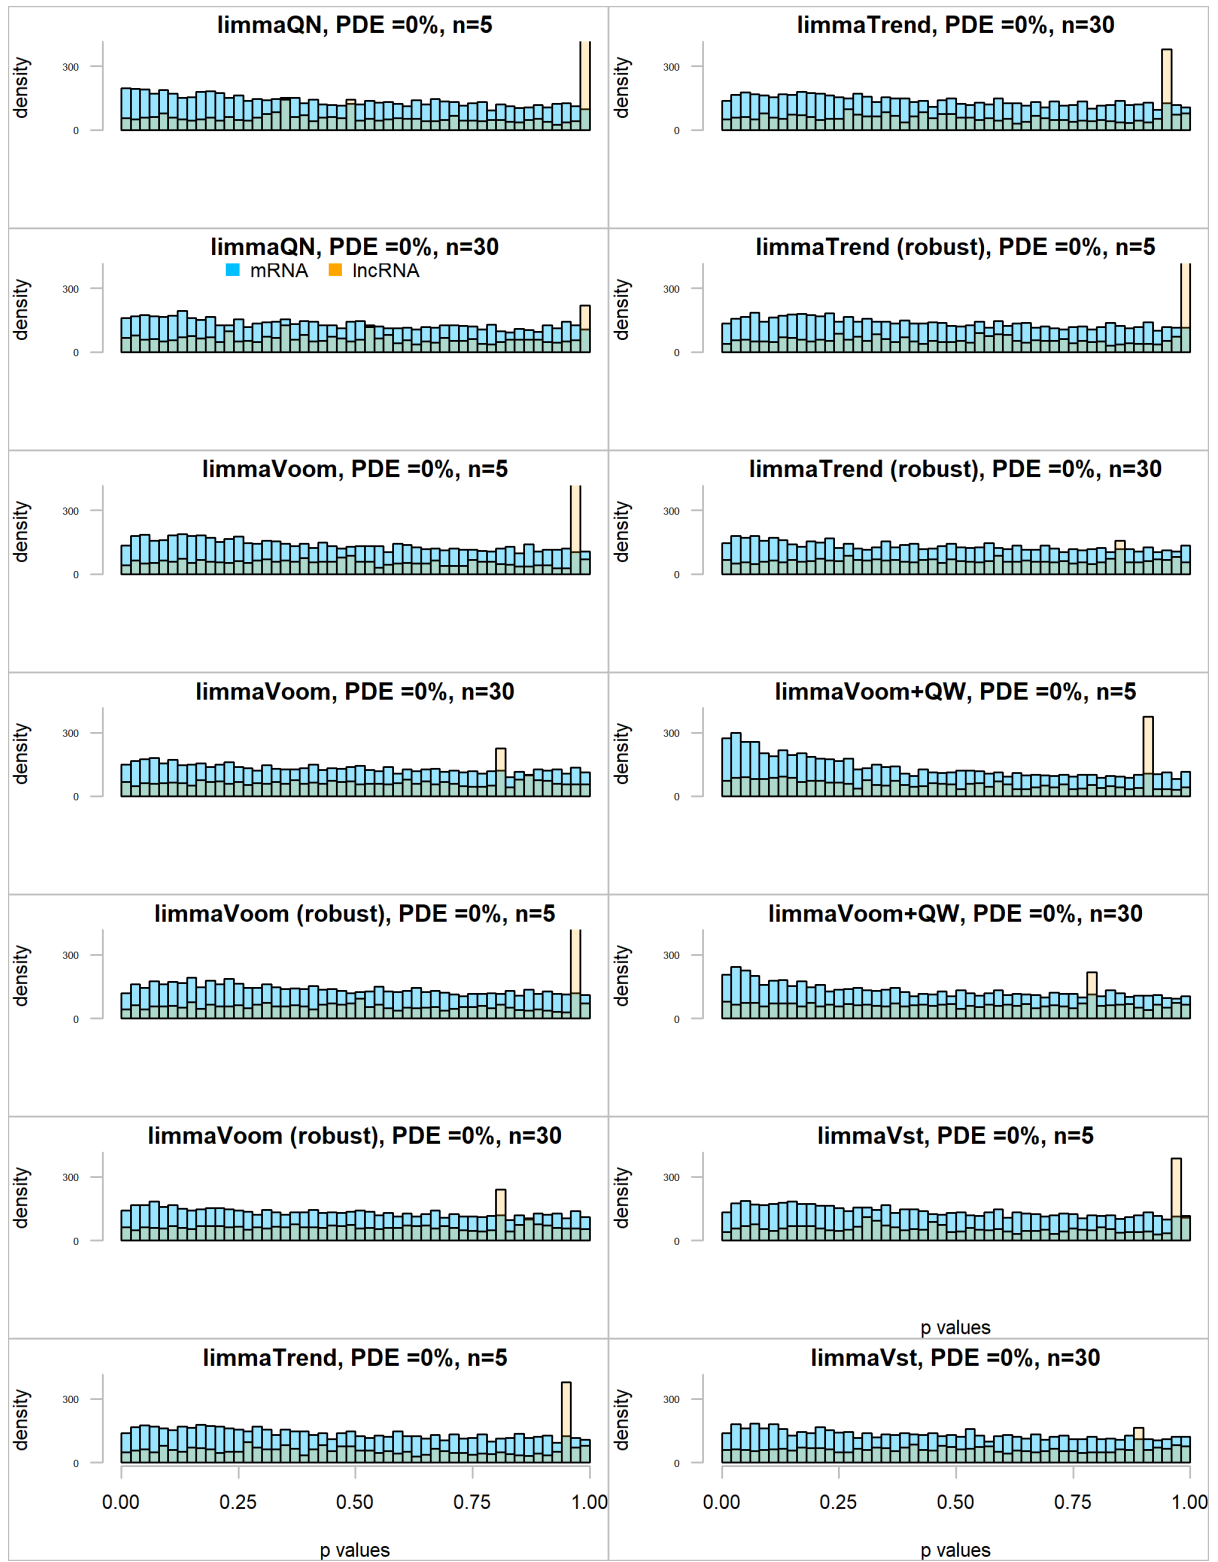

Figure S25: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

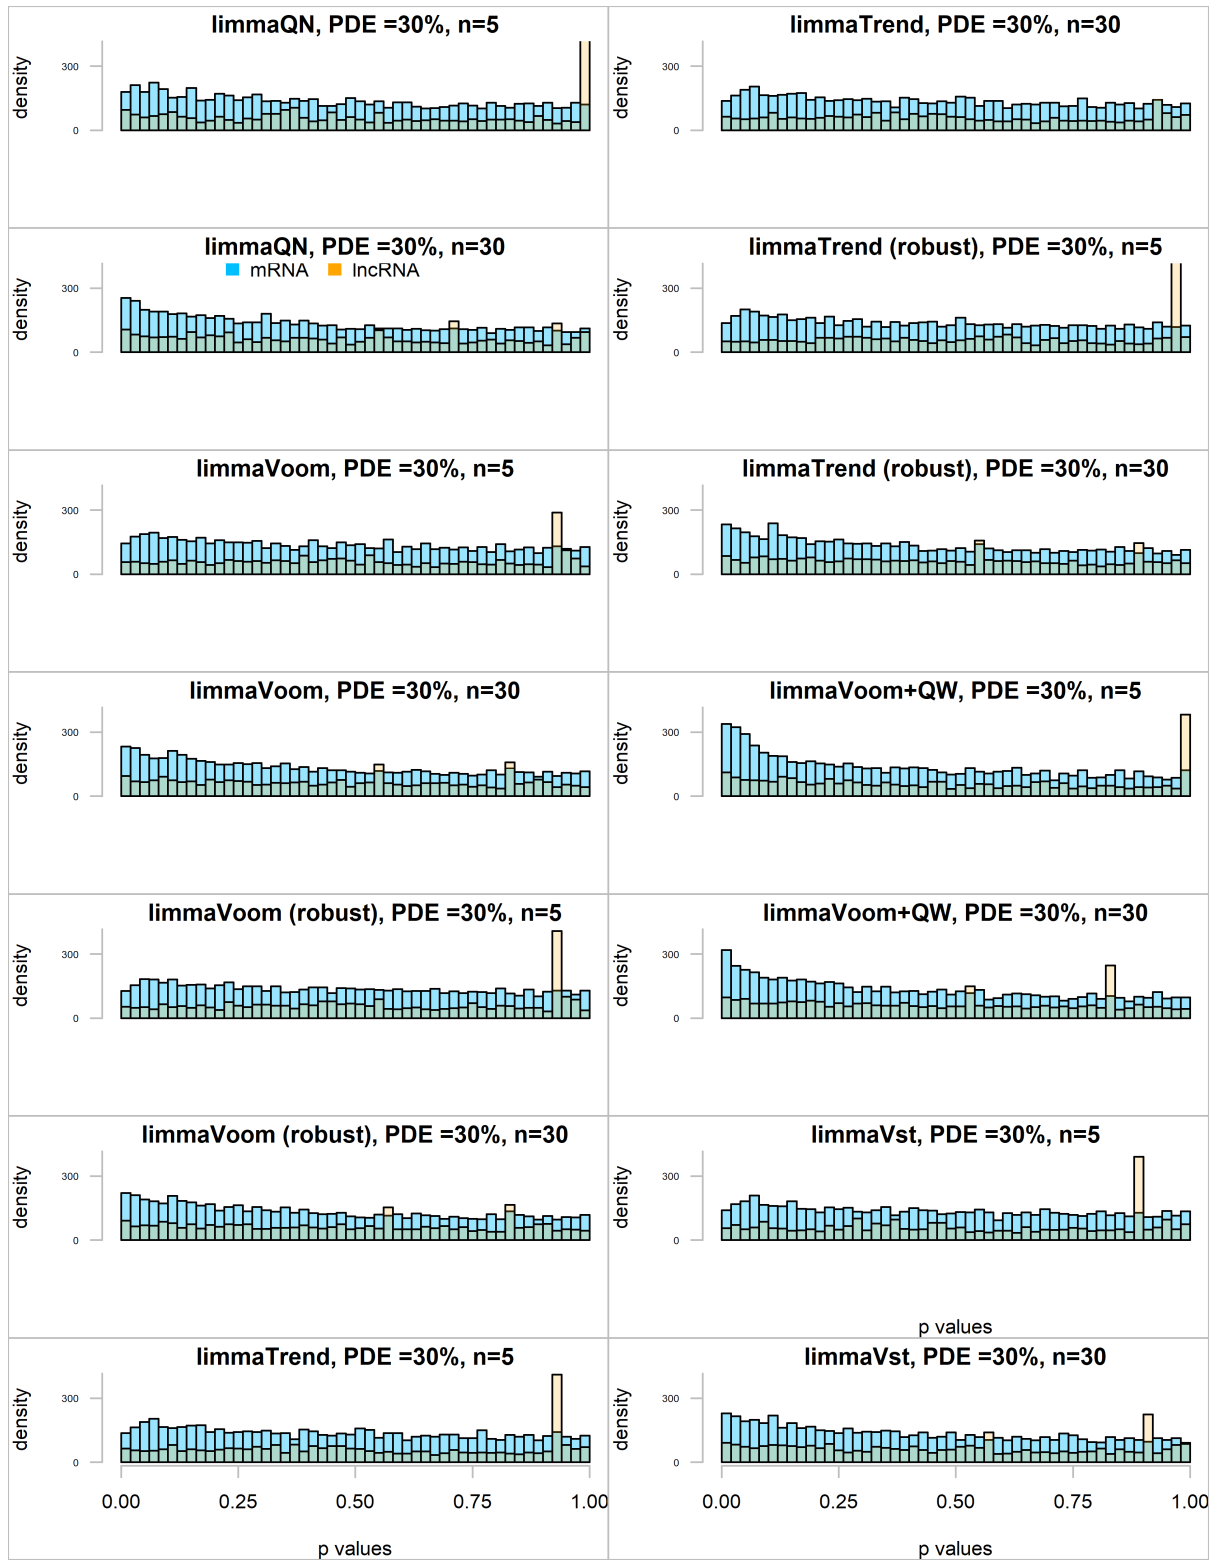

Figure S26: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

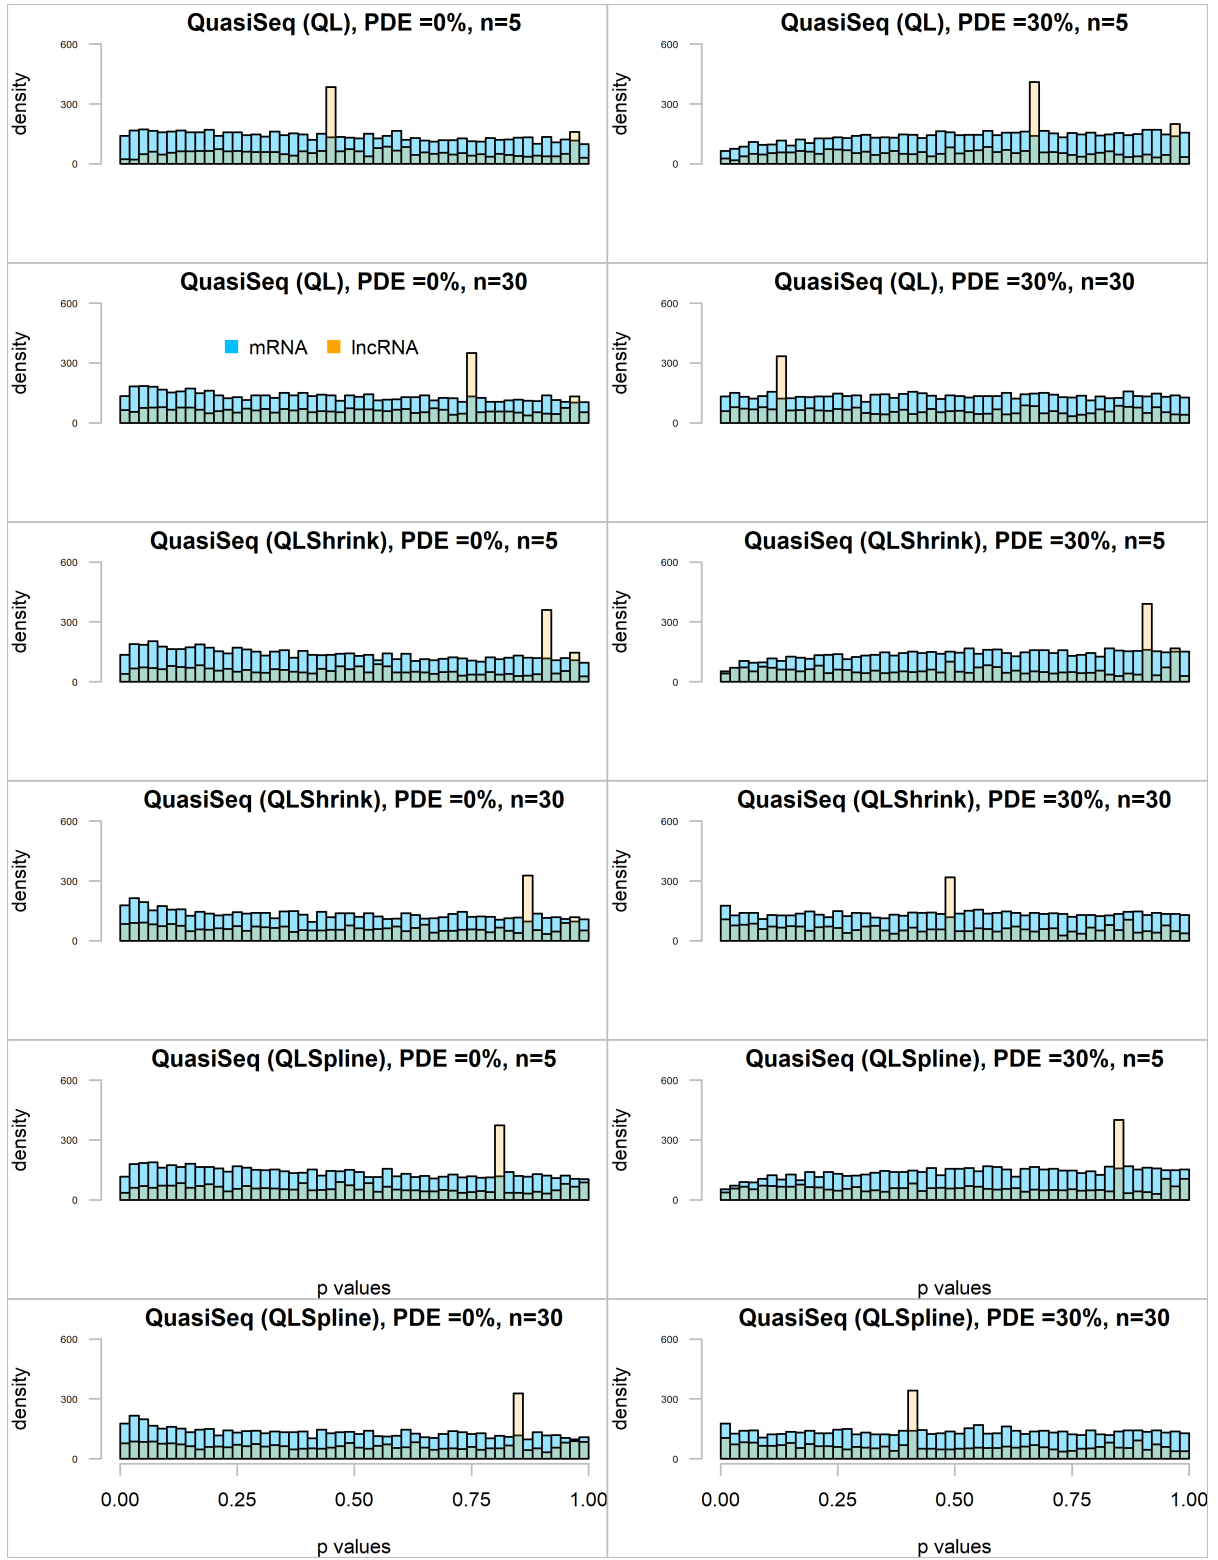

Figure S27: Distribution of p-values. The result is shown for a randomly selected simulation that starts from the Zhang data.

### 4.2.5 False positive rates

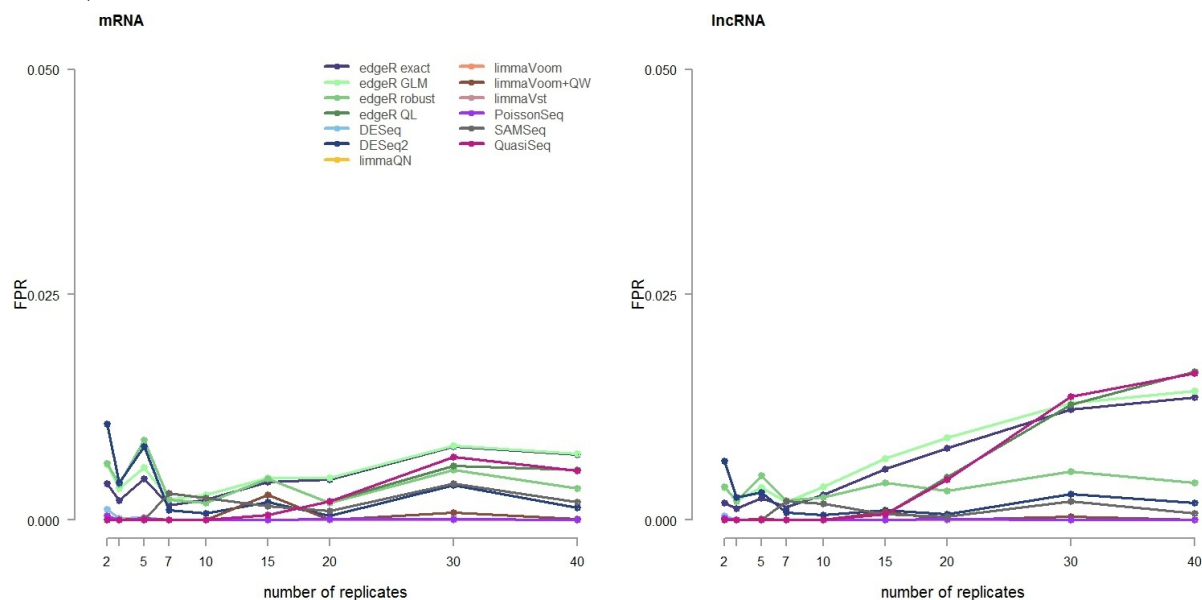

Figure S28: **Proportion of false positives.** It shows the average false positive rate of 13 DE tools. The average was calculated from 100 independent simulations each of with 0% true DE genes. The results are summarized for different number of replicates (2-40) and separately for mRNAs and lncRNAs.

#### 4.2.6 Separate versus joint analysis of lncRNA and mRNA

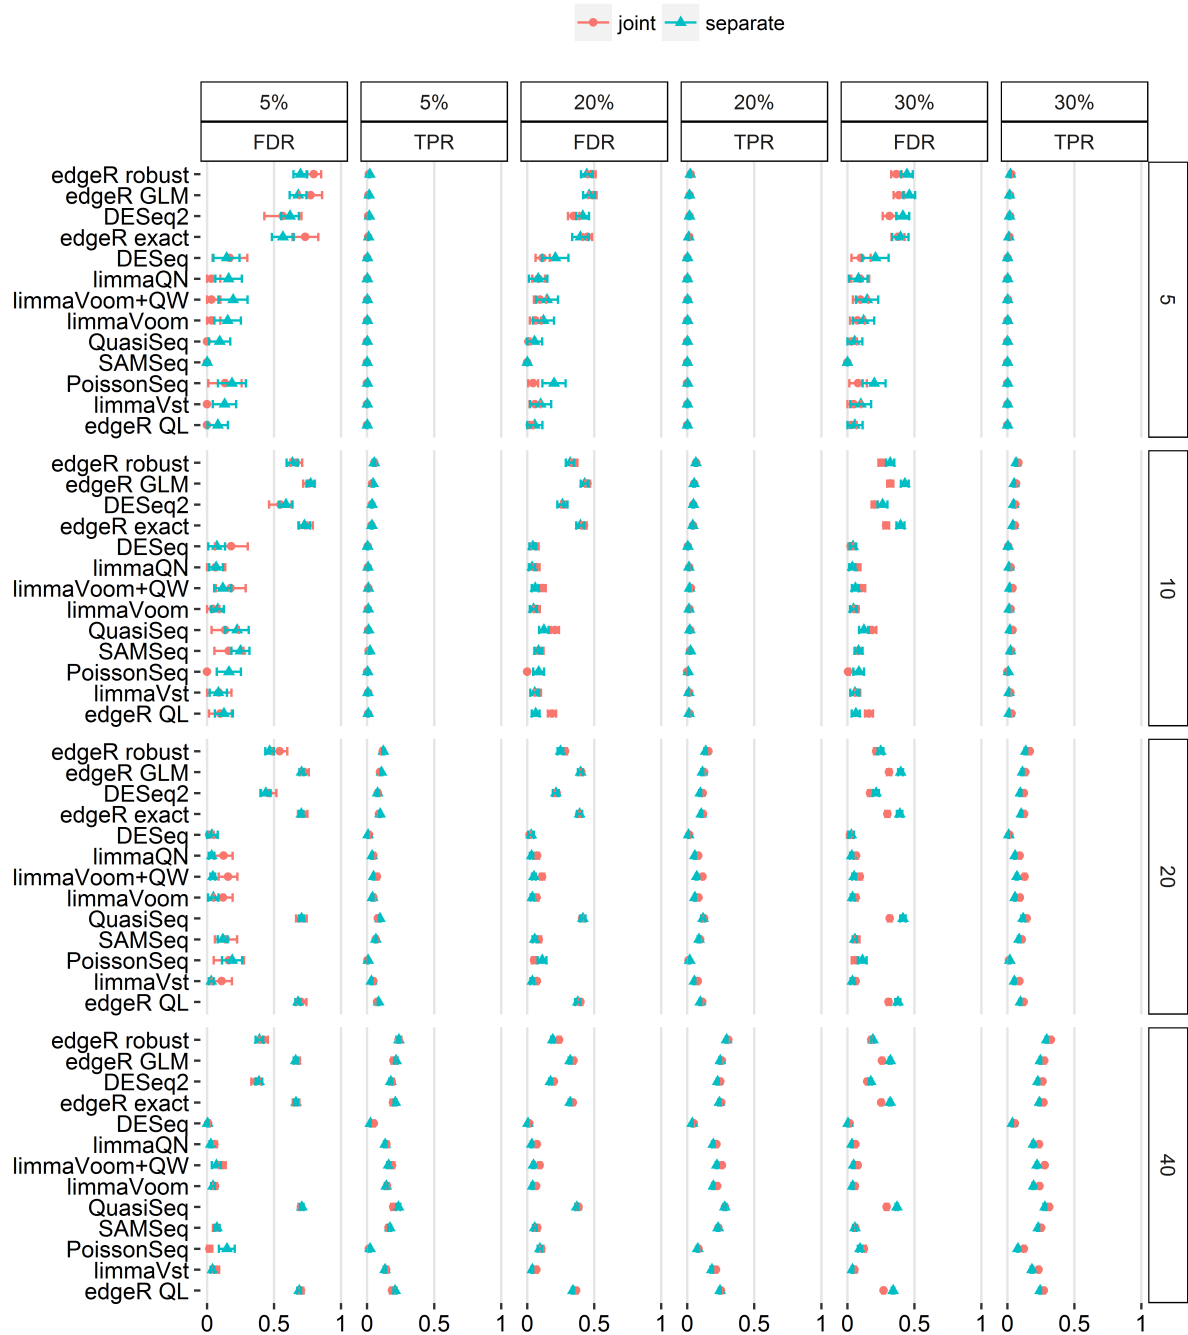

Figure S29: FDR and TPR of 13 DE pipelines for lncRNA from joint simulation with mRNA and separate simulation of lncRNAs (avoiding mRNAs first). It shows results for simulations with 5%, 20% and 30% proportion of true DE genes and n=5, 10, 20, and 40 replicates per group. The dots represent average results (FDR/TPR) calculated over 100 independent simulations. The error bars indicate the 95% interval estimate.

## References

1. Rapaport, F. *et al.* Comprehensive evaluation of differential gene expression analysis methods for RNA-seq data. *Genome biology* **14**, 1 (2013).
2. Sonesson, C. & Delorenzi, M. A comparison of methods for differential expression analysis of RNA-seq data. *BMC bioinformatics* **14**, 1 (2013).
3. Seyednasrollah, F., Laiho, A. & Elo, L. L. Comparison of software packages for detecting differential expression in RNA-seq studies. *Briefings in bioinformatics* **16**, 59–70 (2015).
4. Li, J., Witten, D. M., Johnstone, I. M. & Tibshirani, R. Normalization, testing, and false discovery rate estimation for RNA-sequencing data. *Biostatistics*, kxr031 (2011).
5. Schurch, N. J. *et al.* How many biological replicates are needed in an RNA-seq experiment and which differential expression tool should you use? *RNA* (2016).
6. Sahraeian, S. M. E. *et al.* Gaining comprehensive biological insight into the transcriptome by performing a broad-spectrum RNA-seq analysis. *Nature Communications* **8** (2017).
7. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2010).
8. Kornienko, A. E. *et al.* Long non-coding RNAs display higher natural expression variation than protein-coding genes in healthy humans. *Genome biology* **17**, 14 (2016).
9. Tsoi, L. C. *et al.* Analysis of long non-coding RNAs highlights tissue-specific expression patterns and epigenetic profiles in normal and psoriatic skin. *Genome biology* **16**, 1 (2015).
10. McCarthy, D. J., Campbell, K. R., Lun, A. T. L. & Wills, Q. F. Scater: pre-processing, quality control, normalisation and visualisation of single-cell RNA-seq data in R. *Bioinformatics* **14** Jan. doi:10.1093/bioinformatics/btw777. <<http://dx.doi.org/10.1093/bioinformatics/btw777>> (2017).
11. R Development Core Team. *R: A Language and Environment for Statistical Computing* ISBN 3-900051-07-0. R Foundation for Statistical Computing (Vienna, Austria, 2008). <<http://www.R-project.org>>.
12. Benidit, S. & Nettleton, D. SimSeq: a nonparametric approach to simulation of RNA-sequence datasets. *Bioinformatics* **31**, 2131–2140 (2015).
13. Strimmer, K. fdrtool: a versatile R package for estimating local and tail area-based false discovery rates. *Bioinformatics* **24**, 1461–1462 (2008).
14. Robinson, M. D. & Oshlack, A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome biology* **11**, 1 (2010).

# Supplementary material for: Differential gene expression analysis tools exhibit substandard performance for long non-coding RNA-sequencing data
**Source:** Genome Biol. 2018 Jul 24;19:96. doi: 10.1186/s13059-018-1466-5
**Supplement:** Supplementary file 2 — Supplementary data. Detailed results of comparisons of normalization methods. (HTML 2067 kb)

Additional File 2: Comparing normalization methods

# Additional File 2: Comparing normalization methods

#### *Alemu Takele Assefa, Katrijn De Paepe, Celine Everaert, Pieter Mestdagh, Olivier Thas, Jo Vandesompele*

#### *February 26, 2018*

- 1 Normalization Methods
- 2 Comparison of normalization methods
  - 2.1 Preliminary processes
  - 2.2 Distribution of the relative-log-expression
  - 2.3 Distribution of coefficients of variations (CV)
  - 2.4 Effect of normalization methods on DGE analysis
- 3 Overall summary and conclusion
- 4 References

# 1 Normalization Methods

Normalization is an essential procedure in transcriptome data analysis. Its aim is to remove technical artifacts such as the differences in the number of reads per sample, biases introduced by library preparation protocols, sequencing platforms and nucleotide compositions (e.g. the GC-content) [1]. A number of normalization methods have been introduced that come with DGE analysis tools. Previous studies [1–4] have pointed out that the normalization procedure can affect the DE results. Therefore, comparing DE tools requires careful attention to the normalization methods. Hence, we first explored the performance of 5 normalization methods that are used in conjunction with the DE methods evaluated in our study. The normalization methods were compared using the metrics from Dillies et al. [1], such as their capability to reduce variability from technical sources, their capability of eliminating bias due to library size differences, and their effect on DGE analysis.

Five normalization methods are evaluated in this study: quantile normalization [5] implemented in limma (limmaQN), Trimmed Mean of M-values [6] implemented in edgeR, limma (limmaVoom and limmaVoom+QW), baySeq, and QuasiSeq, Medians of Ratios (MR) [7] implemented in DESeq, DESeq2, and limma (limmaVst), the goodness-of-fit statistics [8] approach in PoissonSeq, and the re-sampling technique [9] implemented in SAMSeq. To examine the effect of normalization on DGE analysis, we applied a moderated t-test [10] in combination to each of the five normalization methods. Afterwards, the extent of (dis)similarity of results is used as an indicator of normalization effect on DGE analysis.

**Quantile normalization (QN)**[5] makes the empirical distribution of gene expression levels from each sample identical. To do so, it forces each quantile to be the same across samples. Given a matrix of gene expression (genes are represented in rows and samples are in columns), QN involves three steps: order values in each sample, replace the values of each row with the average of that row, and finally re-order back to the original order.

**Trimmed Mean of M-values (TMM)**[6]: assumes that most genes are not DE. Considering one sample (typically the first) as a reference and others as test samples, it computes a TMM factor for each sample. For each test sample, TMM is computed as the weighted mean of log ratios between this test and the reference, after exclusion of the most expressed genes and the genes with the largest log ratios. Since most genes are assumed to be not DE, the TMM factor is expected be close to 1. Otherwise, its value provides an estimate of the correction factor that must be applied to the library sizes (and not the raw counts) in order to fulfill the assumption. In particular, the *calcNormFactors()* function in the edgeR package provides these scaling factors. To obtain normalized read counts, these normalization factors are re-scaled by the mean of the normalized library sizes. Normalized read counts are obtained by dividing raw read counts by these re-scaled normalization factors.

**DESeq**[7]: This normalization method is introduced with the DESeq package[7] (and hence we call it DESeq normalization). It also assumes that most genes are not DE. A DESeq scaling factor for a given sample is computed as the median of the ratio, for each gene, of its read count over its geometric mean across all samples. The underlying idea is that non-DE genes should have similar read counts across samples, leading to a ratio of 1. Assuming most genes are not DE, the median of this ratio for the lane provides an estimate of the correction factor that should be applied to all read counts of this sample to fulfill the assumption. The *estimateSizeFactors()* and *sizeFactors()* functions in the DESeq package provide the DESeq factors. To obtain the normalized counts, raw read counts are divided by the factor associated with their sequencing sample.

**PoissonSeq normalization**[8] estimates the sequencing depth for each sample based on counts from candidate genes. Genes with Poisson goodness-of-fit statistics within (\(\epsilon\), \(1-\epsilon\)) will be included to the candidate genes. \(\epsilon\) is 0.25 by default, such that 50% of genes are used to estimate the sequencing depth. The concept is similar to the total count normalization (TCN) except that calculation of the sequencing depth in TCN uses read-counts from all genes. PoissonSeq sequencing depth are obtained using the function *PS.Est.Depth()*, and subsequently normalized counts are obtained by scaling counts by the inverse of the estimated sequencing depth.

**SAMSeq normalization**[9] uses resampling strategy to alleviate the sequencing depth differences between samples. RNA fragment reads mapped to each feature are resampled under the assumption that read-counts follow Poisson distribution. Specifically, the so-called âPoisson re-samplingâ strategy resamples each sample to a sequencing depth that is the geometric mean of the sequencing depths for all experiments. To minimize its limitations for features with low counts, it repeats the resampling S times (S = 20 is recommended) and take the average.

# 2 Comparison of normalization methods

## 2.1 Preliminary processes

#### 2.1.0.1 Load required packages

```
library(edgeR)
library(DESeq2)
library(samr)
library(PoissonSeq)
library(preprocessCore)
library(ConsRank)
library(dplyr)
library(magrittr)
library(ggplot2)
require(gridExtra)
library(broman)
library(psych)
library(UpSetR) 
library(knitr)
library(kableExtra)
```

#### 2.1.0.2 Load working datasets

```
## [1] "CRC AZA data"
```

```
## [1] "... ... number of mRNA genes = 14658"
```

```
## [1] "... ... number of samples    = 6"
```

```
## [1] "NGP nutlin data"
```

```
## [1] "... ... number of mRNA genes   = 17489"
```

```
## [1] "... ... number of lncRNA genes = 8929"
```

```
## [1] "... ... number of samples      = 20"
```

```
## [1] "Hammer data"
```

```
## [1] "... ... number of mRAN genes = 15908"
```

```
## [1] "... ... number of samples    = 4"
```

```
## [1] "Bottomly data"
```

```
## [1] "... ... number of mRNA genes = 12784"
```

```
## [1] "... ... number of samples    = 21"
```

```
## [1] "GTEx data"
```

```
## [1] "... ... number of mRNA genes = 18636"
```

```
## [1] "... ... number of samples    = 40"
```

```
## [1] "Zhang data"
```

```
## [1] "... ... number of mRNA genes   = 19381"
```

```
## [1] "... ... number of lncRNA genes = 12509"
```

```
## [1] "... ... number of samples      = 40"
```

#### 2.1.0.3 Load functions created to facilitate comparison of normalization methods

```
source("functions for normalization comparison.R")
```

#### 2.1.0.4 Normalize datasets

```
  QN.counts.Zhang          <- Normalize(counts.Zhang, group.Zhang, norm.method="QN")
  TMM.counts.Zhang         <- Normalize(counts.Zhang, group.Zhang, norm.method="TMM")
  DESeq.counts.Zhang       <- Normalize(counts.Zhang, group.Zhang, norm.method="DESeq")
  PoissonSeq.counts.Zhang  <- Normalize(counts.Zhang, group.Zhang, norm.method="PoissonSeq")
  SAMSeq.counts.Zhang      <- Normalize(counts.Zhang, group.Zhang, norm.method="SAMSeq")
  
  QN.counts.NGP          <- Normalize(counts.NGP, group.NGP, norm.method="QN")
  TMM.counts.NGP         <- Normalize(counts.NGP, group.NGP, norm.method="TMM")
  DESeq.counts.NGP       <- Normalize(counts.NGP, group.NGP, norm.method="DESeq")
  PoissonSeq.counts.NGP  <- Normalize(counts.NGP, group.NGP, norm.method="PoissonSeq")
  SAMSeq.counts.NGP      <- Normalize(counts.NGP, group.NGP, norm.method="SAMSeq")
  
  QN.counts.CRC          <- Normalize(counts.CRC, group.CRC, norm.method="QN")
  TMM.counts.CRC         <- Normalize(counts.CRC, group.CRC, norm.method="TMM")
  DESeq.counts.CRC       <- Normalize(counts.CRC, group.CRC, norm.method="DESeq")
  PoissonSeq.counts.CRC  <- Normalize(counts.CRC, group.CRC, norm.method="PoissonSeq")
  SAMSeq.counts.CRC      <- Normalize(counts.CRC, group.CRC, norm.method="SAMSeq")
  
  QN.counts.Hammer          <- Normalize(counts.Hammer, group.Hammer, norm.method="QN")
  TMM.counts.Hammer         <- Normalize(counts.Hammer, group.Hammer, norm.method="TMM")
  DESeq.counts.Hammer       <- Normalize(counts.Hammer, group.Hammer, norm.method="DESeq")
  PoissonSeq.counts.Hammer  <- Normalize(counts.Hammer, group.Hammer, norm.method="PoissonSeq")
  SAMSeq.counts.Hammer      <- Normalize(counts.Hammer, group.Hammer, norm.method="SAMSeq")
  
  QN.counts.Bottomly          <- Normalize(counts.Bottomly, group.Bottomly, norm.method="QN")
  TMM.counts.Bottomly         <- Normalize(counts.Bottomly, group.Bottomly, norm.method="TMM")
  DESeq.counts.Bottomly       <- Normalize(counts.Bottomly, group.Bottomly, norm.method="DESeq")
  PoissonSeq.counts.Bottomly  <- Normalize(counts.Bottomly, group.Bottomly, norm.method="PoissonSeq")
  SAMSeq.counts.Bottomly      <- Normalize(counts.Bottomly, group.Bottomly, norm.method="SAMSeq")
  
  QN.counts.GTEx          <- Normalize(counts.GTEx, group.GTEx, norm.method="QN")
  TMM.counts.GTEx         <- Normalize(counts.GTEx, group.GTEx, norm.method="TMM")
  DESeq.counts.GTEx       <- Normalize(counts.GTEx, group.GTEx, norm.method="DESeq")
  PoissonSeq.counts.GTEx  <- Normalize(counts.GTEx, group.GTEx, norm.method="PoissonSeq")
  SAMSeq.counts.GTEx      <- Normalize(counts.GTEx, group.GTEx, norm.method="SAMSeq")
```

## 2.2 Distribution of the relative-log-expression

The relative-log-expression (RLE) plots [11] are used to show the distribution of relative expression in each sample before and after normalization (QN, DESeq, TMM, PoissonSeq, and SAMSeq) for the 6 datasets. Box plots of RLE for each sample indicate the presence of unwanted variation related to sample quality and/or library size differences. Ideally, the boxes show small spread around 0. A sample that has quality problems may result in a box that has greater spread or is not centered near 0 [11]. A constant 1 is added to each observation in order to avoid the problem of taking logarithmic of 0. The two colors represent the two conditions. For clarity, the title of each plot refers the type of normalization method applied.

#### 2.2.0.1 RLE plots of the CRC AZA data

Figure S1

#### 2.2.0.2 RLE plots of the Hammer data

Figure S2

#### 2.2.0.3 RLE plots of the Bottomly data

Figure S3

#### 2.2.0.4 RLE plots of the GTEx data

A random selection of 20 samples in each group is used  Figure S4

#### 2.2.0.5 RLE plots of the Zhang data

A random selection of 20 samples in each group is used  Figure S5

#### 2.2.0.6 RLE plots of the NGP nutlin data

Figure S6

## 2.3 Distribution of coefficients of variations (CV)

Violin plots are used to compare and demonstrate the distribution of empirically calculated gene-wise group-specific coefficients of variation (standard deviation/mean) before and after normalization for each dataset. The three black horizontal lines in each violin plot represent the third, second, and first quartiles of CV values respectively from upper to lower.

#### 2.3.0.1 Distribution of coefficients of variation from the CRC AZA data

Figure S7

#### 2.3.0.2 Distribution of coefficients of variation from the Hammer data

Figure S8

#### 2.3.0.3 Distribution of coefficients of variation from the Bottomly data

Figure S9

#### 2.3.0.4 Distribution of coefficients of variation from the GTEx data

A random selection of 20 samples in each group is used  Figure S10

#### 2.3.0.5 Distribution of coefficients of variation from the Zhang data

A random selection of 20 samples in each group is used  Figure S11

#### 2.3.0.6 Distribution of coefficients of variation from the NGP nutlin data

Figure S12

## 2.4 Effect of normalization methods on DGE analysis

To examine the effect of normalization methods on differential gene expression (DGE) analysis, we applied moderated t-test in combination to each of the five normalization methods. The moderated t-test was applied on a log2-transformed normalized counts with a constant 1 is added to avoid taking logarithm of 0. Genes are called significantly differentially expressed (SDE) at 5% nominal FDR. Afterwards, the extent of dissimilarity of results was used as an indicator of normalization effect on DGE analysis.

#### 2.4.0.1 The CRC AZA data

Figure S13: UpSet plot to visualize intersection size between the five normalization methods based on analysis of the CRC AZA data using moderated t test.

#### 2.4.0.2 The Hammer data

Figure S14: UpSet plot to visualize intersection size between the five normalization methods based on analysis of the Hammer data using moderated t test.

#### 2.4.0.3 The Bottomly data

Figure S15: UpSet plot to visualize intersection size between the five normalization methods based on analysis of the Bottomly data using moderated t test.

#### 2.4.0.4 The GTEx data

A random selection of 20 samples in each group is used.

Figure S16: UpSet plot to visualize intersection size between the five normalization methods based on analysis of the GTEx data using moderated t test.

#### 2.4.0.5 The Zhang data

A random selection of 20 samples in each group is used.

Figure S17: UpSet plot to visualize intersection size between the five normalization methods based on analysis of the Zhang data using moderated t test.

#### 2.4.0.6 NGP nutlin data

Figure S18: UpSet plot to visualize intersection size between the five normalization methods based on analysis of the NGP nutlin data using moderated t test.

# 3 Overall summary and conclusion

The large difference in the number of reads per sample (library size) is one main hamper for direct comparison of samples. This systematic technical variation can potentially confound the true biological differences. The primary objective of normalization is to alleviate such unwanted variation prior to the down-stream analysis. The distribution of normalized counts is one and the simplest way to demonstrate the existence of unwanted variation related the difference in library sizes. From results presented in [Section 2.2][Distribution of raw and normalized counts], box plots of log-transformed counts showed that for all six datasets, all normalization methods succeeded in aligning the sample specific distributions and hence no library size effects were noticeable after normalization.

Studies demonstrated that the gene wise coefficients of variation (CV) has two components, i.e. a technical and a biological component [7, 12]. Since normalization aims at removing sources of technical variations, the overall variability (as measured by CV) across samples is expected to be lower (only biological variation remains) for normalized counts compared to that of non-normalized counts. In order to ascertain this assumption, we compared the empirical distribution of condition-specific gene-wise CV (= standard deviation divided by arithmetic mean of counts) computed before and after normalization across the six datasets. This metric was significantly reduced for all datasets by all normalization procedures (see Section 2.3).

To examine the effect of normalization on DGE analysis, we applied a moderated t-test [10] in combination with each of the five normalization methods. Afterwards, the extent of (dis)similarity of results is used as an indicator of normalization effect on DGE analysis. Similarity between any two normalization methods is quantified using the number of SDE genes they share in common (at 5% FDR), as well as proportion of overlap. This result is visualized using UpSet diagram [13] (see Section 2.4). The overlap of DE genes with different normalization methods was generally high (see Section 2.4). Ignoring quantile normalization (QN), on average (across the 6 dataset) a minimum of 86% similarity was observed. QN-based DE analysis gives deviating results, particularly for designs with small numbers of replicates ($<$5); the average minimum proportion of similarity was 70.1%. In line with this result for QN, the UpSet plot shows that the DGE test with QN results in relatively higher number of SDE genes that are not shared with the other procedures. On the other hand, TMM showed a minimum of 90.3%, 80.7%, and 80.3% proportion of overlap with DESeq, PoissonSeq and SAMSeq normalizations, respectively. DESeq showed a minimum of 83.6% and 83.2% similarity with PoissonSeq and SAMSeq, respectively. In addition, PoissonSeq and SAMSeq showed the highest similarity, a minimum of 98.2% proportion of overlap. Overall, the results suggest that all normalization methods have very similar performance, except QN.

# 4 References

1. Dillies M-A, Rau A, Aubert J, Hennequet-Antier C, Jeanmougin M, Servant N, et al. A comprehensive evaluation of normalization methods for illumina high-throughput rna sequencing data analysis. Briefings in bioinformatics. 2013;14:671–83.

2. Zyprych-Walczak J, Szabelska A, Handschuh L, Górczak K, Klamecka K, Figlerowicz M, et al. The impact of normalization methods on rna-seq data analysis. BioMed research international. 2015;2015.

3. Bullard JH, Purdom E, Hansen KD, Dudoit S. Evaluation of statistical methods for normalization and differential expression in mRNA-seq experiments. BMC bioinformatics. 2010;11:94.

4. Rapaport F, Khanin R, Liang Y, Pirun M, Krek A, Zumbo P, et al. Comprehensive evaluation of differential gene expression analysis methods for rna-seq data. Genome biology. 2013;14:3158.

5. Bolstad BM, Irizarry RA, Åstrand M, Speed TP. A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics. 2003;19:185–93.

6. Robinson MD, Oshlack A. A scaling normalization method for differential expression analysis of rna-seq data. Genome biology. 2010;11:R25.

7. Anders S, Huber W. Differential expression analysis for sequence count data. Genome biology. 2010;11:R106.

8. Li J, Witten DM, Johnstone IM, Tibshirani R. Normalization, testing, and false discovery rate estimation for rna-sequencing data. Biostatistics. 2012;13:523–38.

9. Li J, Tibshirani R. Finding consistent patterns: A nonparametric approach for identifying differential expression in rna-seq data. Statistical methods in medical research. 2013;22:519–36.

10. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, et al. Limma powers differential expression analyses for rna-sequencing and microarray studies. Nucleic acids research. 2015;43:e47–7.

11. Gentleman R, Carey V, Huber W, Irizarry R, Dudoit S. Bioinformatics and computational biology solutions using r and bioconductor. Springer Science & Business Media; 2006.

12. Robinson MD, Smyth GK. Small-sample estimation of negative binomial dispersion, with applications to sage data. Biostatistics. 2007;9:321–32.

13. Lex A, Gehlenborg N, Strobelt H, Vuillemot R, Pfister H. UpSet: Visualization of intersecting sets. IEEE transactions on visualization and computer graphics. 2014;20:1983–92.

# Supplementary material for: Differential gene expression analysis tools exhibit substandard performance for long non-coding RNA-sequencing data
**Source:** Genome Biol. 2018 Jul 24;19:96. doi: 10.1186/s13059-018-1466-5
**Supplement:** Supplementary file 3 — Supplementary data. Detailed results of concordance analysis of DE tools. (HTML 15901 kb)

Additional File 3:Concordance analysis for individual dataset

# Additional File 3:Concordance analysis for individual dataset

#### *Alemu Takele Assefa, Katrijn De Paepe, Celine Everaert, Pieter Mestdagh, Olivier Thas, Jo Vandesompele*

#### *February 26, 2018*

- 1 Analysis of the CRC AZA data
  - 1.1 Number of SDE genes
  - 1.2 Proportion of overlap
  - 1.3 Gene ranking agreement
  - 1.4 Similarity of log-fold-change estimates
  - 1.5 Distribution of raw p-values
- 2 Analysis of the Bottomly data
  - 2.1 Number of SDE genes
  - 2.2 Proportion of overlap
  - 2.3 Gene ranking agreement
  - 2.4 Similarity of log-fold-change estimates
  - 2.5 Distribution of raw p-values
- 3 Analysis of the Hammer data
  - 3.1 Number of SDE genes
  - 3.2 Proportion of overlap
  - 3.3 Gene ranking agreement
  - 3.4 Similarity of log-fold-change estimates
  - 3.5 Distribution of raw p-values
- 4 Analysis of the GTEx data
  - 4.1 Number of SDE genes
  - 4.2 Proportion of overlap
  - 4.3 Gene ranking agreement
  - 4.4 Similarity of log-fold-change estimates
  - 4.5 Distribution of raw p-values
- 5 Analysis of the Zhang data
  - 5.1 Number of SDE genes
  - 5.2 Proportion of overlap
  - 5.3 Gene ranking agreement
  - 5.4 Similarity of log-fold-change estimates
  - 5.5 Distribution of raw p-values
- 6 Analysis of the NGP nutlin data
  - 6.1 Number of SDE genes
  - 6.2 Proportion of overlap
  - 6.3 Gene ranking agreement
  - 6.4 Similarity of log-fold-change estimates
  - 6.5 Distribution of raw p-values

---

This supplementary file contains the results of the DE tools concordance analysis for 6 individual datasets. The file is organized into 6 sections (for each dataset). As described in the main report, the concordance analysis focuses on the number of significantly differentially expressed (SDE) genes (at 5% FDR), similarity in terms of the set of SDE genes (overlap), gene ranking agreement (using \(\pi\)-score), and similarity of the log-fold-change (LFC) estimates. In addition to these concordance metrics, the distribution of raw p-values is visualized for DE tools that return raw p-values. At the end of the file, tables of p-values and LFC estimates for genes expressed only in one group of the Zhang data are included.

# 1 Analysis of the CRC AZA data

## 1.1 Number of SDE genes

How the deposited data were processed for this re-analysis (not part of the article)

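RNA-seq of the NGP neuroblastoma cell line was re-analysed from the processed files of 20 samples, 10 treated with nutlin-3 and 10 treated with ethanol as vehicle. The condition and the replicate number of each sample were taken from its label. The authors quantified the reads with kallisto v0.42.4 on transcripts of GRCh38 and deposited 3 kinds of values for each of 198968 transcripts. The estimated counts are the numbers of read pairs that the authors' kallisto runs assigned to each transcript, with no normalization. The effective lengths, in bases, are the transcript lengths as corrected by kallisto in the authors' runs. The TPM values are the estimated counts that the authors' kallisto runs scaled by effective length and library size. TPM was not used in any test. Effective lengths were used in 1 alternative only. The other datasets of the paper were not analysed here.

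Transcripts were assigned to genes by their Ensembl identifiers without the version number, with the annotation of GENCODE release 44 (Ensembl release 110), a later release than the one the authors used. Of the transcripts, 191106 (96.05%) were matched and 7862 were left out. Estimated counts were summed over the transcripts of a gene and rounded. Genes of the type protein_coding were taken as mRNAs and genes of the type lncRNA as lncRNAs. Genes with a total of at least 1 count in each condition were tested, as in Table 2 of the paper. These were 27697 genes, of which 17351 were mRNAs and 10346 lncRNAs.

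The estimated counts of a sample summed to between 14455477 and 19532971 read pairs, with a median of 16456371.5. Of the lncRNAs tested, 77.1% had a mean below 1 CPM, where counting error is large.

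SDE genes were called with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test with TMM normalization, the condition as the only term and Benjamini-Hochberg adjustment at 5% FDR. Of the 25 pipelines of the paper, 17 were run, with edgeR, DESeq2 1.42.0 and limma 3.58.1. The other 8 pipelines were not used here. statmod 1.5.0 and matrixStats 1.5.0 were used as helpers. The overlap of 2 pipelines was the number of SDE genes in common divided by the number called by either. Gene ranking was compared by the Spearman correlation of π scores and LFC by the Pearson correlation, both across genes. The PoissonSeq and SAMSeq normalizations and the SimSeq sampling were written anew after their descriptions. For the local FDR of SimSeq a function of sva 3.50.0 was used in place of fdrtool. Each of the 11 simulated pipelines was run on 25 datasets per setting, or 20 per percentage of DE genes. mRNAs were matched to lncRNAs on abundance in 20 bins of mean log2 CPM, with 1000 draws for the percentages of SDE genes, 20 draws for the comparisons among pipelines and 5 draws for the BCV. Permutation tests used 100000 resamples, apart from the gene-by-gene test of the pairing of replicate numbers with 10000. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

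The named genes were chosen by a rule written before the data were examined. They include MDM2, which the paper names for this experiment, and the 5 mRNAs and 5 lncRNAs with the largest absolute LFC. The mRNAs and lncRNAs of the latter kind were restricted to SDE genes with a mean of at least 1 CPM and every nutlin sample above or below every vehicle sample. FAS is a named gene reported only for a sample that stood out. A further gene, and the results for a gene set as a whole, are not reported here.

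Numbers in the sample labels run from 3 to 12 for vehicle and from 1 to 4 and 6 to 11 for nutlin, so that 8 numbers are shared. Neither the labels nor the paper's text says whether samples with the same number were treated together, so the condition alone was used and the number as a block was an alternative. The other alternatives were DESeq2 size factors, DESeq2 and limma voom in place of edgeR, the filterByExpr filter with a minimum count of 10, genes with at least 1 count in every sample, an offset for effective length, 1% FDR, lncRNAs without those overlapping a pseudogene, and 50 abundance bins. For single results they were a pseudocount of 0.5, correlations on log2(CPM + 1) or without the most abundant gene, biotypes fitted jointly, pipelines without limmaQN, mRNAs matched on abundance, and an alpha of 0.1. For the simulations they were the filterByExpr filter, DE genes drawn with equal weight, and null genes taken from nutlin samples. A further 4 were added after the data were seen: TEC genes counted as lncRNAs, the same 16 samples as with the block but without it, unmatched transcripts counted in the library sizes, and correlations without 3 lncRNA genes with identical counts.

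The tests were tested on simulated data, in which 200 genes were changed between the conditions. These were negative binomial counts with the library sizes of the 20 samples and dispersions from their trend on abundance, not from single genes. Among the 198 of these genes that were tested, edgeR QL recovered 61.1%, with 1.63% of its 123 calls false. Of the 104 changed genes with at least 1 CPM it recovered 93.3%. limmaVoom recovered 58.6% and DESeq2 60.6%, with 4.13% and 4.76% of their calls false. The matching on abundance was tested on calls that depended on abundance alone. It reduced a difference of 47.2 percentage points between the biotypes to 1.20 (95% interval 0.587 to 1.83).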

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

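All tests in this part were chosen before their own results were seen, on patterns found in the same data. With 10 samples in each group, a sample stood out when its gap to the nearest other sample, divided by the range of its group, was above the 95% critical value of Dixon's test. This was applied to 46 groups of 10 values, and 7 had such a sample. By chance about 1 in 20 groups has one, and low counts make it more frequent because many samples are at 0.

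In vehicle replicate 6, 30.8% of the lncRNA counts fell on the 10 lncRNAs with the most counts. The other vehicle samples lay between 26.5% and 27.7%, so that the gap was 0.733 of the range. A sample with more counts of H19, the most abundant lncRNA, would lose its distance when H19 is left out, but without H19 the gap was still 0.634 of the range. The other explanation tested was a set of 3 lncRNA genes with the same counts in all 20 samples, next to ribosomal RNA genes on chromosome 21. They held 8.21% of the lncRNA counts in vehicle replicate 6, between 1.53% and 5.20% in the other vehicle samples, and between 4.02% and 13.4% in the nutlin samples. Without them vehicle replicate 6 was no longer the highest, with a gap of -0.184 of the range. Reads of the ribosomal DNA repeat, divided among identical copies, may therefore account for this sample. No biological explanation was tested.

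The normalized count of FAS in vehicle replicate 3 was 16.6, from a count of 16, where the other vehicle samples had counts from 3 to 9. The highest of 10 Poisson counts with the mean of the vehicle samples was as high in a share of 0.00538 of the draws, so sampling of low counts alone rarely gives this value. Reads carried over from a nutlin library were tested with CYP4F2, a gene with almost no counts in vehicle samples. The carry-over needed for FAS, 3.47% of a nutlin library, would bring 131 normalized counts of CYP4F2, and 1.04 was seen. A difference between cultures was not tested, and 5 of the samples that stand out in this part come from genes with few counts in the vehicle group.

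PINCR in vehicle replicate 11 had a normalized count of 7.52, from a count of 6, against 0 to 3 in the other vehicle samples. Poisson draws were as high in a share of 0.104. The mean of these draws includes the sample itself, which raises the share, so sampling of low counts is left open. Carry-over of 2.46% from a nutlin library would bring 92.4 normalized counts of CYP4F2, and 0 was seen.

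OTP in vehicle replicate 4 had a normalized count of 2.19, from a count of 2, and the share of Poisson draws as high was 0.613. ENSG00000256258 in vehicle replicate 3 had 2.07, from a count of 2, with a share of 0.473. The means of these draws also include the samples themselves. Sampling of low counts is thus left open for both values, and no biological explanation was tested. LINC02051 in vehicle replicate 10 had 1.06, from the single count seen for this gene in the vehicle group. The share of Poisson draws as high, 0.632, is fixed by that single count, so this test cannot tell sampling from other explanations.

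In nutlin replicate 4, 95.95% of the estimated counts fell on transcripts found in the annotation, against 95.83% in the nearest nutlin sample. The gap was 0.498 of a range of less than 1 percentage point. No technical or biological explanation was tested for this value.

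A signal that the paper does not report came from genes counted in 1 condition only. With at least 10 counts in total, 291 genes had all of them in nutlin samples and 20 had all of them in vehicle samples. Sampling of low counts would give 1.06 genes in total if the conditions did not differ, against the 311 seen. Of the 291, 157 were mRNAs and 134 lncRNAs, and 33 of the mRNAs and 34 of the lncRNAs had counts in all 10 nutlin samples. The genes may be switched on by the treatment, which is a hypothesis, since background reads and reads from other sources were not tested for them. Where the vehicle group had no count, its depth does not show that a gene was silent.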

How the results depend on the processing

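The alternatives were set before the data were examined, apart from 4 that were chosen after seeing the data. These were TEC genes counted as lncRNAs, unmatched transcripts counted in the library sizes, the 16 samples of the block fitted without it, and correlations without 3 lncRNA genes. Over all results there were 308 alternative values. Of these, 245 kept their direction and their side of the threshold or stayed within the spread between replicates, 62 moved, and 1 reversed. None became weaker or stronger across a threshold. The LFC of MDM2 was between 4.01 and 4.55 over the alternatives set before the data were examined. MDM2 and the 5 mRNAs and 5 lncRNAs with the largest LFC kept their direction and their side of 5% FDR under each alternative tried for them.

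The number of SDE genes lay between 13131 and 16385 over the alternatives set before the data were examined, against 16275, that of SDE mRNAs between 10962 and 12315, against 12306, and that of SDE lncRNAs between 2169 and 4102, against 3969. The share of lncRNAs among SDE genes stayed between 16.5% and 25.0%. At matched abundance, the percentage of SDE genes was higher for mRNAs than for lncRNAs by 2.19 to 6.21 percentage points. Counting TEC genes as lncRNAs gave 4243 SDE lncRNAs, and counting unmatched transcripts in the library sizes gave 4014. The median LFC of all genes was 0.19 with TMM and 0.24 with DESeq2 size factors.

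With the replicate number as a block, over the 16 samples with a shared number, 14276 genes were SDE, of which 3033 were lncRNAs. The same 16 samples without the block gave 14992 and 3427, so that the lower counts came with the smaller number of samples as well as with the block. The pairing itself was checked on the deviations of samples from their group means. The mean correlation across genes was 0.00626 over the 8 pairs with the same number and -0.000539 over the 92 other pairs (one-sided permutation test, p = 0.359). This does not exclude a pairing, since it rests on 8 pairs and on all genes. With the block the adjusted p of edgeR QL was smaller than without it in the same 16 samples for MDM2 (4.2e-25 against 3.5e-24), GDF15 (8.9e-26 against 1.2e-23) and 9 of the 10 mRNAs and lncRNAs with the largest LFC, GDF15 among them. A gene-by-gene test of the pairing was therefore added after seeing these values. Of 710 genes with an LFC above 2, 8.73% had a correlation over the 8 pairs past the one-sided 5% level, against a median of 4.93% when the numbers were permuted (one-sided permutation test, p = 0.0526). Of 229 genes with an LFC below -2 it was 10.0% against 4.37% (p = 0.0577 by the same permutation test), and of all 16338 genes 4.81% against 4.90% (p = 0.535). Whether the most changed genes deviate together within a number is thus left open.

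The filterByExpr filter moved the most results. In the SDE tests it left 2979 lncRNAs, and 2975 where genes with no count in one of the conditions were also left out, as for expression, BCV, CV and the normalization methods. It gave 2169 SDE lncRNAs, and the median over 17 pipelines was also 2169. The LFC correlation for lncRNAs was 0.978, the common BCV of lncRNAs 0.126, and the median log2 expression 8.65 for mRNAs and 4.93 for lncRNAs. The overlap of QN with the other normalization methods was 72.1% for all genes, 77% for mRNAs and 50.9% for lncRNAs. The median CV in the vehicle and the nutlin group was 0.149 and 0.106 for raw counts, 0.102 and 0.102 with QN, 0.109 and 0.0968 with TMM, 0.109 and 0.0966 with DESeq, 0.108 and 0.0965 with PoissonSeq, and 0.109 and 0.0977 with SAMSeq. The cause was not tested.

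In the simulations, 46 of 72 alternative values stayed within the SD over datasets and 26 moved. With the filterByExpr filter, the TPR for mRNAs and lncRNAs was 68.6% and 29.8% for edgeR QL, 71.8% and 32.9% for edgeR robust, 68.6% and 29.9% for limmaVoom, 70.1% and 30.9% for limmaVoom+QW, and 65.2% and 28.0% for limmaQN. It was 28.5% for lncRNAs with DESeq2 (setting 1). The FDR for lncRNAs was 5.00% for edgeR robust and 2.55% for limmaVoom, and that for mRNAs 8.12% for limmaQN. With DE genes drawn with equal weight, the TPR was 80.3% and 55.2% for edgeR QL, 85.8% and 69.0% for edgeR robust, 80.2% and 58.0% for limmaVoom, 81.6% and 59.3% for limmaVoom+QW, 70.7% and 47.9% for limmaQN, and 78.8% and 48.6% for DESeq2 (setting 1). The TPR was lower for lncRNAs than for mRNAs under all 3 alternatives tried. The cause of these changes was not tested.

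Matching mRNAs to lncRNAs on abundance moved the overlap of pipelines for mRNAs to 83.4%, their LFC correlation to 0.943 and their common BCV to 0.168. The difference in BCV between lncRNAs and mRNAs was then -0.0265, the only result that reversed. On log2(CPM + 1), the lowest correlation between replicates was 0.994 in vehicle and 0.994 in nutlin samples for mRNAs, and 0.972 and 0.976 for lncRNAs. Without the most abundant gene it was 0.858 and 0.844 for lncRNAs. Without 3 lncRNA genes with identical counts it was 0.995 and 0.989. The overlap of QN with the other methods was 63.0% with a pseudocount of 0.5 and 63.1% at 1% FDR. At an alpha of 0.1, independent filtering excluded 0 lncRNAs and only 2 mRNAs, whose counts DESeq2 had replaced as outliers. Apart from the 3 genes, the cause of these changes was not tested.

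The depth limits the results for lncRNAs. Zeros made up 24.7% of their counts, and 77.1% of them had a mean below 1 CPM, so that a gene not called SDE is not shown to be unchanged. Simulated changes were recovered for 93.3% of the changed genes with at least 1 CPM, and for 61.1% of all changed genes. That simulation changed 200 genes, far fewer than the 16275 called SDE in the data. Its percentages therefore do not measure the share of changes missed in this dataset.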

Differences from the paper's values

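In this part only the removal of 3 lncRNA genes was chosen after the values were seen. A correlation was taken to differ from the paper's when it was off by more than the SD over replicate pairs and the rounding or reading error of the paper's value. Any other value had to differ by more than the SD or that error and also by more than 1.5 times. Below, an alternative within the margin is one that no longer differs by this rule, even where it does not reach the paper's value. Of 68 values compared with the paper, 16 differed. The lncRNA library sizes over the tested genes lay between 0.336 and 0.671 × 10⁶ counts, against the paper's 0.2 and 0.4 × 10⁶. lncRNAs that overlap no mRNA gene held 1.217% of the counts in vehicle and 2.261% in nutlin samples, against 2.40% and 3.93% for all lncRNAs. The choice of lncRNA genes thus bears on these sizes, but no other choice was compared with the paper's values. The highest Pearson correlation between replicates for mRNAs was 0.9995, against the paper's 0.99. On log2(CPM + 1) it was 0.9975, and without the most abundant gene 0.9995, so that none of the alternatives set before the data were examined closed the gap. The lowest correlation for lncRNAs was 0.921, against the paper's 0.83. Without the most abundant gene of each biotype it was 0.844, within the margin, whereas log2(CPM + 1) gave 0.972. Leaving out 3 lncRNA genes with identical counts, an alternative chosen after seeing the values, gave 0.989 and did not close the gap.

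The averages of Fig. S4 are over the paper's 25 pipelines and those here over at most 17, so the sets behind the following values differ. For limmaVst the transformation also differed, being that of DESeq2 here and of DESeq in the paper. The mean rank correlation of edgeR QL with the other pipelines for lncRNAs was 0.926, against the paper's about 0.95 in Fig. S4, read by eye. The filterByExpr filter (0.964) and leaving out limmaQN (0.958) were within the margin. For limmaQN it was 0.745 for mRNAs, against the paper's about 0.87 in Fig. S4, read by eye, and 0.458 for lncRNAs, against the paper's about 0.76 in the same figure, read by eye. The filterByExpr filter gave 0.812 and 0.495, and mRNAs matched on abundance 0.582, so that no alternative set before the data were examined closed these gaps. The mean LFC correlation of limmaTrended was 0.968 for mRNAs, against the paper's about 0.92 in Fig. S4, read by eye. With mRNAs matched on abundance it was 0.936, within the margin, and with the filterByExpr filter 0.990 and without limmaQN 0.969, which were not. For lncRNAs it was 0.931, against the paper's about 0.84 in Fig. S4, read by eye. The filterByExpr filter (0.985) and leaving out limmaQN (0.928) did not close the gap. The LFC correlation of limmaVst for lncRNAs was 0.850, against the paper's about 0.87 in Fig. S4, read by eye. Neither the filterByExpr filter (0.910) nor leaving out limmaQN (0.844) closed it. These are correlations across genes, which are not independent replicates.

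Independent filtering of DESeq2 removed 1.76% of the mRNAs, against the paper's about 1% in Fig. S7, read by eye, and 7.44% of the lncRNAs, against the paper's about 4% in Fig. S7, read by eye. An alpha of 0.1, the only alternative for these values, gave 0.0115% and 0% and did not close the gaps.

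In the simulations with 5 replicates per group, the lncRNA FDR of DESeq2 (setting 1) was 1.08%, against the paper's about 2% in Fig. 5, read by eye. The filterByExpr filter (1.45%) and null genes taken from nutlin samples (1.30%) were within the margin but below the paper's value, and DE genes drawn with equal weight (0.994%) were not within it. For edgeR QL it was 2.48%, against the paper's about 4% in Fig. S15, read by eye. Null genes from nutlin samples (2.88%) brought it within the margin but not to the paper's value, whereas equal weight (2.12%) and the filterByExpr filter (2.30%) did neither. For limmaQN it was 11.9%, against the paper's about 18% in Fig. S16, read by eye. With null genes from nutlin samples it was 12.6%, within the margin although most of the gap remained. Equal weight (11.0%) and the filterByExpr filter (11.8%) were outside it. For limmaVoom+QW it was 5.68%, against the paper's about 10% in Fig. S16, read by eye. None of the alternatives set before the data were examined closed this gap, with 4.95% for equal weight, 4.19% for the filterByExpr filter and 4.82% for null genes from nutlin samples.

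Some statements of the paper on rankings or directions differ from the values here. The paper states that normalization lowered the CV in all its datasets. In the nutlin samples the median CV was 0.240 after QN and 0.232 before it, and QN lowered the CV of 37.8% of the genes. For mRNAs alone it was 0.118 after QN and 0.119 before it, for lncRNAs 0.590 and 0.554, and over the genes kept by the filterByExpr filter 0.102 and 0.106. With SAMSeq the median was 0.2324, against 0.2319 before it, over all genes in the nutlin samples, and 0.563 for their lncRNAs. For the lncRNAs of the vehicle samples it was 0.740, against 0.731 before it. The changes over all nutlin genes and for the vehicle lncRNAs were below the jackknife standard errors with SAMSeq, 0.00567 and 0.0171. Those are errors of a median and not of its change within the same samples. They therefore cannot decide a direction for these 2 changes. SAMSeq lowered the CV of 55.4% of the genes in the nutlin samples. The paper describes the agreement in gene ranking, apart from limmaQN, as nearly equal for the biotypes. Here the average rank correlation without limmaQN was 0.986 for mRNAs and 0.959 for lncRNAs. The paper states that in the NGP nutlin simulations the control of FDR was lost at the lowest percentage of DE genes. With 10% DE genes, limmaVoom had a mean mRNA FDR of 7.65% ± 15.3 (SD), with 4 of 20 datasets above 5%. It was 8.06% ± 16.2 with edgeR QL and 8.40% ± 16.7 with DESeq2 (setting 1), also above 5% in 4 of 20. These spreads include the nominal level, so the means alone do not show a loss of control. For lncRNAs edgeR robust was at 19.1% ± 6.88 with 10% DE genes and at 10.1% ± 1.91 with 30%. It was above 5% in all 20 datasets at both percentages. edgeR QL was at 4.58% ± 6.00 for lncRNAs with 10% DE genes, above 5% in 4 of 20. The paper reports small differences among the edgeR pipelines. The lncRNA FDR was 10.4% for edgeR robust and 2.48% for edgeR QL.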

Other observations

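Of the tests in this part, those of calls drawn by abundance alone, of the amount of background reads, of the scaling of the libraries, of the abundance behind the BCV and of the 3 genes behind the lowest correlations were chosen only after the result was seen. The other tests were chosen before.

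Other splits of the 20 samples were compared with the real one. The 768 splits that part all 8 pairs with the same number leave 4 samples without a partner to either side, and 100 of them, the real one included, were fitted. The others moved 2 to 5 samples of each group, with a median of 4. With edgeR QL, 1 of the 100 splits, the real one, gave as many as 16275 SDE genes, and the largest of the others gave 7918. For SDE lncRNAs it was also 1 of 100, with 1298 at most in the others. With limma voom 1 of 100 splits gave as many SDE genes as the real one, with 8830 at most in the others, and with DESeq2 1 of 100, with 9305 at most. In 93 of the 99 others edgeR QL called 0 genes, and the median number of genes at an unadjusted p under 0.05 was 626. Each of the other splits mixes the conditions, so a difference between the conditions adds to the spread within its groups. Fewer calls would follow from any large difference between the conditions, so the comparison cannot tell its cause.

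The share of counts on lncRNAs was 2.40% in vehicle and 3.93% in nutlin samples, a ratio of 1.64, which the paper does not report. Without the 10 most abundant lncRNAs the ratio was 1.475, so a few genes alone do not account for it. Among samples with totals in the range that both conditions share, 3 vehicle and 10 nutlin samples, the lowest nutlin share was still 1.272 percentage points above the highest vehicle share. lncRNAs that overlap no mRNA gene gave a ratio of 1.858, and lncRNAs whose transcripts all have at least 2 exons gave 1.53. lncRNAs with a single-exon transcript gave a larger ratio of 1.833, as genomic or unspliced reads would. The share of mRNA gene counts on retained-intron transcripts rose from 5.61% to 6.85%, a ratio of 1.221, less than that of the lncRNAs. The share of counts on 300 olfactory receptor genes, used as a measure of background reads, rose by a ratio of 1.805, as background from DNA or unspliced RNA would give. These genes held between 51 and 90 counts per vehicle sample and between 92 and 126 per nutlin sample. At this density background reads would account for 1.051% of the rise. The pattern cannot be told apart from a background that falls more on lncRNA genes than on olfactory receptor genes. A candidate explanation is that lncRNAs rise relative to mRNAs after nutlin treatment, which is a hypothesis.

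Of the 3969 SDE lncRNAs 83.4% were up, against 45.7% of the SDE mRNAs. Among mRNAs matched to the lncRNAs on abundance, 77.98% of the SDE genes were up (95% interval over draws 76.9% to 79.1%), so low abundance may account for most of the difference. From the lowest to the highest quartile of abundance among mRNAs, 88.8%, 61.1%, 32.1% and 26.9% of the SDE mRNAs were up. By the quartiles among lncRNAs the percentages of SDE lncRNAs were 88.5%, 91.67%, 87.6% and 76.6%. The quartiles were cut within each biotype and lie lower for lncRNAs, so they do not compare the biotypes at equal abundance. Among SDE lncRNAs that overlap no mRNA gene 86.89% were up, so reads from overlapping mRNAs do not account for it. The percentage was 85.6% with DESeq2 size factors, 84.5% with unmatched transcripts counted in the library sizes and 82.57% with an offset for effective length. The size factors and the unmatched transcripts raised the median LFC of all genes from 0.189 to 0.235 and 0.209. They therefore cannot exclude an effect of the scaling of the libraries.

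The smaller percentage of SDE genes among lncRNAs was tested against abundance. At matched abundance a difference of 6.0464 percentage points remained, from 32.6 before matching, while matching left 1.20 in simulated calls that depended on abundance alone. Abundance may thus explain most of the difference between the biotypes. With the filterByExpr filter the difference at matched abundance was 2.19 (95% interval over draws 0.603 to 3.66), and over genes with at least 1 count in every sample 2.29 (0.975 to 3.59). The remaining difference was thus smaller with low-count genes left out. Calls were also drawn 1000 times in each set of genes from a curve of the percentage of SDE genes on abundance, fitted to both biotypes. The matched difference was as large as the observed one in 0 of the 1000 draws for all genes tested, in 16 with the filterByExpr filter and in 15 for genes with counts in every sample. For this comparison matching was repeated with 50 draws, which gave observed differences of 6.04, 2.30 and 2.36. These draws treat genes as independent. The common BCV of mRNAs matched to the lncRNAs on abundance was 0.1683, above the 0.142 of the lncRNAs, and the higher BCV of lncRNAs may follow from their abundance.

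The lowest Pearson correlation of lncRNA counts between replicates, 0.921, rose to 0.9886 without 3 lncRNA genes, ENSG00000280614, ENSG00000280800 and ENSG00000281181, and may depend on them. They lie on chromosome 21 of GRCh38, at 8393419 to 8394341, 8210384 to 8211306 and 8437629 to 8438551, within 1272 bases of the ribosomal RNA genes RNA5-8SN3, RNA5-8SN2 and RNA5-8SN1. Their counts were identical in each of the 20 samples, from 1799 to 13370 in vehicle and from 8748 to 28910 in nutlin samples. Without them the ratio of the lncRNA shares was 1.57. No biological explanation was tested.

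The LFC of 1045 lncRNAs with exons overlapping those of an mRNA gene correlated with the LFC of that gene at a Spearman coefficient of 0.346. It was 0.392 for 311 pairs overlapping without shared exons, 0.260 for 378 pairs within 5 kb, 0.189 for 302 pairs from 5 to 50 kb apart and 0.0159 for 268 pairs farther apart. These are correlations across genes, which are not independent replicates. Reads shared between exons of the 2 strands would raise the first value above that of pairs without overlap. It was higher by 0.0863 than for pairs within 5 kb, and lower than for pairs overlapping without shared exons. Shared regulation of neighbouring genes is a candidate explanation, as a hypothesis.

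The mRNAs with the largest LFC by the rule for named genes were CYP4F2 at 11.45, CYP4F3 at 9.48, IL22RA1 at 9.21, OTP at 8.80 and GDF15 at 8.61. The lncRNAs were FLJ16779, LINC02303, LINC02051, PINCR and ENSG00000256258, with LFC from 7.68 for the first to 6.81 for the last. Their adjusted p values lay between 3.1e-33 and 1.0e-16 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rule required an SDE call and complete separation of the conditions, so both were fixed by the choice of genes. The normalized count went from 1.19 ± 1.34 to 3759 ± 281 (SD, n = 10) for CYP4F2, from 7.25 ± 4.13 to 5301 ± 244 for CYP4F3 and from 1.94 ± 2.18 to 252 ± 27.9 for PINCR. CYP4F2 and CYP4F3 are paralogs, and how kallisto divided their reads was not tested.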
